# FLASH Irradiation Modulates Immune Responses and Accelerates Lung Recovery: A Single‐Cell Perspective

**DOI:** 10.1002/advs.202501797

**Published:** 2025-06-19

**Authors:** Hao Lu, Menghua Li, Cheng Quan, Caihui Li, Dawei Li, Zhihui Li, Jing Xu, Lihui Zhang, Qixiang Liu, Guofu Dong, Changzhen Wang

**Keywords:** conventional dose rate irradiation, FLASH irradiation, immune regulation, radiation‐induced lung injury, single‐cell RNA sequencing

## Abstract

Radiation therapy (RT) is essential for treating thoracic malignancies but often causes significant lung damage. FLASH‐RT, an ultra‐high dose rate irradiation technique, shows potential in reducing radiation‐induced lung injury (RILI) while maintaining tumor control. However, the underlying immune mechanisms remain poorly understood. This study investigates the immune and cellular responses to FLASH‐RT versus conventional dose rate (CONV) RT during the early phase of RILI. Using single‐cell RNA sequencing (scRNA‐seq), a dynamic landscape of the lung microenvironment is pictured during RILI within one‐week post‐irradiation. The analysis reveals that FLASH‐RT induces a more immediate but transient cellular response, while CONV‐RT causes sustained inflammation. FLASH irradiation significantly reduces neutrophil infiltration compared to CONV irradiation, particularly within the pro‐inflammatory Ccrl2^+^ subset. FLASH irradiation also triggers stronger activation of CD4^+^ CD40L^+^ Th cells, which are critical for regulating immune responses and balancing inflammation. Moreover, FLASH irradiation attenuates pro‐inflammatory activation and intercellular signaling of Mefv⁺ monocytes, thereby restraining excessive macrophage‐driven inflammation. Additionally, FLASH irradiation enhances TGF‐β signaling and epithelial‐mesenchymal transition (EMT) in alveolar type 1 (AT1) cells, promoting tissue repair. These findings highlight FLASH‐RT's superior immune modulation and reparative potential, providing valuable insights into its clinical application for minimizing radiation damage and enhancing lung recovery.

## 1 Introduction

Radiation therapy (RT) is a widely utilized approach for treating thoracic malignancies, yet it is often accompanied by clinical complications such as impaired wound healing in irradiated tissues and damage to surrounding normal lung tissues.^[^ ^1^, ^2^ ^]^ These adverse effects have spurred an urgent demand for advancements in RT technologies and strategies that can effectively protect normal tissues.^[^ ^3^, ^4^ ^]^ Over the past decade, ultra‐high dose rate (UHDR) pulsed irradiation (mean dose rate ≥40 Gy s^−1^) has demonstrated promising “FLASH” effects, significantly reducing damage to normal tissues while preserving tumor control efficacy compared to conventional dose rates (CONV, 0.001 to 0.4 Gy s^−1^).^[^ ^5^, ^6^, ^7^, ^8^, ^9^ ^]^ Recent studies further report enhanced control of radioresistant tumors and greater suppression of tumor growth under FLASH irradiation.^[^ ^10^, ^11^ ^]^ The protective FLASH effects have been observed in multiple tissues, including the brain, lungs, intestine, and skin.^[^ ^12^, ^13^, ^14^, ^15^ ^]^ However, challenges remain in translating this technique into clinical practice, particularly due to an incomplete understanding of the biological mechanisms, especially immune modulation, that mitigate radiation‐induced damage.^[^ ^16^, ^17^ ^]^ Besides, most research has focused on immune responses within tumors, with little attention paid to immune dynamics in irradiated normal tissues.

Given the significant immune involvement in radiation‐induced lung injury (RILI), understanding how immune mechanisms are leveraged in FLASH‐RT is crucial for mitigating these adverse effects. Previous studies have shown that FLASH‐RT reduces inflammatory immune cell infiltration and pro‐inflammatory cytokine secretion, alleviating toxicity in multiple tissues.^[^ ^15^, ^18^, ^19^, ^20^, ^21^ ^]^ For example, FLASH‐RT decreases macrophage and neutrophil accumulation and prevents lymphocyte infiltration, thereby reducing both acute pneumonitis and late‐stage lung fibrosis.^[^ ^15^, ^22^ ^]^ FLASH‐RT also protects against radiation‐induced apoptosis by suppressing TGF‐β/SMAD activation in blood vessels and bronchi, reducing pro‐inflammatory gene expression in normal lung tissues.^[^ ^15^ ^]^ However, the impact of FLASH‐RT on the cellular microenvironment and intercellular interactions, as well as their dynamic changes, particularly during the early phases of injury in irradiated normal lung tissues, remains poorly understood.

In this study, we address these challenges by performing single‐cell RNA sequencing (scRNA‐seq) on lung tissue samples from mice exposed to either CONV or FLASH‐RT. Our goal is to investigate the early immunological distinctions in RILI between the two modalities and to identify potential immune mechanisms underlying the protective FLASH effect. By profiling over 135 000 single cells from the pulmonary microenvironment, we identified key immune and stromal cell dynamics distinguishing RILI processes in CONV and FLASH‐RT. These findings offer valuable insights into the biological mechanisms of FLASH‐RT and its potential clinical applications in thoracic malignancies.

## 2 Results

### 2.1 A Dynamic Single‐Cell Atlas of Injured Lung Post‐Conventional (CONV) and FLASH Irradiation

To construct the RILI model, C57BL/6J mice were exposed to 17.8 Gy whole‐thorax irradiation delivered in the FLASH or CONV mode (**Figure** **1**A). The dose was selected based on prior studies, including the seminal work by Favaudon et al.,^[^ ^15^ ^]^ which demonstrated that 18 Gy of thoracic FLASH irradiation in mice induces moderate fibrotic changes without lethality 24 weeks post‐irradiation. This dose also falls within the recognized tolerance range of murine lung tissue (18–20 Gy),^[^ ^23^ ^]^ allowing assessment of both acute and subacute injury phases. The actual dose delivered was 17.8 Gy due to technical constraints of the irradiation system. Additionally, increasing evidence suggests a nonlinear relationship between dose rate and biological effects, with FLASH irradiation (>40 Gy s^−1^) providing protection to normal tissues beyond a specific threshold dose rate.^[^ ^15^, ^24^ ^]^ This nonlinear response is central to the differential effects observed between FLASH and CONV irradiation. The lung pathology and respiratory function of irradiated mice were assessed to explore the protective effects provided by FLASH irradiation. Whole‐body plethysmography showed that the negative impact of CONV irradiation on pulmonary function was significantly spared by FLASH irradiation. At 1 day post‐irradiation (dpi), both the CONV and FLASH irradiated mice exhibited a significant decrease in the frequency (F), tidal volume (TV), and minute volume (MV), along with a significant increase in expiratory time (Te) (Figure S1A,C–E, Supporting Information). However, compared to the control group, only CONV‐irradiated mice showed a significant reduction in mid‐expiratory flow (EF50), peak inspiratory flow (PIF), and peak expiratory flow (PEF), while these parameters remained unchanged in FLASH‐irradiated mice (Figure S1B,F,H, Supporting Information). CONV irradiation, rather than FLASH irradiation, had a more pronounced impact on pulmonary function in mice at 7 dpi. CONV‐irradiated mice exhibited significant reductions in five parameters (TV, MV, EF50, PIF, and PEF), while inspiratory time (Ti) and Te showed significant increases compared to the control group (Figure S1A,B,E,F,H,G, Supporting Information). In contrast, the FLASH‐irradiated mice did not show significant changes in these parameters. Although both groups exhibited a significant decrease in F and an increase in Te, the variation amplitude of F and Te in FLASH‐irradiated mice was significantly reduced compared to the CONV‐irradiated mice (Figure S1C,D, Supporting Information). Histological analysis with hematoxylin and eosin (H&E) staining confirmed the above results. Although all irradiated lung sections showed areas of cell infiltration, lungs from CONV‐irradiated mice exhibited more severe pathology, with thickened alveolar septa and cellular accumulation as compared to FLASH‐irradiated lungs. The total lung injury scores were significantly higher in CONV‐irradiated mice than in FLASH‐irradiated mice at 7 dpi (Figure 1B), indicating that CONV irradiation caused more severe lungpathology.

**Figure 1:**
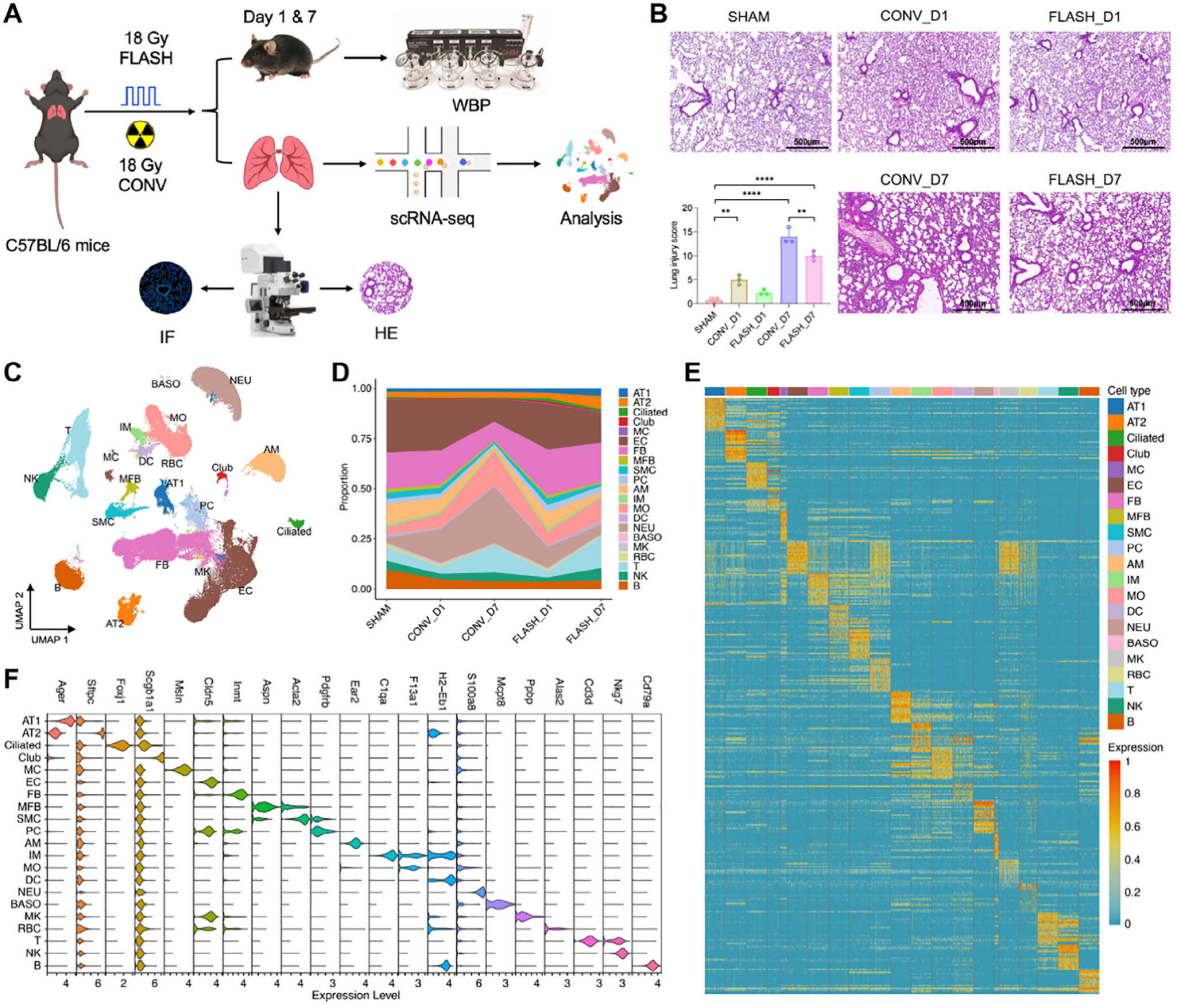
Construction of a cellular atlas of mouse RILI following CONV and FLASH irradiation. A) Flow chart of the experimental design and analysis. B) Representative images and Szapiel scoring of H&E staining results of lung tissue sections at 1 day and 7 days post‐irradiation (*n* = 3, scale bar = 500 µm). ^**^ *p* <0.01, ^****^ *p* <0.0001. C) UMAP projection of the 135 633 cells profiled, colored by annotated cell types. D) Area chart showing the dynamic changes of the proportions of cell types in healthy lung samples (SHAM) and exposed lung samples at different times after CONV and FLASH irradiation. E) Heatmap showing the expression of top 20 differentially expressed genes (DEGs) in each cell type. For visualization, 1000 cells were randomly selected from cell types with a total count exceeding 1000. F) Vlnplot showing the expression of representative marker genes in each cell type. AT1, alveolar type 1; AT2, alveolar type 2; MC, mesothelial cell; EC, endothelial cell; FB, fibroblast; MFB, myofibroblast; SMC, smooth muscle cell; PC, pericyte; AM, alveolar macrophage; IM, interstitial macrophage; MO, monocyte; DC, dendritic cell; NEU, neutrophil; BASO, basophil; MK, megakaryocyte; RBC, red blood cell; NK, natural killer cell.

To evaluate whether these early differences translate into long‐term effects, we examined lung tissues at 1, 3, and 6 months post‐irradiation. H&E staining showed progressive lung injury in both groups, but the FLASH group had less inflammatory infiltration and septal thickening at all time points (Figure S2A, Supporting Information). At 6 months, the CONV group showed severe alveolar collapse and loss of normal architecture, while the FLASH group retained relatively preserved alveolar structures. Masson staining revealed significantly less collagen accumulation in the FLASH group, especially at 3 and 6 months (Figure S2B, Supporting Information), suggesting attenuated fibrosis. These results indicate that FLASH irradiation not only mitigates acute injury but also confers long‐term structural protection.

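Lungs of 15 mice in 5 groups of 3 were compared: SHAM mice without irradiation, and mice taken 1 or 7 days after CONV or FLASH irradiation of the whole thorax with 17.8 Gy. CONV irradiation was delivered in 48 pulses at a mean of 0.3 Gy/s and FLASH irradiation in 6 pulses at a mean of 200 Gy/s. Droplet-based libraries label each RNA molecule with a barcode for its cell and a UMI, so that copies made by amplification are counted once. The authors aligned the reads to mm10 with Cell Ranger and deposited UMI counts per gene and cell, without normalization, after their filters on cells and genes. Their file lists genes by symbol only, and positions given here come from the GENCODE vM21 annotation of GRCm38, the same build. The names of the libraries place the SHAM and the 1 dpi samples in one set and the 7 dpi samples in another, so that a difference between a 7 dpi group and SHAM cannot be told apart from a difference between library sets, while FLASH and CONV at one time point share a set. For tests of genes, the UMI counts of all cells of a type were summed within each mouse and fitted with edgeR's quasi-likelihood method over the 5 groups, and genes with a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 0.25 were called. Mice, not cells, were the replicates throughout. Groups, tests and most alternatives were fixed before the data were examined, and alternatives chosen later are named as such. Fold changes give the first group over the second, as irradiated over SHAM or FLASH over CONV. An exact permutation test of 3 mice against 3 cannot give a p below 0.1.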

Subsequently, single‐cell RNA sequencing (scRNA‐seq) was performed to investigate the mechanisms underlying the differential responses to CONV and FLASH irradiation. After quality control, we obtained transcriptomic data from 135 633 high‐quality cells across 25 611 genes from 15 samples, with each cell expressing an average of 3067 genes and containing 10 245 unique molecular identifiers (UMIs) (Figure S3A–D, Supporting Information). 

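The cells held between 1001 and 59901 UMIs, with a median of 7733, and between 502 and 7999 genes. Mitochondrial genes took at most 9.995% of the UMIs of a cell. The number of cells per sample lay between 8594 and 9195 in the SHAM group, 7923 and 9440 in the CONV group and 8981 and 9291 in the FLASH group at 1 dpi, and 9302 and 9655 in the CONV group and 8783 and 9236 in the FLASH group at 7 dpi. Total UMIs per sample ranged from 82782400 to 104293036. Their median was 94560863 in the SHAM group. At 1 dpi it was 82982672 after CONV and 92384307 after FLASH irradiation, and at 7 dpi 96718504 and 93797516. 195 of the genes in the deposited file had a UMI in fewer than 3 cells.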

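The deposited file holds no cell labels, so the cells were clustered again from the UMI counts. The union of the 1000 most variable genes of each sample held 2183 genes. On 30 principal components, corrected between samples with Harmony, shared-neighbour clustering gave 52 clusters. Each cluster was named from marker genes chosen before the data were examined, and the names carry the ending -like because they were not taken from the authors' labels. Of the 21 types found, the largest were endothelial-like cells (27530 cells), fibroblast-like cells (21540), neutrophil-like cells (17271), monocyte-like cells (12500) and T-like cells (11633). B-like cells numbered 7399, NK-like cells 5272, cells like alveolar macrophages (AM-like) 8003, cells like interstitial macrophages (IM-like) 1530 and dendritic-like cells 1623. The smallest type was basophil-like, with 181 cells. A pair of clusters of 1 cell each stayed unnamed. At the finer resolution there were 77 clusters, and without Harmony 55.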

Unsupervised clustering and cell annotation revealed 20 distinct cell types or states based on the expression of canonical markers (Figure 1C–F; Figure S3C, Supporting Information), including six myeloid cell types, three lymphoid cell types, three mesenchymal cell types, five epithelial cell types, and endothelial cells, with no discernible batch effects on data architecture. 

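The number of cells of each type per sample was tested with edgeR's quasi-likelihood method, with the total of cells in the sample as the library size, and p was adjusted over the 21 types of a comparison. Against SHAM at 7 dpi, 2 types were called higher and 6 lower after CONV irradiation, and 1 higher and 2 lower after FLASH irradiation. At 1 dpi no type was called in either group. There, 4 types had an unadjusted p below 0.05 after CONV and 5 after FLASH irradiation. Between FLASH and CONV no type was called at 1 or 7 dpi, with 0 and 7 types below 0.05 before adjustment. In simulated data with this number of samples, a type raised 3-fold was called in 47 of 100 draws.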

Comparison between different groups revealed that cellular compositions changed markedly during the CONV and FLASH‐induced injury process (Figure 1D). Myeloid cells, primarily neutrophils and monocytes, exhibited a dramatic increase at 7 dpi post‐CONV irradiation, whereas FLASH irradiation did not elicit a similar response. 

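Neutrophil-like cells made up 278 ± 222 of every 10000 cells (SD, n = 3 mice) in the SHAM group. At 1 dpi they held 1668 ± 358 after CONV and 1040.4 ± 762 after FLASH irradiation (SD, n = 3 each), with log2 fold changes of 2.58 (adjusted p = 0.101) and 1.90 (adjusted p = 0.174), neither called. At 7 dpi their share was 2797 ± 1731 (SD, n = 3) after CONV and 485 ± 355 (SD, n = 3) after FLASH irradiation. The log2 fold change against SHAM was 3.33 (standard error 0.96, adjusted p = 0.0105) after CONV and 0.80 (adjusted p = 0.474) after FLASH irradiation. FLASH against CONV gave -2.53 (adjusted p = 0.114), where the shares of the mice overlapped in no pair (exact permutation test, two-sided p = 0.1). Of the alternatives, limma on the arcsine square root of the share moved this comparison most, to a difference of -0.339 on that scale (adjusted p = 0.0338), which is called, and over all alternatives the adjusted p lay between 0.0338 and 0.183. The interaction, the FLASH against CONV difference at 7 dpi less that at 1 dpi, was -1.85 (adjusted p = 0.629). Monocyte-like cells held 341 ± 23.1, 1648 ± 458 and 1165 ± 211 of every 10000 cells (SD, n = 3 each) in SHAM, CONV and FLASH at 7 dpi. They were called higher in both irradiated groups, by 2.27 (adjusted p = 9.78e-05) and 1.77 (adjusted p = 0.000611), and their FLASH against CONV difference was -0.50 (adjusted p = 0.266).

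**Figure D1:**
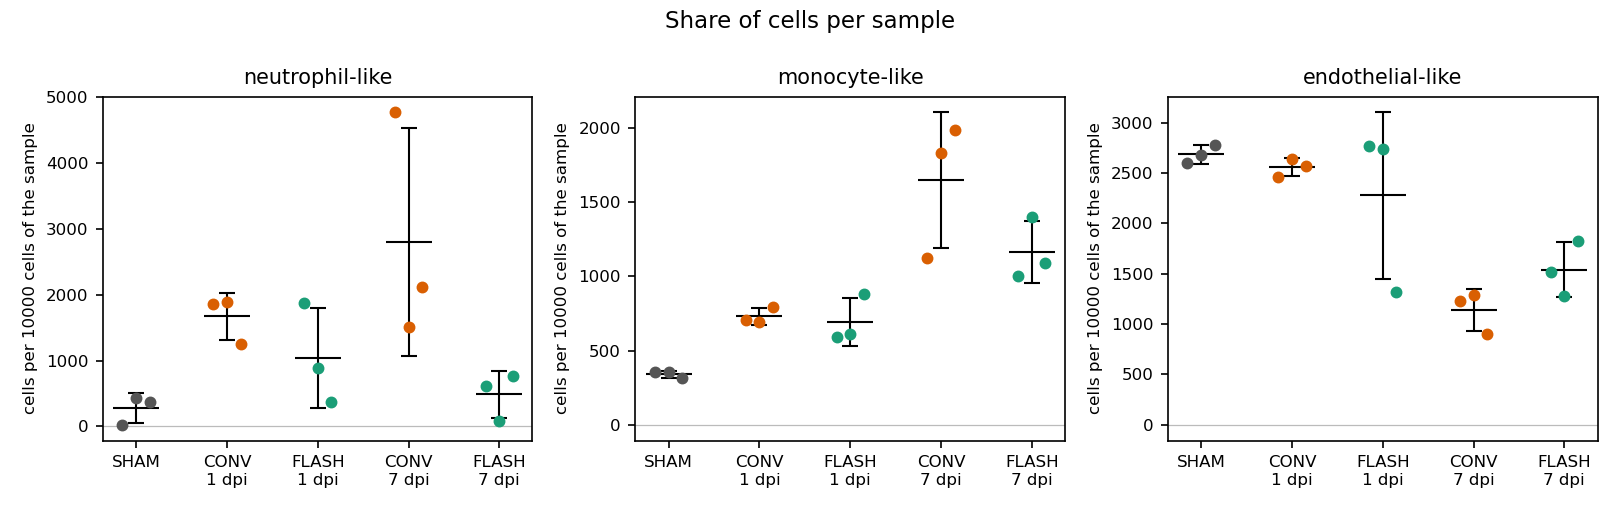
Cells of a type per 10000 cells of the sample (vertical axis) for neutrophil-like, monocyte-like and endothelial-like cells in the 5 groups (horizontal axis); points are mice, horizontal bars group means and error bars the SD. The 3 CONV mice at 7 dpi spread from 1510.4 to 4765 neutrophil-like cells per 10000.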

Lymphoid cells demonstrated a moderate decrease at 1 dpi and an increase at 7 dpi in both CONV and FLASH groups. 

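T-like cells fell from 684 ± 169 per 10000 cells (SD, n = 3) in the SHAM group to 358 ± 82.2 after CONV and 329 ± 96.2 after FLASH irradiation at 1 dpi, log2 fold changes of -0.93 (adjusted p = 0.221) and -1.06 (adjusted p = 0.174). At 7 dpi their share was 1326 ± 797 and 1563 ± 88.5 (SD, n = 3 each), with 0.95 (adjusted p = 0.0907) and 1.19 (adjusted p = 0.0601). None of these 4 changes was called by edgeR with all samples and all cells as the total. Without CONV 7 dpi replicate 1, the rise after CONV irradiation at 7 dpi was 1.35 (adjusted p = 0.0102) and called. At 7 dpi NK-like cells differed from SHAM by 0.000626 (adjusted p = 0.999) after CONV and 0.48 (adjusted p = 0.474) after FLASH irradiation, and B-like cells by -1.23 (adjusted p = 0.127) and -1.06 (adjusted p = 0.241), lower in both groups. The change of NK-like cells after CONV irradiation turned to -0.93 (adjusted p = 0.141) without CONV 7 dpi replicate 3.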

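Endothelial-like cells made up 2687 ± 93.7 of every 10000 cells in the SHAM group, and 1139.9 ± 207 after CONV and 1541 ± 273 after FLASH irradiation at 7 dpi (SD, n = 3 each). Fibroblast-like cells made up 1614 ± 452, 912 ± 29.8 and 1884 ± 505 in the same groups. Myofibroblast-like cells went from 195 ± 8.02 to 69.4 ± 11.8 and 81.4 ± 21.4, and smooth muscle-like cells from 302 ± 93.2 to 108 ± 17.4 and 151 ± 43.6. Pericyte-like cells held 259 ± 133 in the SHAM group, 137 ± 17.7 after CONV and 292 ± 45.0 after FLASH irradiation. The FLASH mean was thus above the SHAM mean for fibroblast-like and pericyte-like cells and below it for the other types.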

Endothelial and mesenchymal cells showed a relative decrease at 7 dpi in both irradiation groups. Overall, these results provide a comprehensive single‐cell atlas of the healthy and injured lungs following CONV and FLASH irradiation and suggest a significant difference between the immune microenvironment of the two irradiation types during the early phase of RILI. To facilitate interactive exploration of the cellular microenvironment of RILI induced by the two irradiation modalities, we created a web interface at http://Flash‐RILI.omic.tech.

### 2.2 Impact of CONV and FLASH Irradiation on Lung Cell Composition and Radiosensitivity

The dynamic changes in the cellular composition of the lung microenvironment before and after CONV and FLASH irradiation offer valuable insights into the radiosensitivity of various cell subtypes in vivo. We quantified the radiosensitivity of each cluster by comparing the proportions of cell types across different groups. 

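At 1 dpi after CONV irradiation, NK-like cells had a log2 fold change against SHAM of -0.66 (standard error 0.53, adjusted p = 0.607), from 437 ± 73.5 to 276 ± 90.3 per 10000 cells (SD, n = 3 each, edgeR). B-like cells changed by -0.997 (standard error 0.67, adjusted p = 0.481), from 986 ± 546 to 494 ± 189 per 10000 cells. Neither change was called. Leaving out 1 sample at a time kept both below 0, with -0.82 to -0.41 for NK-like and -1.39 to -0.64 for B-like cells.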

Consistent with our previous studies,^[^ ^25^ ^]^ immune cells, particularly lymphoid cells, were highly sensitive to CONV irradiation, showing significantly reduced proportions at 1 dpi (**Figure** **2**A; Figure S4A,B, Supporting Information). 

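After FLASH irradiation, the 1 dpi log2 fold change against SHAM was -1.40 (standard error 0.68, adjusted p = 0.174) in B-like cells, at 374 ± 248 per 10000 cells (SD, n = 3, edgeR), and -1.21 (standard error 0.54, adjusted p = 0.174) in NK-like cells, at 188 ± 60.5 per 10000 cells. The direct comparison of FLASH with CONV at 1 dpi gave -0.40 (adjusted p = 0.804) for B-like and -0.55 (adjusted p = 0.804) for NK-like cells (exact permutation tests, two-sided p = 0.6 and 0.2), and -0.12 (adjusted p = 0.936) for T-like cells. Without FLASH 1 dpi replicate 3 the value for B-like cells was 0.06 (adjusted p = 0.964), and without CONV 1 dpi replicate 3 that for T-like cells was 0.08 (adjusted p = 0.968), both of the other sign.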

Notably, FLASH irradiation induced an even greater decrease in lymphoid cells at 1 dpi, including B cells and NK cells. 

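Against SHAM, the log2 fold change 7 days after CONV irradiation was -1.24 (standard error 0.33, adjusted p = 0.00811) for endothelial-like, -1.49 (adjusted p = 0.00248) for myofibroblast-like and -1.48 (adjusted p = 0.00398) for smooth muscle-like cells, all called lower in edgeR's fit. For fibroblast-like and pericyte-like cells it was -0.82 (adjusted p = 0.0553) and -0.91 (adjusted p = 0.0927), not called, although both were called without SHAM replicate 2, at -1.02 (adjusted p = 0.0277) and -1.21 (adjusted p = 0.0329). With neutrophil-like cells left out of the total of each sample, the change in endothelial-like cells was -0.73 (adjusted p = 0.147, within 0.00161 to 0.796 over its alternatives) and no longer called. Myofibroblast-like cells changed by -0.96 (adjusted p = 0.0653, within 0.00225 to 0.494 over its alternatives) and smooth muscle-like cells by -1.02 (adjusted p = 0.0348, within 0.00225 to 0.494 over its alternatives) on that total.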

Mesenchymal and endothelial cells exhibited reduced proportions at 7 dpi following CONV irradiation, although this may be attributed to the substantial infiltration of neutrophils post‐irradiation. 

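After FLASH irradiation, the 7 dpi log2 fold change against SHAM was -1.26 (adjusted p = 0.00963) in myofibroblast-like cells, called lower by edgeR, and not called without FLASH 7 dpi replicate 2 (-1.10, adjusted p = 0.0617). It was -0.80 (adjusted p = 0.0699) in endothelial-like and -1.003 (adjusted p = 0.0592) in smooth muscle-like cells, of which the second was called without SHAM replicate 2 (-1.24, adjusted p = 0.0165). Fibroblast-like cells changed by 0.22 (adjusted p = 0.554), and pericyte-like cells by 0.17 (adjusted p = 0.692) or, without SHAM replicate 2, by -0.13 (adjusted p = 0.901). With all cells as the total, FLASH over CONV at 7 dpi was above 0 in every type but not called, with 0.44 (adjusted p = 0.350) for endothelial-like, 1.05 (adjusted p = 0.114) for fibroblast-like, 1.09 (adjusted p = 0.114) for pericyte-like, 0.48 for smooth muscle-like and 0.23 for myofibroblast-like cells. With neutrophil-like cells out of the total it fell below 0 in endothelial-like (-0.04) and myofibroblast-like cells (-0.26), and with TMM factors in endothelial-like (-0.06), myofibroblast-like (-0.28) and smooth muscle-like cells (-0.02).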

While FLASH irradiation similarly caused a reduction in mesenchymal and endothelial cells, the effect was less pronounced compared to CONV irradiation. Immunostaining confirmed significant reductions in B and NK cell numbers at 1 dpi for both irradiation types, with FLASH causing a more substantial decrease. By 7 dpi, no significant differences were observed between the two irradiation types (Figure 2B,C).

**Figure 2:**
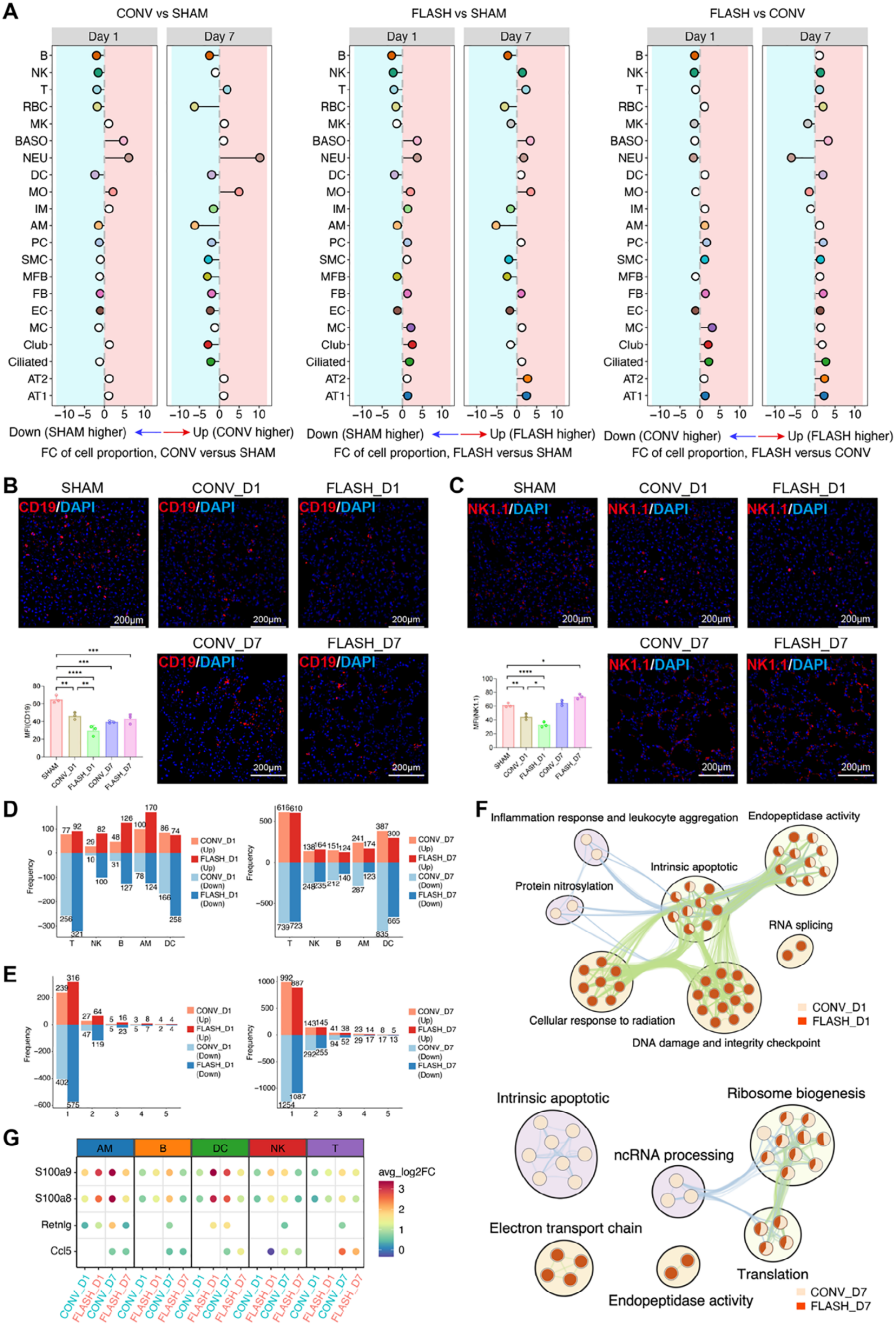
Characteristics of in vivo radiosensitivity of different cell types to CONV and FLASH irradiation. A) Lollipop plot showing the proportional differences of each cell type across three comparisons. B,C) Multiplex immunostaining in lung sections showing the expression of CD19 (red) (B) and NK1.1 (red) (C) following CONV and FLASH irradiation. The embedded bar plot shows the quantification of expression of CD19 and NK1.1 in lung tissues of each group after irradiation (*n* = 3, scale bar = 200 µm). ^*^ *p* <0.05, ^**^ *p* <0.01, ^***^ *p* <0.001, ^****^ *p* <0.0001. D) Bar plot denoting the number of DEGs in each group on Day 1 (left) and Day 7 (right) compared to SHAM. E) Bar plot denoting the categorization of DEGs according to the number of shared tissues in each group on Day 1 (left) and Day 7 (right) compared to SHAM. F) The top significantly enriched GO biological process terms (adjusted *p* <0.001) of the common DEGs on Day 1 (top) and Day 7 (bottom) compared to SHAM. G) Dot plot showing the log2FC values of the selected markers in common DEGs.

We then aimed to identify the specific signatures and pathways activated in irradiation‐sensitive cell types in response to radiation‐induced apoptosis. Comparative analysis between the irradiated and SHAM groups revealed numerous differentially expressed genes (DEGs) across various cell types. 

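DEGs against SHAM were counted in T-like, NK-like, B-like, AM-like and dendritic-like cells. The tests covered 12740 genes in T-like, 10668 in NK-like, 11191 in B-like, 13327 in AM-like and 10125 in dendritic-like cells. Summed T-like counts held between 1604328 and 23225963 UMIs per mouse. The alternatives that moved these numbers most were a Wilcoxon test across cells, which called 3359 after CONV and 3022 after FLASH irradiation at 7 dpi summed over the 5 types, and a subsample of equal numbers of cells per mouse and type, under which the sums were 165 after CONV and 667 after FLASH irradiation at 1 dpi, and 4920 and 3694 at 7 dpi. In T-like cells at 7 dpi against SHAM, library set and irradiation coincide, as for every 7 dpi group. The mix of T-like cells changed as well. A subcluster named for CD8 cells with *Ccl5* held 190 cells in SHAM, 1719 after CONV and 1517 after FLASH irradiation. One named for CD4 cells with *Ccr7* held 453, 146 and 222. Summed T-like counts do not tell a change within cells from a change in this mix. In simulated data built from the T-like counts, 74.5% of genes changed 2-fold between FLASH and CONV at 7 dpi were called.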

Of note, at 1 dpi, FLASH irradiation induced a greater number of DEGs compared to CONV irradiation (Figure 2D), suggesting that FLASH triggers more pronounced early cellular responses. However, by 7 dpi, CONV irradiation resulted in more DEGs, indicating a stronger and more prolonged impact of CONV in the later phase of the response (Figure 2D). 

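At 1 dpi, 867 DEGs were called after CONV and 3108 after FLASH irradiation, summed over the 5 types. T-like cells had 17 higher and 17 lower after CONV and 204 higher and 223 lower after FLASH irradiation, NK-like cells 22 higher and 2 lower against 102 higher and 46 lower, and AM-like cells 231 higher and 161 lower against 1048 higher and 738 lower. Dendritic-like cells had 163 higher and 254 lower after CONV and 354 higher and 336 lower after FLASH irradiation. In B-like cells edgeR called 0 genes after CONV irradiation, where 403 genes had an unadjusted p below 0.05 and DESeq2 called 11, and 23 higher and 34 lower after FLASH irradiation. Leaving out 1 sample at a time moved the sum to between 410 (without SHAM replicate 3) and 562 (without SHAM replicate 2) after CONV and between 1464 (without SHAM replicate 3) and 1970 (without FLASH 1 dpi replicate 1) after FLASH irradiation. In B-like cells after FLASH irradiation the number then ranged from 0 (without SHAM replicate 1) to 10 (without FLASH 1 dpi replicate 3), and in T-like cells from 104 (without FLASH 1 dpi replicate 1) to 343 (without FLASH 1 dpi replicate 3). Compared directly at 1 dpi, FLASH against CONV gave 1198 DEGs in AM-like, 71 in T-like and 7 in NK-like cells. EdgeR called 0 in B-like and dendritic-like cells, with 1012 and 1026 genes below an unadjusted p of 0.05.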

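By 7 dpi the sum over the 5 types was 10414 after CONV and 7934 after FLASH irradiation. More genes were called after CONV irradiation in T-like (3053 higher and 2687 lower against 2714 higher and 2315 lower), B-like (535 higher and 346 lower against 312 higher and 165 lower), AM-like (924 higher and 600 lower against 384 higher and 277 lower) and dendritic-like cells (682 higher and 906 lower against 291 higher and 724 lower). In NK-like cells fewer were, with 346 higher and 335 lower against 372 higher and 380 lower. With DESeq2's size factors most DEGs of T-like cells were lower instead of higher, with 2786 higher and 2924 lower after CONV and 2443 higher and 2518 lower after FLASH irradiation. Fits to only the 2 groups compared turned the order of the sums around, with 8411 after CONV and 9648 after FLASH irradiation. Without 1 sample the number in B-like cells ranged from 52 (without SHAM replicate 3) to 1144 (without CONV 7 dpi replicate 2) for CONV and from 28 (without FLASH 7 dpi replicate 1) to 1465 (without FLASH 7 dpi replicate 3) for FLASH irradiation. From these numbers of DEGs, the paper proposes that FLASH irradiation sets off a more pronounced cellular response early on, and reads the larger number at 7 dpi as a stronger and more lasting impact of CONV irradiation.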

Correspondingly, we found more common DEGs shared by at least three cell types in the FLASH group at 1 dpi and in the CONV group at 7 dpi, respectively (Figure 2E; Table S1, Supporting Information). 

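Genes called in the same direction in at least 3 of the 5 types numbered 18 after CONV (18 higher, 0 lower) and 72 after FLASH irradiation (57 higher, 15 lower) at 1 dpi. At 7 dpi there were 361 (178 higher, 183 lower) and 182 (86 higher, 96 lower). With only the 2 groups compared in each fit, the 7 dpi numbers were 230 after CONV and 246 after FLASH irradiation, the other order. Without SHAM replicate 3 the CONV number at 7 dpi was 113, and without FLASH 7 dpi replicate 1 the FLASH number was 50.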

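Short lists of genes for a pathway, written in advance because the paper's term lists were not at hand, were tested with fry on the same fits, with p adjusted over the 100 tests of 5 lists, 5 types and 4 comparisons with SHAM. At 1 dpi the list of 22 p53 response genes was called higher in all 5 types in both groups, with a mean log2 fold change in T-like cells of 1.05 after CONV (adjusted p = 2.54e-06) and 1.06 after FLASH irradiation (adjusted p = 4.45e-06). In AM-like cells the means were 1.53 and 1.55, in dendritic-like cells 1.38 and 1.46, in NK-like cells 0.82 and 0.79 and in B-like cells 0.72 and 0.66. In T-like cells after FLASH irradiation 16 higher and 1 lower p53 response genes were called adjusted over the list alone, and 12 higher over all genes tested. The list of inflammatory response genes was called at 1 dpi only in AM-like cells after FLASH irradiation, with a mean of 0.44 (adjusted p = 0.0165), and not without FLASH 1 dpi replicate 1. With camera, a set test with a preset correlation between genes, it was called in 2 types after CONV irradiation, where fry called none.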

Gene Ontology (GO) term annotation of common DEGs revealed that at 1 dpi, the common DEGs in the FLASH group were enriched in pathways related to cellular response to irradiation, DNA damage, and intrinsic apoptosis, while those in the CONV group were associated with inflammatory response, leukocyte aggregation, and protein nitrosylation (Figure 2F). 

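At 7 dpi, nuclear genes of the respiratory chain were called higher only in T-like cells, with a mean log2 fold change of 0.53 after CONV (adjusted p = 0.00659 by fry) and 0.46 after FLASH irradiation (adjusted p = 0.0114). List values of T-like cells at 7 dpi may reflect the changed mix of these cells, which was not tested. Ribosomal protein genes were called higher in B-like cells (0.51 and 0.40) and dendritic-like cells (0.32 and 0.26) in both groups. With the preset correlation, the respiratory list was called in 3 types after CONV and 2 after FLASH irradiation, and the ribosomal list in 4 types in each. The p53 response list was called in 1 type after CONV and 4 after FLASH irradiation. In AM-like cells its mean was 1.07 and 1.07, and in T-like cells 0.32 (not called) and 0.51. Interferon response genes were called lower in 3 types after CONV and 4 after FLASH irradiation, with the mean in T-like cells at -1.49 and -1.37. Inflammatory response genes were called lower in T-like and B-like cells after CONV irradiation, with means of -0.67 and -0.53, and in T-like and dendritic-like cells after FLASH irradiation, with -0.40 and -0.70. Without CONV 7 dpi replicate 1 the list was called in 1 type after CONV irradiation.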

By 7 dpi, the FLASH group was linked to the electron transport chain and endopeptidase activity, while the CONV group was predominantly involved in intrinsic apoptosis and translation pathways (Figure 2F). The most common genes include the inflammation mediators, such as *S100a8*, *S100a9*, and *Retnlg*, and the chemokine *Ccl5* (Figure 2G). These results indicate that FLASH irradiation may elicit a more immediate cellular response to radiation‐induced damage, while CONV irradiation appears to have a more significant and sustained effect in the later stages.

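Of the 5 types, *S100a8* (chromosome 3) was called higher against SHAM in 1 after CONV and 4 after FLASH irradiation at 1 dpi, and in 5 and 2 at 7 dpi. *S100a9*, its neighbour on the same chromosome, was called in 1, 4, 5 and 3, *Retnlg* in 1, 2, 5 and 1, and *Ccl5* in 0, 0, 4 and 4 types in the same order. In T-like cells at 7 dpi *S100a8* rose by a log2 fold change of 4.92 (standard error 0.76, adjusted p = 0.000120) after CONV and 2.60 (adjusted p = 0.0116) after FLASH irradiation, the second not called without FLASH 7 dpi replicate 1 (1.95, adjusted p = 0.0564). *Ccl5* rose by 2.01 (adjusted p = 0.000580) and 1.86 (adjusted p = 0.00121). It is a marker of a T-like subcluster that was larger at 7 dpi, so a change in the mix of T-like cells may account for its rise there. Fits to only the 2 groups compared moved single genes far, as *S100a8* in T-like cells 1 day after CONV irradiation from an adjusted p of 0.239 to 0.000243, within 0.000243 to 0.229 over its alternatives. *S100a8*, *S100a9* and *Retnlg* are neutrophil genes, and in T-like cells their summed level followed that in all cells of the sample across the 15 mice (r = 0.858, permutation p = 2.0e-05, adjusted p = 0.000113 over 17 relations, rho = 0.804, permutation p = 0.000510), with r = 0.792 without the 2 mice farthest from the median and 0.432 within groups (permutation p = 0.244), where it did not hold. The irradiation markers *Cdkn1a* and *Mdm2* were called higher in 2 and 3 types after CONV and 2 and 4 after FLASH irradiation at 1 dpi.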

### 2.3 Accumulation of Ccrl2^+^ Neutrophils Promotes the Inflammatory Response Post‐CONV Irradiation

Having observed significant differences in neutrophil infiltration between CONV and FLASH irradiation, we analyzed the distinct transcriptomic profiles of neutrophils under these conditions. 

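Among neutrophil-like cells, subclustering with the genes of the tested lists left out of the variable genes gave 12 subclusters. By the paper's markers, 6957 cells were named Neu_Ccrl2-like, 3991 Neu_Camp-like, 3499 Neu_Peak1-like and 637 Neu_Epas1-like.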

A total of 17 191 neutrophils were identified in our dataset, categorized into five subpopulations (**Figure** **3**A). We delineated marker genes for each cluster and associated them with specific functions (Figure 3B,C). This analysis revealed five distinct clusters: antimicrobial neutrophils (Neu_Camp), characterized by high expression of granule genes (*Camp*, *Ltf*, and *Ngp*) and activation in translation and biogenesis processes; activated or mature neutrophils (Neu_Peak1), showing elevated expression of signaling transduction and metabolic regulation mediators (*Peak1*, *Cnnm2*, and *Pde3b*), consistent with their enrichment in dGMP and purine catabolic pathways; inflammatory neutrophils (Neu_Ccrl2), exhibiting high expression of inflammatory and redox molecules (*Nfkbia*, *Ccrl2*, and *Sod2*), in line with activation in immune response pathways; and two clusters indicating stress‐induced states, one marked by a hypoxia‐induced signature (*Epas1*, *Ramp2*, and *Cdkn1a*) and enriched in vasculogenesis processes, and another marked by mitochondrial activity signatures (*mt‐Cytb*, *mt‐Nd2*, and *mt‐Nd1*) and showing activation in membrane lipid biosynthetic and metabolic processes.

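No subcluster fitted the markers of Neu_MT under the naming rule, which was completed after the subclusters had been seen. Scrublet called 62 of the 637 Neu_Epas1-like cells doublets (9.73%) and 257 of the 16634 other neutrophil-like cells (1.55%). Comparisons of the Neu_Epas1-like cells carry this limit.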

**Figure 3:**
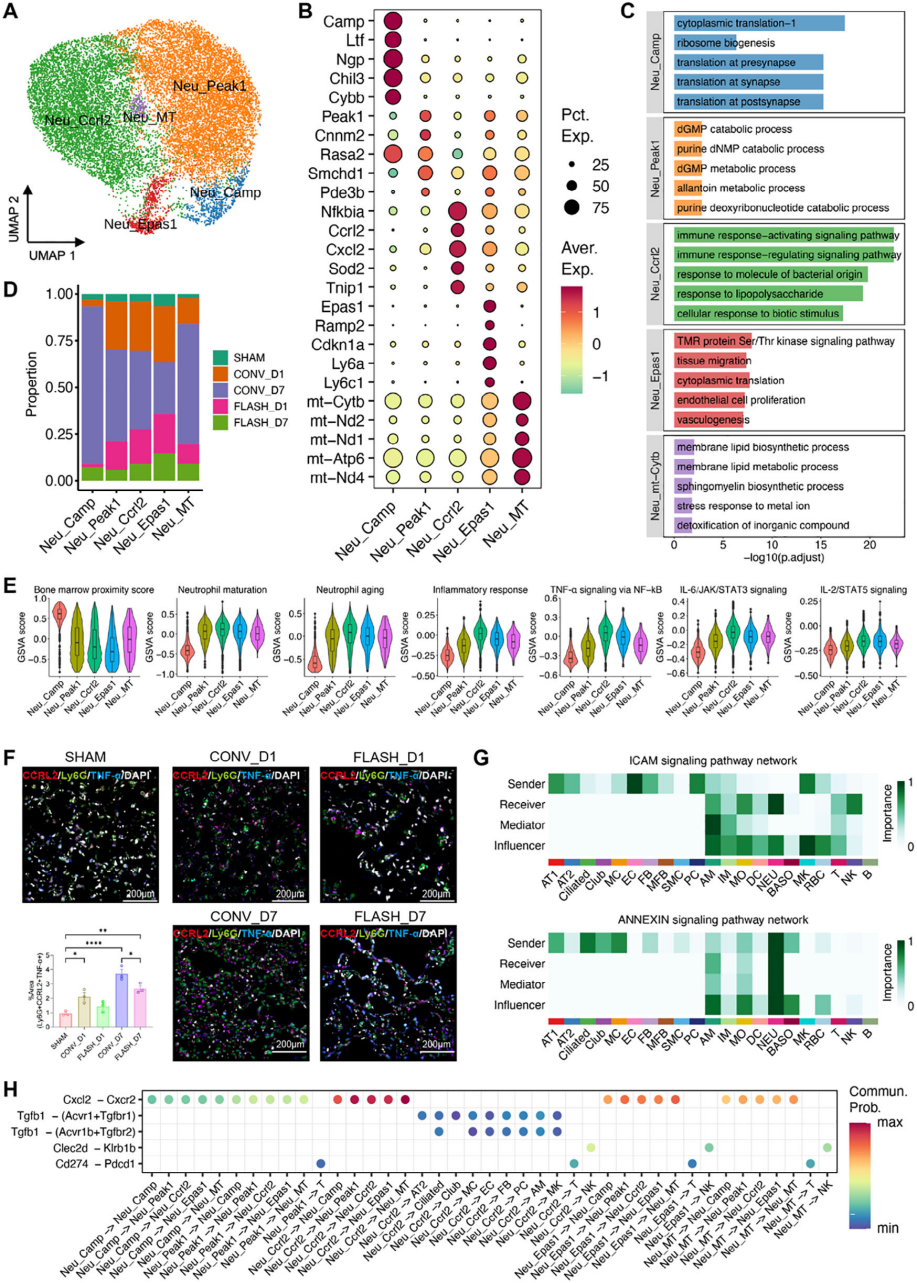
Neutrophils exhibited overwhelming infiltration following CONV irradiation. A) UMAP projection of 17 191 neutrophils identified, colored by cluster identities. B) Expression of selected marker genes in each neutrophil subtype. C) The top five significantly enriched GO biological process terms of the marker genes in each neutrophil subtype. D) Bar plots showing the fraction of cells originating from different groups in each cluster. E) Violin plots showing GSVA scores of selected pathways in the neutrophil clusters. For each embedded boxplot, the box represents the interquartile range, the horizontal line in the box indicates the median, and the whiskers represent 1.5 times the interquartile range. F) Multiple immunostaining showing co‐expression of Ly‐6G (green), Ccrl2 (red) and TNF‐α (blue) in lung tissue sections after CONV and FLASH irradiation. Embedded bar graphs show the quantification of Ly‐6G, Ccrl2 and TNF‐α co‐localization in lung tissues of irradiated groups (*n* = 3, scale bar = 200 µm). ^*^ *p* <0.05, ^**^ *p* <0.01, ^****^ *p* <0.0001. G) Heatmap depicting the relative importance of each cell type as sender, receiver, mediator and influencer in ICAM and ANNEXIN signaling pathways. H) Dot plot showing the specific ligand‐receptor pairs associated with the Ccrl2^+^ neutrophil subset.

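Against SHAM, Neu_Camp-like cells had a log2 fold change of 3.12 (adjusted p = 0.0150) after CONV and 2.28 (adjusted p = 0.0553) after FLASH irradiation at 1 dpi, and of 4.93 (adjusted p = 0.000939) and 1.58 (adjusted p = 0.212) at 7 dpi, by the edgeR test. Their FLASH against CONV difference at 7 dpi was -3.35 (standard error 0.98, adjusted p = 0.0135), and -2.27 (adjusted p = 0.116) without CONV 7 dpi replicate 1, which is not called. Neu_Peak1-like cells changed by 3.08 (adjusted p = 0.0437) and Neu_Ccrl2-like cells by 2.91 (adjusted p = 0.0437) after CONV irradiation at 7 dpi, both not called without that replicate (adjusted p = 0.114). Both calls were also lost without any 1 of the SHAM samples, without CONV 7 dpi replicate 3 and with TMM factors. These factors were computed from the neutrophil-like subclusters alone and take up a rise common to them. Loss with TMM factors therefore bears on the mix of these subclusters, not on a shared rise. Without Harmony both changes were below 0, as were those of Neu_Camp-like cells at 1 dpi in both groups. Few 7 dpi cells kept these names there, with 42 Neu_Ccrl2-like and 29 Neu_Peak1-like cells after CONV irradiation. An unnamed cluster held 1826 CONV cells of 7 dpi. Each Neu_Camp-like cluster held at most 11 SHAM cells and at most 1 cell of each 1 dpi group. The signs without Harmony thus do not show that these subclusters fell or rose. FLASH against CONV at 7 dpi gave -3.02 (adjusted p = 0.0622) for Neu_Peak1-like and -2.13 (adjusted p = 0.130) for Neu_Ccrl2-like cells, both above 0 without Harmony. After FLASH irradiation at 7 dpi the change against SHAM was 0.06 (adjusted p = 0.964) in Neu_Peak1-like cells, of the other sign without SHAM replicate 1 (-0.52), and 0.79 (adjusted p = 0.683) in Neu_Ccrl2-like cells. Neu_Epas1-like cells rose by 2.48 (adjusted p = 0.0150) after CONV irradiation at 1 dpi, and their FLASH against CONV difference at 7 dpi was 0.09 (adjusted p = 0.908), below 0 without FLASH 7 dpi replicate 3 (-0.19).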

Exploration of the differences in group distribution revealed that all neutrophil subtypes exhibited remarkably increased fractions after both CONV and FLASH irradiation, with more dramatic increases in CONV than FLASH group, especially at 7 dpi (Figure 3D). To further elucidate the phenotypic differences among neutrophil subsets and the sources of inflammation, we calculated pathway scores related to neutrophil functions and inflammatory responses for each cell based on the expression of corresponding signatures. This analysis revealed that Neu_Camp had higher bone marrow proximity scores, while the other four clusters showed higher maturation and aging scores, reflecting their distinct maturation states (Figure 3E). 

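Lists of 10 genes of immature and 10 of mature neutrophils, without the genes that named the subclusters, were averaged as log2 CPM, the UMI counts scaled to the library, within each mouse. For the mature list, Neu_Camp-like less Neu_Ccrl2-like cells gave -0.73 ± 0.22 (SD, n = 13 mice, exact sign-flip test, p = 0.000244), Neu_Camp-like less Neu_Peak1-like cells -0.50 (p = 0.000244 by the same exact test) and less Neu_Epas1-like cells -0.40 (p = 0.00293). For the immature list, Neu_Camp-like cells lay above Neu_Ccrl2-like cells by 0.59 ± 0.78 (SD, n = 13 mice, exact sign-flip test, p = 0.00806), and above Neu_Peak1-like cells by 0.18 ± 0.71, within the spread between mice (exact p = 0.432). Against Neu_Epas1-like cells the difference was -0.94 (exact p = 0.0117). Of the alternatives, a prior count of 5 moved these differences most, the one from Neu_Peak1-like cells to 0.0899.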

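Within mice, the mean of the inflammatory response list was higher in Neu_Ccrl2-like than in Neu_Camp-like cells by 1.66 ± 0.27 (SD, n = 13 mice, exact sign-flip test, p = 0.000244) and than in Neu_Peak1-like cells by 1.44 ± 0.21, in 13 of 13 mice (exact p = 0.000244). It exceeded that of Neu_Epas1-like cells by 0.49 ± 0.29, in 10 of 11 mice (exact p = 0.00195). Between FLASH and CONV at 7 dpi, the list had a mean log2 fold change of 0.68 in all neutrophil-like cells (adjusted p = 0.544 by fry). Camera's preset correlation gave it an adjusted p of 0.00177, a call that did not hold under fry.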

Notably, Neu_Ccrl2 displayed the highest scores in inflammatory pathways, including inflammatory responses, IL‐2/STAT5 signaling, and IL‐6/JAK/STAT3 signaling (Figure 3E), suggesting its pivotal role in orchestrating inflammation during the early phase of RILI. Immunofluorescence staining confirmed neutrophil infiltration in lung tissues in both irradiated groups. The numbers of total neutrophils and Ccrl2^+^ TNF‐α^+^ neutrophils increased in both groups, with the CONV group showing approximately twice the increase compared to the FLASH group at 7 dpi (Figure 3F).

To investigate the potential role of neutrophil populations in the microenvironment of LIRI, we examined cell‐cell communication (CCC) processes across different groups. The results indicated that the ICAM and ITGAL‐ITGB2 signaling pathways, which mediate neutrophil adhesion and migration,^[^ ^26^ ^]^ were significantly more active at 7 dpi in the CONV group compared to those in the SHAM and FLASH groups (Figure 3G; Figure S5A,B, Supporting Information). Furthermore, ANNEXIN^[^ ^27^ ^]^ and LAIR1,^[^ ^28^ ^]^ which exert anti‐inflammatory functions in neutrophils, also exhibited stronger activation in the CONV group (Figure 3G; Figure S5B,C, Supporting Information), suggesting the involvement of a negative feedback regulatory mechanism in response to the heightened inflammatory state. 

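*Icam1* (chromosome 9 from 21015985 to 21028817) had a log2 fold change in neutrophil-like cells of -0.23 (adjusted p = 0.821) for CONV at 7 dpi against SHAM and 0.95 (adjusted p = 0.361) for FLASH against CONV. In endothelial-like cells it rose by 1.005 (standard error 0.17, adjusted p = 0.00142) after CONV irradiation at 7 dpi, and FLASH against CONV was 0.41 (adjusted p = 0.158). *Itgal* (chromosome 7 from 127296260 to 127335138) changed in neutrophil-like cells by -0.01 (adjusted p = 0.994) against SHAM and -0.09 (adjusted p = 0.943) between FLASH and CONV, and *Itgb2* (chromosome 10 from 77530252 to 77565708) by 0.40 (adjusted p = 0.493) and -0.47 (adjusted p = 0.503). The direction for *Itgal* turned under other settings, to 0.26 between FLASH and CONV with equal numbers of cells and to 0.17 without FLASH 7 dpi replicate 2. Between FLASH and CONV at 7 dpi, 0 of 10280 genes were called in neutrophil-like cells, with 1541 below an unadjusted p of 0.05, 149 called by DESeq2 and 105 without CONV 7 dpi replicate 3. The test had little power there: 0.5% of genes simulated with a 2-fold change were called.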

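*Anxa1* (chromosome 19 from 20373428 to 20390944) changed in neutrophil-like cells by a log2 fold change of 1.56 (standard error 0.45, adjusted p = 0.0616) for CONV at 7 dpi against SHAM, called by DESeq2 (adjusted p = 0.0114), where the alternatives ranged from 0.00773 to 0.129. FLASH against CONV was -1.25 (adjusted p = 0.245). *Lair1* (chromosome 7 from 4003402 to 4063204) changed by 0.04 (adjusted p = 0.967) and 0.10 (adjusted p = 0.939), with either sign among the samples left out, as -0.17 for FLASH against CONV without FLASH 7 dpi replicate 3.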

Analysis of neutrophil subsets revealed elevated activation of chemokines and TGF‐β signaling in Ccrl2^+^ neutrophils (Figure 3H). We found that Ccrl2^+^ neutrophils significantly enhanced the recruitment of other subsets through the Cxcl2‐Cxcr2 interaction. Additionally, they would promote the activation of epithelial and mesenchymal cells via TGF‐β signaling, which may contribute to pulmonary fibrosis following irradiation exposure.^[^ ^29^ ^]^

### 2.4 Transcriptional Evolution of Neutrophils During Radiation‐Induced Injury

To investigate neutrophil phenotypic conversion during RILI, single‐cell trajectory analysis was performed using Monocle^[^ ^30^ ^]^ and RNA velocity.^[^ ^31^ ^]^ This analysis indicated a clear velocity flow from Neu_Camp to Neu_Peak1 and Neu_Ccrl2, signifying a transition from myeloid‐derived neutrophils to mature neutrophils (**Figure** **4**A). Neu_Ccrl2 exhibited the highest pseudotime scores, suggesting a terminal differentiation state (Figure 4B). We subsequently employed weighted gene co‐expression network analysis (WGCNA)^[^ ^32^ ^]^ to examine gene expression changes underlying the differentiation trajectory, identifying four gene modules with distinct dynamic patterns (Figure 4C; Figure S6A, Supporting Information). Notably, module 4 showed a continuous increase in module score along the trajectory and was specifically activated in the Ccrl2^+^ subset (Figure 4D–F). Functional annotation of module genes revealed significant enrichment of cytokine signaling, oxidative damage response, and intrinsic apoptotic signaling in module 4 (Figure S6B, Supporting Information), indicating a state of highly activated inflammation and oxidative stress. To explore key regulons along the transition flow, we applied Single‐Cell Regulatory Network Inference And Clustering (SCENIC),^[^ ^33^ ^]^ uncovering numerous specific regulons in each neutrophil population (Table S2, Supporting Information). We found that transcription factors (TFs) involved in immune response regulation, such as Irf5, Relb, and Rela, were significantly activated in Ccrl2^+^ neutrophils (Figure 4G). 

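RNA of *Irf5* was higher in Neu_Ccrl2-like cells by 1.09 ± 0.55 than in Neu_Camp-like and by 0.62 ± 0.27 than in Neu_Peak1-like cells (log2 CPM, SD within mice, n = 13 and 13; exact sign-flip p = 0.000244 and 0.000244). *Relb* was higher by 2.29 ± 0.43 than in Neu_Camp-like and by 2.12 ± 0.40 than in Neu_Peak1-like cells, and *Rela* by 1.11 ± 0.35 than in Neu_Camp-like and by 0.66 ± 0.29 than in Neu_Peak1-like cells. Against Neu_Epas1-like cells, *Irf5* differed by 0.81 (exact p = 0.00293), *Relb* by 0.66 (exact p = 0.000977) and *Rela* by -0.30 (exact p = 0.0869). RNA of a factor is not its activity, which was not estimated here. Without Harmony the difference was 0.23 for *Rela*, of the other sign, and 0.08 for *Irf5*, not called. Chromosome 6 from 29526625 to 29541871 holds *Irf5*, chromosome 7 from 19606217 to 19629438 *Relb* and chromosome 19 from 5637483 to 5648130 *Rela*.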

Irf5 and Relb have been shown to orchestrate neutrophil activation and effector functions by regulating the expression of inflammatory mediators, including *Il1b*, *Tnfa*, and *Cxcl2*,^[^ ^34^ ^]^ in response to zymosan treatment. Here our results suggest that Irf5 and Relb may facilitate neutrophil activation by promoting the conversion from granule‐producing neutrophils to pro‐inflammatory ones following radiation‐induced injury, particularly in response to CONV irradiation. Additionally, TFs associated with cell metabolism and mitochondrial function, such as Gabpb1, Tfe3, and Maff, also exhibited high activation in this subset. 

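*Gabpb1* RNA was higher in Neu_Ccrl2-like cells by 0.75 ± 0.57 than in Neu_Camp-like and by 0.37 ± 0.38 than in Neu_Peak1-like cells, *Tfe3* by 0.71 ± 0.41 than in Neu_Camp-like and by 0.64 ± 0.40 than in Neu_Peak1-like cells, and *Maff* by 1.57 ± 0.65 than in Neu_Camp-like and by 1.11 ± 0.58 than in Neu_Peak1-like cells (exact p at most 0.00610). Against Neu_Epas1-like cells *Tfe3* was higher by 0.29 (exact p = 0.0322), *Gabpb1* differed by 0.17 (exact p = 0.0703), and *Maff* by -0.82 (exact p = 0.0166). With Scrublet's doublets removed the sign for *Maff* turned (0.09), and at the higher prior count those for *Tfe3* (-0.01) and *Gabpb1* (-0.03) did, so that none of the 3 differences from this subcluster held under every setting.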

Of note, The *Gabpb1* gene encodes the beta1 subunit of Nfe2l2 (a.k.a. Nrf2) protein and activates certain mitochondrial enzymes responsible for antioxidant action and detoxification.^[^ ^35^ ^]^ Our findings suggest a novel role for *Gabpb1* in Ccrl2^+^ neutrophils, where its activation may significantly enhance the cell survival capacity under oxidative stress during radiation‐induced injury. Moreover, all identified regulons demonstrated significantly increased expression along predicted pseudotime trajectories (Figure 4H). These results elucidate the potential transitional process among diverse neutrophil populations following lung injury and identify specific TF sets driving these differentiation paths.

**Figure 4:**
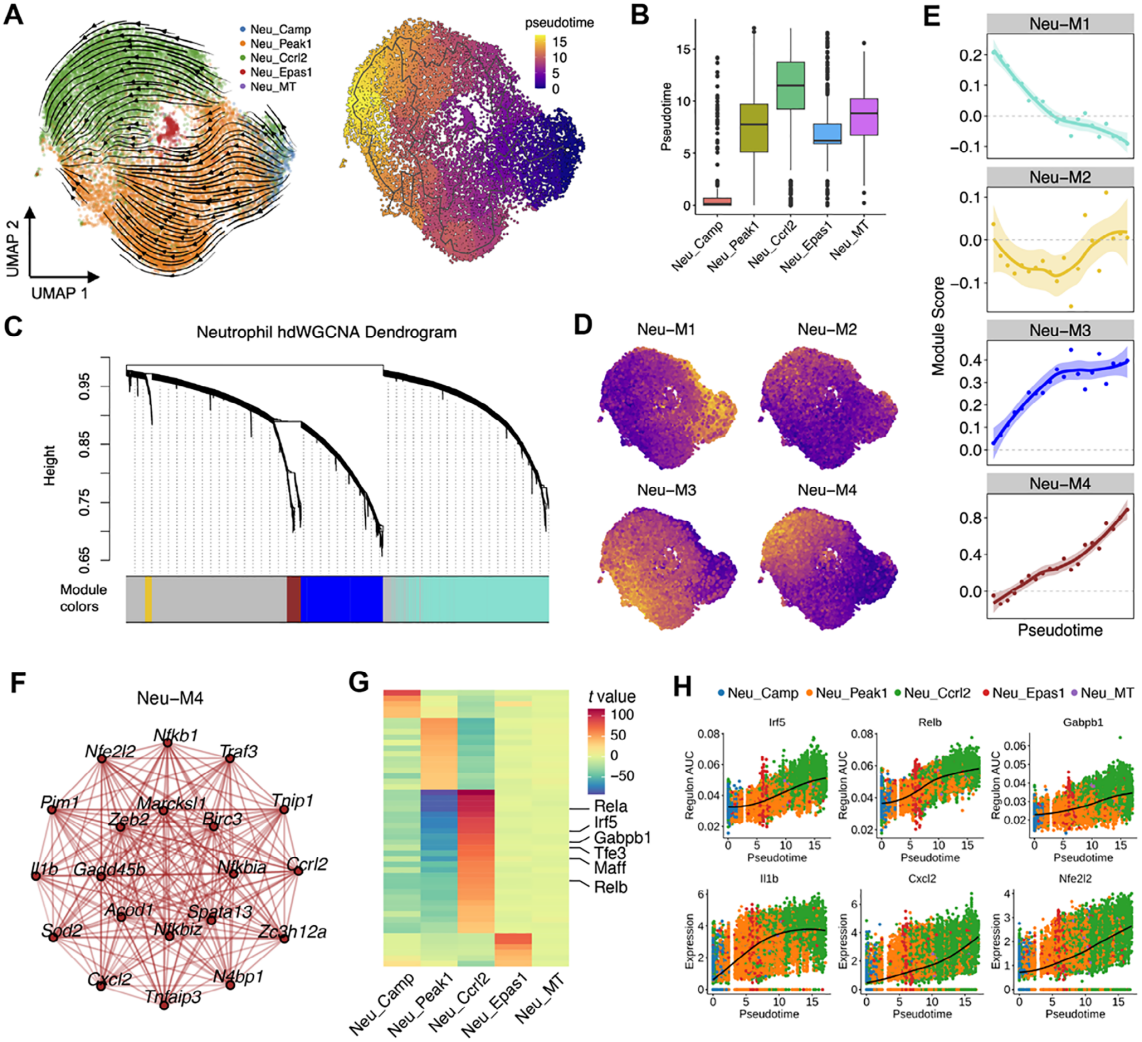
Transcriptional evolution of diverse neutrophil populations during RILI. A) Neutrophil differentiation routes (left) and pseudotime scores (right) revealed by trajectory analysis. The trajectory flows were inferred from scVelo and the UMAP dimension reduction and pseudotime estimation were performed using monocle V3. B) Boxplots showing the distribution of pseudotime scores among five neutrophil subtypes. C) Hierarchical clustering dendrograms of identified co‐expressed genes and the associated modules in neutrophils. D) Distribution of module scores across neutrophil subtypes. Module scores were estimated by AddModuleScore in Seurat. E) Dot plots depicting the correlation of module scores with pseudotime scores in neutrophils. F) Co‐expression network of the top 20 hub genes in module 4. G) Differences in the activity of the top 50 regulon among neutrophil subsets. Shown are *t* values calculated in a linear model comparing the regulon scores estimated by SCENIC between cells from one cluster and those from all other clusters. H) Dynamic activity of the selected TF regulons and expression of the regulated genes along the pseudotime.

### 2.5 FLASH Induced Higher Immune Response but Lower Inflammation in T Cells

T cells play a crucial role in the regulation of inflammation following lung injury; however, their phenotypic and dynamic differences after CONV and FLASH irradiation have not been thoroughly characterized. In this study, we observed an increase in T cell populations in both irradiation groups and aimed to explore their functions in greater detail. 

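With neutrophil-like cells left out of the total, the log2 fold change of T-like cells against SHAM at 7 dpi was 1.29 (adjusted p = 0.0207, within 0.0207 to 0.140 over its alternatives) after CONV and 1.22 (adjusted p = 0.0292, within 0.0261 to 0.265 over its alternatives) after FLASH irradiation, both called, where neither was with all cells in the total. The mice held between 466 and 1922 T-like cells after CONV and between 1308 and 1521 after FLASH irradiation at 7 dpi. FLASH against CONV, tested by edgeR on all cells, gave 0.24 (adjusted p = 0.626), and -0.16 without CONV 7 dpi replicate 1.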

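Subclustering of the T-like cells gave 15 subclusters, named from the paper's markers. CD4 names went to 1334 Cd4T_Ccr7-like, 338 Cd4T_Ctla4-like and 1372 Cd4T_Cd40lg-like cells, and CD8 names to 1556 Cd8T_Ccr7-like, 3544 Cd8T_Ccl5-like and 1691 Cd8T_Mki67-like cells. Of the Cd8T_Mki67-like cells 21.5% had a UMI of *Cd4*, so that this name does not mean CD8 cells alone. Cells like gamma delta T cells numbered 383, NKT-like cells 306, interferon-stimulated T_Ifit1-like cells 208, and cells like innate lymphoid cells 223 (ILC_Gata3-like) and 535 (ILC_Zbtb16-like). Subclusters of 102 and 41 cells stayed unnamed. Of the Cd8T_Ccl5-like cells 973 formed a subcluster led by genes of DNA replication, with 0 markers of that name among its top genes and a mean standardized marker level of 0.955, against 0.901 for Cd8T_Mki67. Subclusters led by like genes were named Cd8T_Mki67 without Harmony (638 cells) and at another resolution (640 cells).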

Our dataset identified 11 536 T cells, which were categorized into 11 clusters: three for CD4^+^ T cells, three for CD8^+^ T cells, two for innate‐like T cells (ILTC), one for interferon (IFN)‐stimulated T cells, and two for innate lymphoid cells (ILC) (**Figure** **5**A,B). Analysis of cellular composition revealed that the CD8T_Ccl5, CD8T_Mki67, and CD4T_Cd40lg clusters exhibited a significant increase at 7 dpi in both CONV and FLASH irradiation groups (Figure 5C).

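Cd8T_Ccl5-like cells rose against SHAM by a log2 fold change of 3.09 (standard error 0.58, adjusted p = 1.45e-05) after CONV and 2.95 (adjusted p = 4.34e-05) after FLASH irradiation at 7 dpi, from 71.7 ± 46.7 to 613 ± 547 and 556 ± 132 per 10000 cells (SD, n = 3 each, edgeR). Cd8T_Mki67-like cells rose by 4.19 (adjusted p = 1.95e-07) and 4.38 (adjusted p = 8.46e-08), and Cd4T_Cd40lg-like cells by 1.59 (adjusted p = 0.00415) and 2.37 (adjusted p = 5.56e-05). All were called in both groups. Without Harmony and at another resolution, where the subcluster led by replication genes was named Cd8T_Mki67, Cd8T_Ccl5-like cells rose by 3.51 and 3.25 after CONV and by 3.21 and 3.08 after FLASH irradiation, all called.

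**Figure D2:**
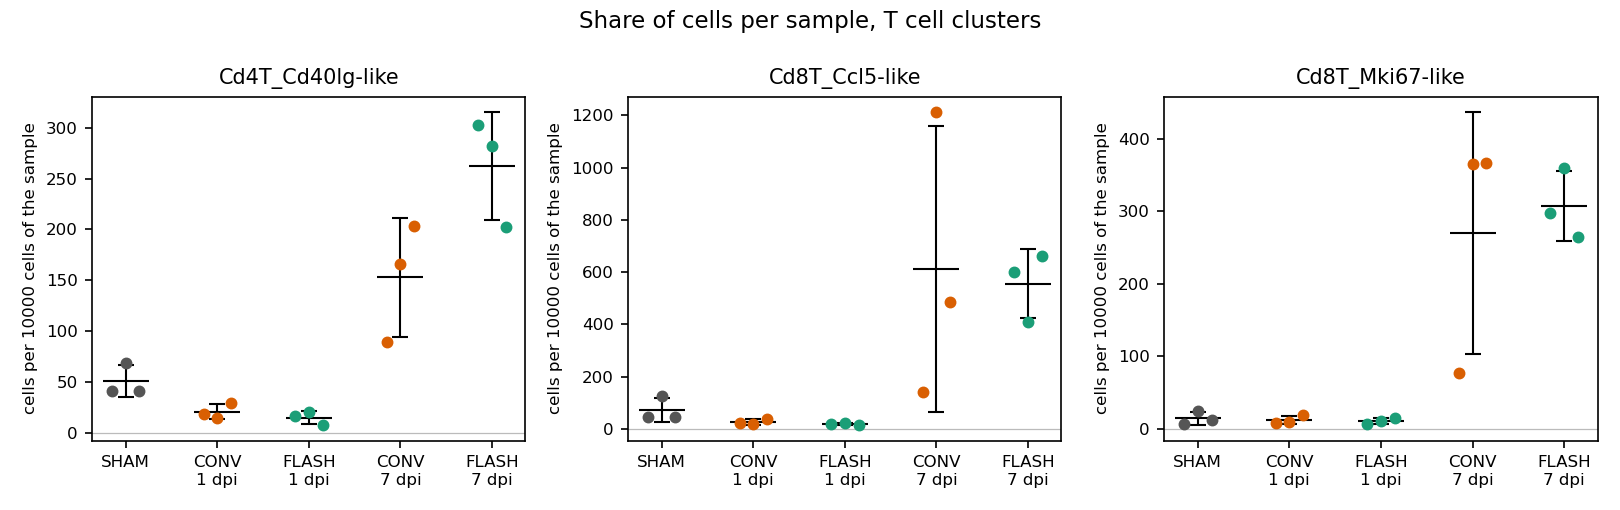
Cells of a T-like subcluster per 10000 cells of the sample (vertical axis) in the 5 groups (horizontal axis) for Cd4T_Cd40lg-like, Cd8T_Ccl5-like and Cd8T_Mki67-like cells; points are mice, horizontal bars group means and error bars the SD. Means of Cd8T_Ccl5-like cells reach 613 and 556 at 7 dpi.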

**Figure 5:**
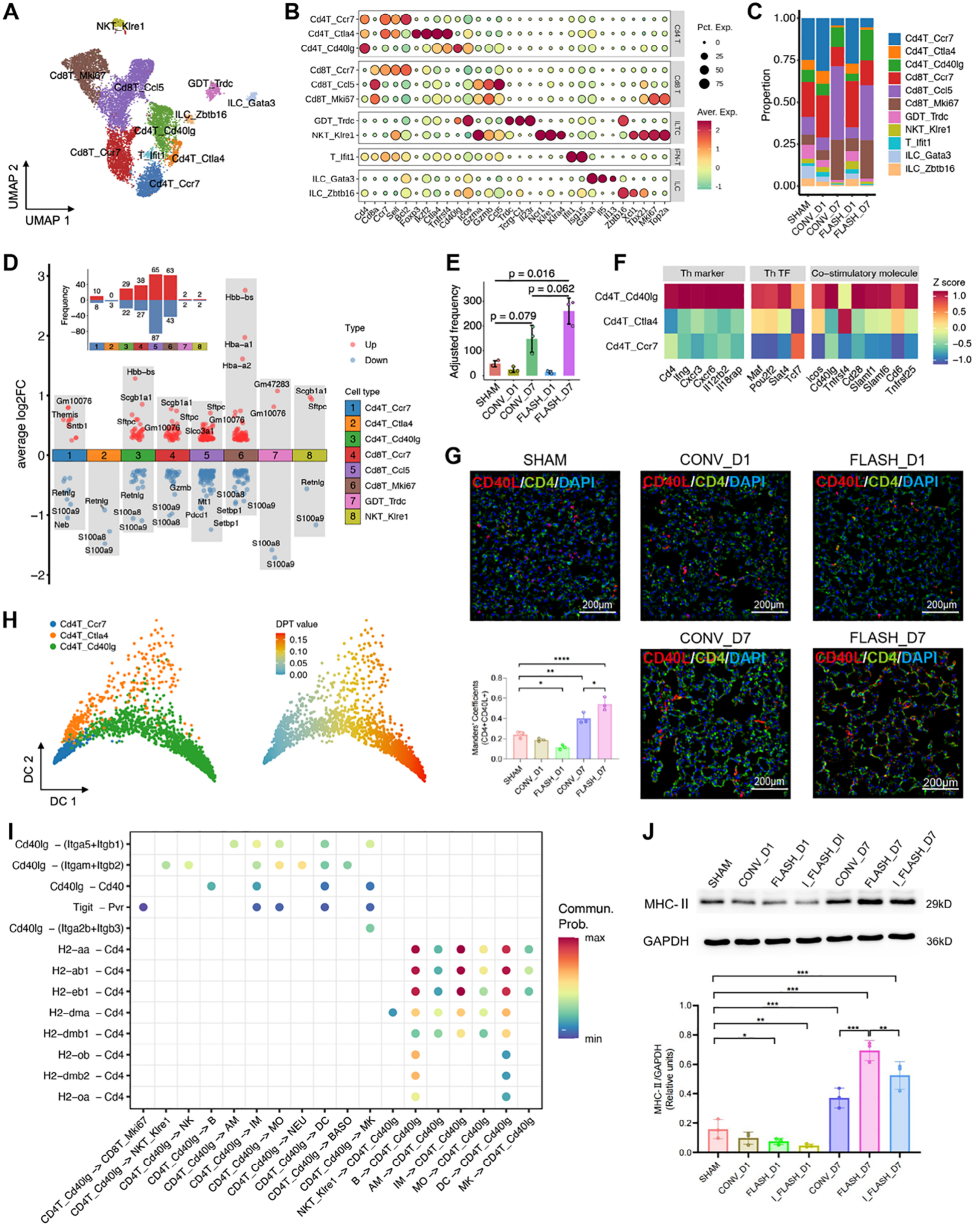
Dynamics of T cell subtypes during lung injury induced by CONV and FLASH irradiation. A) UMAP projection of 11 536 T cells identified, colored by cluster identities. B) Expression of selected marker genes in each T cell subtype. C) Bar plots showing the fraction of cells from different clusters in each group. D) Dot plot showing the DEGs in each cluster between FLASH and CONV irradiation at 7 dpi. The embedded bar plot shows the number of DEGs. E) The adjusted frequency of CD4T_Cd40lg cells in each group. Cell numbers were scaled to a total of 10 000 per sample. F) Heatmap of the scaled average expression of the selected Th function‐related markers in three CD4^+^ T clusters. G) Multiplex immunostaining in lung sections showing the expression of CD4 (green) and CD40L (red) post‐CONV and FLASH irradiation. The embedded bar plot shows the quantification of CD4 and CD40L colocalization in lung tissues of each group after irradiation (*n* = 3, scale bar = 200 µm). ^*^ *p* <0.05, ^**^ *p* <0.01, ****p <0.0001. H) Projection of CD4^+^ T cells on the first 2 diffusion components (DCs), colored by cluster identities (left) and the diffusion pseudotime values (right). I) Dot plot showing the specific ligand‐receptor pairs associated with the CD4^+^ CD40L^+^ T subset. J) WB results showing the levels of MHC‐II in the lung tissues of mice in each group after irradiation, with embedded bar graphs indicating the relative expression of MHC‐II (*n* = 3). ^*^ *p* <0.05, ^**^ *p* <0.01, ^***^ *p* <0.001.

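Between FLASH and CONV at 7 dpi, edgeR called 60 of 12740 genes in all T-like cells, 54 higher and 6 lower. The number was 188 with DESeq2, 3 with equal numbers of cells and 11 with only the 2 groups in the fit, and without 1 sample it went from 0 (without CONV 7 dpi replicate 2) to 223 (without CONV 7 dpi replicate 3). Of the 10 ways to split the 6 mice 3 against 3, 1 gave as many calls, so that chance cannot be excluded by this test. By subcluster the numbers were 10 in Cd4T_Ccr7-like, 5 in Cd4T_Ctla4-like, 5 in Cd4T_Cd40lg-like, 18 in Cd8T_Ccr7-like, 8 in Cd8T_Ccl5-like and 5 in Cd8T_Mki67-like cells. Named after their values were seen, these were *Itgb1* at 1.56, *Ky* at 3.78, *Adamts6* at 1.70, *Il1rl1* at 3.46 and *Nkg7* at -3.52 in Cd4T_Ctla4-like, *Mgp* at 2.02, *Atf3* at 1.24, *Inmt* at 1.75, *Retnlg* at -3.19 and *S100a8* at -2.28 in Cd4T_Cd40lg-like and *Atf3* at 1.27, *Hbb-bs* at 5.43, *Hba-a1* at 5.74, *Hba-a2* at 5.33 and *Hbb-bt* at 6.35 in Cd8T_Mki67-like cells. None was called in cells like gamma delta T cells (179 genes below an unadjusted p of 0.05, 0 called by DESeq2) or in NKT-like cells (398 and 0). Without CONV 7 dpi replicate 3 the named subclusters with calls held from 11 to 160 DEGs each, their largest numbers with any 1 sample left out.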

A comparison of transcriptome profiles between CONV and FLASH irradiation identified dozens of DEGs within each cluster at 7 dpi (Figure 5D). Notably, several common DEGs were identified across different T cell clusters (Table S3, Supporting Information). This includes the epithelial markers *Scgb1a1* and *Sftpc*, as well as the hemoglobin genes *Hbb‐b1*, *Hba‐a1*, and *Hba‐a2*, all upregulated in the FLASH group compared to the CONV group. 

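The 6 subclusters with calls held 37 different genes, counted by direction, of which 8 were called in more than 1 subcluster and 4 in at least 3. *Mgp* was called higher after FLASH irradiation in 4 subclusters, *Atf3* in 3, and *Gm10076* and *Inmt* in 2 each. *Retnlg* was called lower in 4 subclusters, *S100a8* in 3, and *Chil3* and *Neb* in 2 each. Over all T-like cells, the called genes with the largest fold changes and no overlap between mice were *Lrat* at 3.42 (adjusted p = 0.0318), *Postn* at 3.42 (adjusted p = 0.00755) and *Ky* at 3.38 (adjusted p = 0.0318), and in the other direction *Retnlg*, *Mmp8* at -3.13 (adjusted p = 0.0372) and *Lcn2* at -2.49 (adjusted p = 0.0318). *Mmp8* and *Lcn2* are neutrophil genes and carry the limit of *S100a8*. A like limit holds for genes that were higher. *Lrat*, *Mgp* and *Inmt* were among the top genes of fibroblast-like clusters and *Postn* among those of pericyte-like clusters. RNA from those cells was not excluded as their source. *Lrat* was not called with only the 2 groups compared (adjusted p = 0.0567, within 0.00218 to 0.0650 over its alternatives), and of the 6 genes only *Postn* was then below 0.05.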

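*Scgb1a1* (chromosome 19 from 9083636 to 9087958) was higher after FLASH irradiation in 8 of 8 T-like subclusters and called in 0 (lowest adjusted p = 0.0874), and *Sftpc* (chromosome 14 from 70520949 to 70524081) in 8 and called in 1. Over all T-like cells their log2 fold changes were 1.08 (standard error 0.37, adjusted p = 0.274) and 1.35 (adjusted p = 0.0822), the second called by DESeq2 (adjusted p = 0.0440, within 0.000946 to 0.140 over its alternatives) and without CONV 7 dpi replicate 3 (adjusted p = 0.0491). Of the hemoglobin genes, the file lists *Hbb-bs* and *Hbb-bt* in place of *Hbb-b1*. *Hbb-bs* (chromosome 7) changed by 2.33 (adjusted p = 0.698) over all T-like cells, and *Hba-a1* and *Hba-a2* (chromosome 11), near-identical paralogs between which reads could be split, by 1.86 (adjusted p = 0.773) and 2.05 (adjusted p = 0.718). Each hemoglobin gene was called only in Cd8T_Mki67-like cells. RNA of 5 secretory epithelial genes was higher in every type tested, by a mean log2 fold change of 1.22 in T-like (adjusted p = 0.0151 by fry), 1.44 in B-like, 1.201 in NK-like, 1.13 in neutrophil-like, 1.17 in endothelial-like and 1.09 in fibroblast-like cells. RNA of 4 erythroid genes was called higher in B-like, fibroblast-like and AT1-like cells, by 7.30, 2.54 and 3.91, but in T-like cells it was 2.23 (adjusted p = 0.0987). With Scrublet's doublets removed, the call in B-like cells was lost (adjusted p = 0.0640, within 5.10e-16 to 0.0640 over its alternatives).

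**Figure D3:**
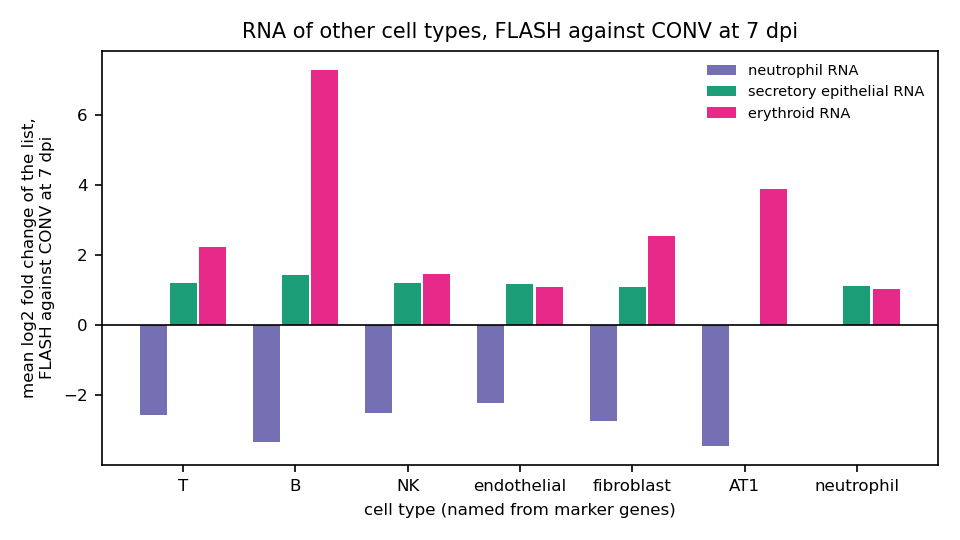
Mean log2 fold change of FLASH over CONV at 7 dpi (vertical axis) of neutrophil, secretory epithelial and erythroid genes in cell types that should not express them (horizontal axis); bars are means over the genes of a list. Neutrophil RNA is lower and secretory epithelial RNA higher in each type drawn.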

*Scgb1a1* and *Sftpc* play important roles in maintaining the structure and function of the airways and alveoli,^[^ ^36^, ^37^ ^]^ and their upregulation may indicate that T cells promote protective mechanisms in the lungs in response to FLASH irradiation, thereby reducing inflammation and tissue damage. The upregulation of hemoglobin genes suggests an increased demand for oxygen metabolism in T cells, indicating heightened levels of activation and proliferation. Additionally, several genes associated with inflammatory response and leukocyte chemotaxis, including *Retnlg*, *S100a8*, and *S100a9*, showed upregulation in the CONV group, indicating the enhanced function of T cells in promoting the release of inflammatory mediators and recruiting other immune cells. 

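After FLASH relative to CONV irradiation, *Retnlg* (chromosome 16 from 48872621 to 48874496) changed in T-like cells by a log2 fold change of -3.16 (standard error 0.62, adjusted p = 0.0318), at 8.01 ± 5.27 CPM in FLASH and 74.5 ± 76.1 in CONV mice (SD, n = 3 each), and without CONV 7 dpi replicate 1 it was -1.93 (adjusted p = 0.133). *S100a8* (chromosome 3 from 90668978 to 90670035) changed by -2.32 (adjusted p = 0.114) and *S100a9* (chromosome 3 from 90692632 to 90695721) by -1.97 (adjusted p = 0.192), neither called, while without a filter on low counts both were (adjusted p = 0.00126 and 0.00624). Over the alternatives the adjusted p of *S100a8* ranged from 0.00126 to 0.211 and that of *Retnlg* from 4.50e-05 to 0.144. All T-like subclusters in which a gene was tested had lower levels after FLASH irradiation, with *Retnlg* called in 4 of 6, *S100a8* in 3 of 8 and *S100a9* in 1 of 8. RNA of neutrophil genes, 5 of which were tested in T-like cells, had a mean log2 fold change of -2.57 in T-like cells (adjusted p = 0.0423 by fry) and was lower in other types that should not express it, with -3.34 in B-like, -2.50 in NK-like, -2.23 in endothelial-like, -2.73 in fibroblast-like and -3.44 in AT1-like cells. With Scrublet's doublets removed, the call in T-like cells was lost (adjusted p = 0.0539, within 9.85e-08 to 0.0539 over its alternatives).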

Among the T cell clusters, CD8T_Ccl5 exhibited the most DEGs between FLASH and CONV irradiation (Figure 5D). 

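In Cd8T_Ccl5-like cells 5 higher and 3 lower genes were called among 6754 tested, and the number moved from 0 (without FLASH 7 dpi replicate 3) to 38 (without CONV 7 dpi replicate 3) with 1 sample left out. Most were called in Cd8T_Ccr7-like cells, 9 higher and 9 lower, which ranged from 1 (without CONV 7 dpi replicate 1) to 160 (without CONV 7 dpi replicate 3). DESeq2 called 10 in the first and 25 in the second subcluster. Without Harmony and at another resolution, which named the subcluster led by replication genes Cd8T_Mki67, edgeR called 19 and 19 in Cd8T_Ccl5-like cells. With edgeR and the same 6 mice regrouped 3 against 3, 2 of 10 splits, the real one included, gave as many calls in Cd8T_Ccl5-like cells, and the other gave 27.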

Functional enrichment analysis revealed that genes upregulated in the FLASH group were primarily enriched in pathways related to the regulation of type II interferon production and hematopoiesis, as well as T cell receptor and activation signaling (Figure S7A, Supporting Information). In contrast, genes upregulated in the CONV group were enriched in pathways associated with responses to external stimuli and T cell apoptosis. These results suggest that FLASH irradiation may be more effective in activating specific immune responses against infections, thereby enhancing the immune system's ability to monitor and clear damaged cells, whereas CONV irradiation may result in widespread tissue damage and subsequent inflammatory responses due to non‐specific stimuli.

CD4^+^ T cells play a crucial role in recognizing exogenous antigens and in regulating and activating CD8^+^ T cells.^[^ ^38^ ^]^ We next explored the dynamics of CD4^+^ T cells following two types of irradiation. Our analysis demonstrated that the CD4T_Cd40lg cluster exhibited a significant increase at 7 dpi after FLASH irradiation, while the cells in the CONV group showed a moderate increase that reached marginal significance (Figure 5E). 

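Cd4T_Cd40lg-like cells made up 50.5 ± 15.7, 153 ± 58.4 and 262 ± 52.9 of every 10000 cells in the SHAM, CONV and FLASH groups at 7 dpi (SD, n = 3 each). FLASH against CONV gave a log2 fold change of 0.78 (standard error 0.46, adjusted p = 0.552) with edgeR and a two-sided exact permutation p of 0.2, and limma on the arcsine square root of the share called it (adjusted p = 0.0489, within 0.0489 to 0.979 over its alternatives). Counted instead as T-like cells with a UMI of both *Cd4* and *Cd40lg*, the cells rose by 1.35 after CONV (adjusted p = 0.0221, within 7.22e-06 to 0.0221 over its alternatives) and 2.34 after FLASH irradiation (adjusted p = 0.000149, within 2.52e-06 to 0.000450 over its alternatives), and differed by 0.99 between them (adjusted p = 0.583). Of the T-like cells 8.79% had both UMIs (median depth 8490 UMIs), against 0% of B-like (median 5030) and 0.114% of NK-like cells (median 5928), which should lack them. The gate took in other subclusters, as 552 of its 1022 cells were Cd4T_Cd40lg-like and 239 were Cd8T_Mki67-like. A UMI of *Cd4* was found in 21.5% of Cd8T_Mki67-like cells, against 0.321% of Cd8T_Ccr7-like cells. The Cd8T_Mki67-like subcluster thus was not of CD8 cells alone, and its gated cells are not shown to be errors of the gate.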

Examination of their transcriptional profiles revealed that cells in this cluster expressed high levels of helper T (Th) markers and TFs, as well as co‐stimulatory molecules (Figure 5F), indicating that they were engaged in a Th immune response and would actively participate in immune interactions with other immune cells. 

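A list of 12 genes of Th function, left out of the variable genes of the subclustering, was higher in Cd4T_Cd40lg-like than in Cd4T_Ccr7-like cells by 3.45 ± 0.60 (SD, n = 10 mice, exact sign-flip test, p = 0.00195) and than in Cd4T_Ctla4-like cells by 1.13 ± 0.50 (SD, n = 7 mice, exact sign-flip test, p = 0.0156). Raising the prior count from 1 to 5 took the second difference to 0.35 (exact p = 0.141, within 0.0156 to 0.141 over its alternatives), so that it rested on low counts. RNA of the co-stimulatory molecule *Cd28* (chromosome 1 from 60716800 to 60773359) was higher by 1.34 ± 0.45 and 0.99 ± 0.41 in the same comparisons (SD, exact p = 0.00195 and 0.0156).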

Immunofluorescence confirmed the presence of CD4 and CD40L co‐expressing T cell subsets. Notably, the number of CD4^+^ CD40L^+^ T cells in lung tissues was significantly higher in both the FLASH and CONV groups compared to the SHAM group at 7 dpi, with FLASH inducing a greater increase than CONV (Figure 5G). Diffusion map dimensionality reduction was applied to explore the relationship between CD4^+^ CD40L^+^ Th cells and other CD4^+^ subsets. This analysis identified a transition trajectory between CD4T_Ccr7 and CD4T_Cd40lg subsets, suggesting that CD4^+^ CD40L^+^ Th cells originate from naïve T cells and are induced by FLASH irradiation (Figure 5H). CCC processes involving different T cell subsets were further investigated to understand their roles in more detail. 

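Between FLASH and CONV at 7 dpi, *Tigit* (chromosome 16 from 43648867 to 43664146) had a log2 fold change in Cd4T_Cd40lg-like cells of -0.16 (adjusted p = 0.999) and *Il16* (chromosome 7 from 83642825 to 83745726) of 0.07 (adjusted p = 0.999), which was -0.04 without FLASH 7 dpi replicate 1. In the cells that could carry their partners, *Cd40* (chromosome 2 from 165055627 to 165072948) changed by 0.24 (adjusted p = 0.984) in B-like, -0.06 (adjusted p = 0.992) in dendritic-like and 0.44 (adjusted p = 0.378) in monocyte-like cells. *Pvr* (chromosome 7 from 19903578 to 19921160) changed by 0.03 (adjusted p = 0.991) in dendritic-like and 0.36 (adjusted p = 0.338) in monocyte-like cells. None was called in the edgeR fits. In dendritic-like cells the sign for *Cd40* changed with equal numbers of cells (0.23) and that for *Pvr* without Harmony (-0.10).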

CD4^+^ CD40L^+^ Th cells were found to be highly involved in immune cell regulation and antigen presentation signaling pathways, including CD40, MHC‐II, TIGIT, and IL‐16 (Figure S7B, Supporting Information). Additionally, these cells stimulate other immune cells through the interaction of CD40L with CD40 and integrins (Figure 5I; Figure S7C, Supporting Information), consistent with their role in enhancing the function of antigen‐presenting cells (APCs).^[^ ^39^, ^40^ ^]^ To validate this, we conducted an in vivo CD40L inhibition experiment. Western blotting (WB) analysis of lung tissues revealed a significant increase in MHC‐II expression in the FLASH irradiation group compared to the CONV group at 7 dpi (Figure 5J). MHC‐II molecules are essential for antigen presentation and the activation of APCs, which play a pivotal role in orchestrating T cell‐mediated immune responses. Notably, after inhibiting the CD40L pathway, MHC‐II expression in the FLASH group was significantly reduced (Figure 5J). These results suggest that CD4+ CD40L+ Th cells, via CD40L‐mediated signaling, are crucial for enhancing the activation of APCs through MHC‐II expression. Additionally, CD4^+^ CD40L^+^ Th cells demonstrated a strong anti‐inflammatory capability by interacting with myeloid cells via the TIGIT/PVR pathway (Figure 5I; Figure S7C, Supporting Information). Overall, these findings suggest that CD4^+^ CD40L^+^ Th cells not only promote immune responses but also help balance pro‐inflammatory and anti‐inflammatory activities, although further studies are still needed to confirm and elucidate the crosstalk processes.

### 2.6 Monocyte and Macrophage Dynamics in Response to CONV and FLASH Irradiation

Among immune cells involved in radiation‐induced lung injury, monocytes and macrophages play a central role by linking early innate immune responses to later tissue remodeling and fibrosis.^[^ ^41^ ^]^ Analysis of 20 642 monocyte‐macrophages across all groups identified 11 clusters: four for monocytes, four for alveolar macrophages (AMs), and three for interstitial macrophages (IMs) (**Figure** **6**A,B). Cell composition analysis revealed a marked increase in monocyte clusters in both CONV and FLASH irradiation groups, accompanied by a relative decrease in AMs and IMs (Figure 6C). 

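At 1 dpi the log2 fold change of monocyte-like cells against SHAM was 1.10 (adjusted p = 0.0682) after CONV and 1.03 (adjusted p = 0.108) after FLASH irradiation, at 730.1 ± 56.6 and 694 ± 162 per 10000 cells (SD, n = 3 each, edgeR). Both were called with neutrophil-like cells left out of the total, at 1.32 (adjusted p = 0.00257, within 0.00257 to 0.196 over its alternatives) and 1.14 (adjusted p = 0.00966, within 0.00966 to 0.274 over its alternatives), and the second without FLASH 1 dpi replicate 1 (1.13, adjusted p = 0.0411). AM-like cells were called lower at 7 dpi in both groups, with -2.64 (standard error 0.42, adjusted p = 0.000150) and -2.40 (adjusted p = 0.000611), from 1063 ± 216 to 170.2 ± 11.2 and 202 ± 59.9 per 10000 cells. IM-like cells, at 114 ± 51.8, 103 ± 55.3 and 79.0 ± 34.8, changed by -0.15 (adjusted p = 0.963) and -0.53 (adjusted p = 0.455), within the spread between mice, and the first was 0.28 without SHAM replicate 1.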

Given the pivotal role of macrophage polarization in pulmonary inflammation and tissue repair, M1 and M2 polarization scores were calculated based on established gene signatures.^[^ ^42^ ^]^ AM_Plet1 and IM_C1qa clusters exhibited strong M1 polarization (Figure S8A, Supporting Information). Notably, AM_Plet1 cells from the CONV group displayed higher M1 scores than those from the FLASH group at 7 dpi, despite no significant difference in cell numbers (Figure S8B–D, Supporting Information). 

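In AM_Plet1-like cells, 14 genes of an M1 list had a mean log2 fold change of FLASH over CONV at 7 dpi of -0.18 (adjusted p = 0.922 by fry, whose direction was up where the mean was below 0, so that the signs differ). An M2 list gave 0.07 (adjusted p = 0.922), and the inflammatory response list 0.15 with a median of -0.13, again of different signs. Adjusted over the list alone, 2 higher and 2 lower M1 genes were called. Camera called none of these lists either (adjusted p = 0.894 for M1). AM_Plet1-like cells numbered 3091, and their FLASH against CONV difference in share at 7 dpi was 0.17 (adjusted p = 0.806), or -0.09 without FLASH 7 dpi replicate 2.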

Intriguingly, MO_Mefv cells, highly expressing inflammatory and immune modulatory markers such as *Mefv*,^[^ ^43^ ^]^ *Clec4e*,^[^ ^44^ ^]^ and *Il1b*,^[^ ^45^ ^]^ showed substantial infiltration in both CONV and FLASH irradiation groups, with marginally higher infiltration at 7 dpi in the CONV group compared to FLASH (Figure 6D). 

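MO_Mefv-like cells (1784 cells) rose from 29.3 ± 4.03 per 10000 cells in the SHAM group to 80.8 ± 22.9 after CONV and 83.7 ± 18.1 after FLASH irradiation at 1 dpi, and to 312 ± 73.4 and 144 ± 27.5 at 7 dpi (SD, n = 3 each). All 4 changes were called by edgeR, with log2 fold changes of 1.46 (adjusted p = 0.00469), 1.51 (adjusted p = 0.00185), 3.404 (adjusted p = 5.74e-07) and 2.29 (adjusted p = 1.81e-05). FLASH against CONV at 7 dpi was -1.12 (standard error 0.31, adjusted p = 0.0266), called, with no overlap between the mice (two-sided exact permutation p = 0.1). Leaving out CONV 7 dpi replicate 2 (-0.94, adjusted p = 0.160), FLASH 7 dpi replicate 1 (-1.05, adjusted p = 0.146) or FLASH 7 dpi replicate 3 (-1.03, adjusted p = 0.145) lost the call. The interaction between day and irradiation was -1.17 (adjusted p = 0.153), and -1.47 (adjusted p = 0.00396, within 0.00396 to 0.160 over its alternatives) with neutrophil-like cells out of the total. A subcluster of 473 cells with neutrophil genes was left out of the named cells by a rule made after the data were seen.

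**Figure D4:**
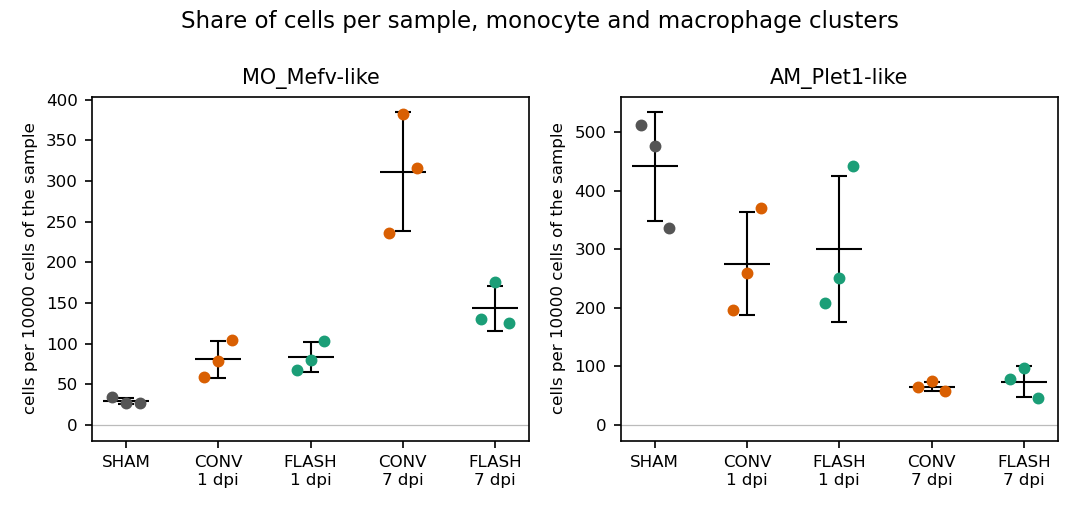
Cells of a subcluster per 10000 cells of the sample (vertical axis) in the 5 groups (horizontal axis) for MO_Mefv-like and AM_Plet1-like cells; points are mice, horizontal bars group means and error bars the SD. The mean of MO_Mefv-like cells is 312 after CONV and 144 after FLASH irradiation at 7 dpi.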

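Within mice, the inflammatory response list, which took no part in the subclustering, was higher in MO_Mefv-like than in MO_Ly6c2-like cells by 1.29 ± 0.19 (SD, n = 15 mice, exact sign-flip test, p = 6.10e-05). It was higher than in MO_Treml4-like cells by 1.04 ± 0.38, in 15 of 15 mice (exact p = 6.10e-05), and differed from that in MO_Cd74-like cells by -0.33 ± 0.35 (exact p = 0.00360). Lists for IL-6/JAK/STAT3 signaling and complement were not tested.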

Hallmark pathway analysis revealed heightened inflammatory response, IL‐6/JAK/STAT3 signaling, and complement activation in MO_Mefv cells (Figure 6E). Furthermore, differential expression analysis showed that MO_Mefv cells from the CONV group were significantly enriched in genes related to inflammatory response and leukocyte adhesion and migration, compared with those from the FLASH group (Figure 6F,G). These results highlight the active role of MO_Mefv in maintaining the pulmonary inflammatory environment.

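In MO_Mefv-like cells 48 higher and 70 lower genes were called after FLASH relative to CONV irradiation among 8341 tested. The number was 0 with only the 2 groups in the fit, and went from 1 (without FLASH 7 dpi replicate 3) to 717 (without CONV 7 dpi replicate 3) with 1 sample left out. *S100a8* changed by a log2 fold change of -4.21 (standard error 0.71, adjusted p = 0.00744), *S100a9* by -3.32 (adjusted p = 0.0118), *Lcn2* (chromosome 2 from 32384633 to 32388252) by -4.32 (adjusted p = 0.00706), *Chil3* (chromosome 3 from 106147554 to 106167564) by -2.86 (adjusted p = 0.00766) and *Wfdc21* by -4.48 (adjusted p = 0.00766). With the subcluster of neutrophil genes counted in, *S100a8* had -2.64 (adjusted p = 0.0773, within 3.99e-150 to 0.104 over its alternatives) and was not called. Without FLASH 7 dpi replicate 3, *S100a8*, *S100a9*, *Lcn2*, *Chil3* and *Wfdc21* were not called (adjusted p between 0.0912 and 0.123). These are neutrophil genes too, and RNA of neutrophil genes was lower after FLASH irradiation in other types. Higher after FLASH irradiation were *Inpp4b* (chromosome 8, 81342556 to 82127914) at 2.36 (adjusted p = 0.0336), *Ets1* at 2.32 (adjusted p = 0.00597) and *Ptprb* at 2.28 (adjusted p = 0.0354). *Cd74* changed by 1.15 (adjusted p = 0.332), *Wfdc2* by 1.30 (adjusted p = 0.251), and *H2-Aa*, *H2-Ab1* and *H2-Eb1* by 1.13, 1.05 and 1.06, none called, although *Cd74* was without CONV 7 dpi replicate 3 (2.73, adjusted p = 1.23e-06). The inflammatory response list had a mean of 0.09 (adjusted p = 0.756 by fry), the M1 list -0.05 and the M2 list -0.37, none called by either set test.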

**Figure 6:**
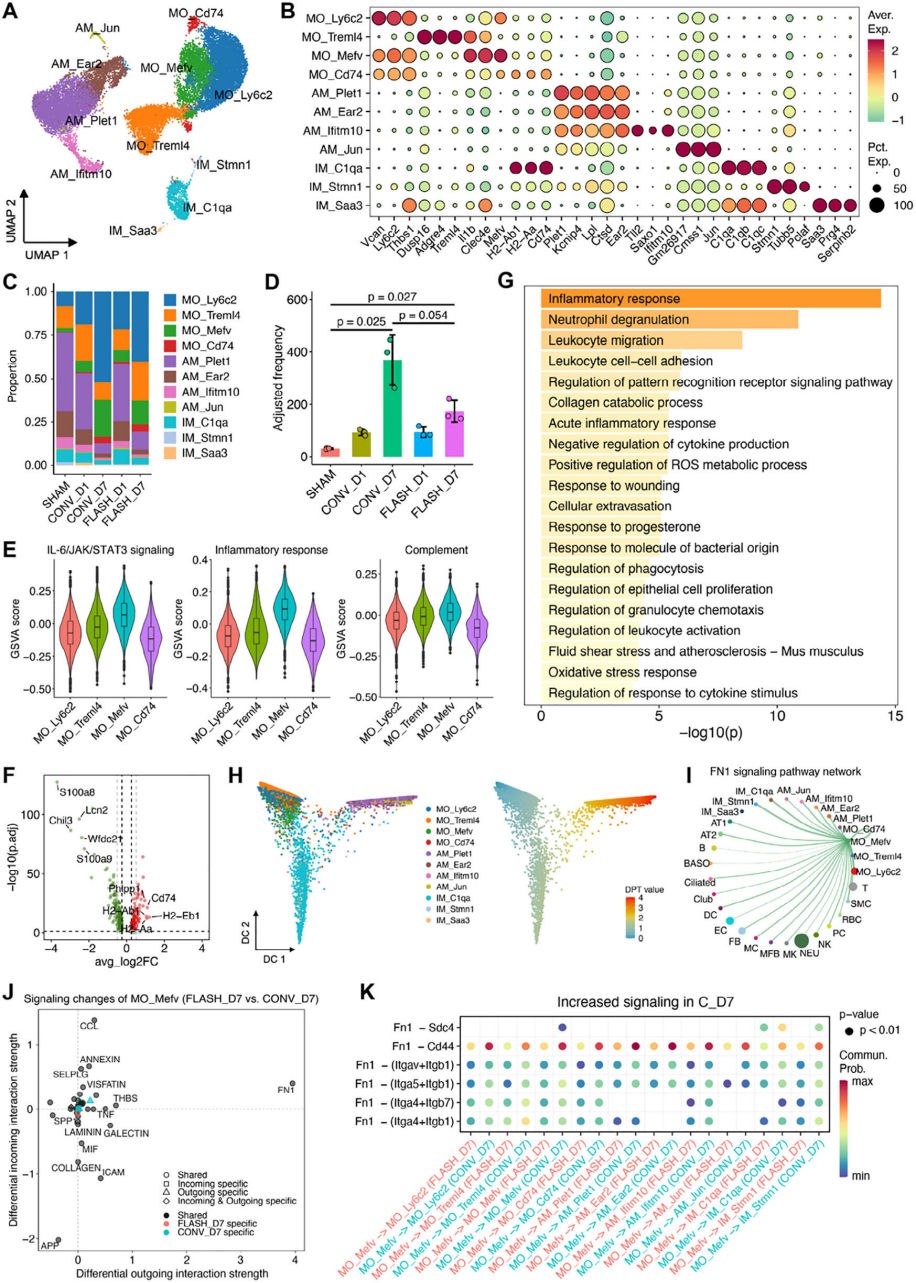
The characteristics of monocyte‐macrophage populations and their cellular interaction in lung injury induced by CONV and FLASH irradiation. A) UMAP projection of 20 642 monocyte–macrophages identified, colored by cluster identities. B) Expression of selected marker genes in each cell subtype. C) Bar plots showing the fraction of cells from different clusters in each group. D) The adjusted frequency of MO_Mefv cells in each group. The number of cells was scaled to a total of 10 000 for each group. E) Violin plots showing GSVA scores of selected pathways in the monocyte clusters. For each embedded boxplot, the box represents the interquartile range, the horizontal line in the box indicates the median, and the whiskers represent 1.5 times the interquartile range. F) Volcano plots showing the DEGs between FLASH and CONV irradiation in MO_Mefv cells at 7 dpi. Vertical lines represent average log2FC thresholds at ±0.25 (black) and ±0.5 (gray), while horizontal lines indicate an adjusted p‐value (p.adj) threshold of 0.05. G) Top 20 significantly enriched signaling pathways of DEGs downregulated in MO_Mefv cells from FLASH compared to CONV group, analyzed using Metascape. H) Diffusion map projection of monocyte‐macrophages on the first 2 DCs, colored by cluster identities (left) and the diffusion pseudotime values (right). I) Dot plot showing the difference of cell‐cell communication (CCC) signaling pathways between CONV and FLASH groups at 7 dpi. J) Circle plot depicting the inferred FN1 signaling pathway network in the CONV group at 7 dpi. K) Dot plot showing the significant ligand‐receptor pairs associated with FN1 signaling pathways.

To investigate lineage relationships, diffusion map analysis was performed, revealing that MO_Mefv resides at the interface between monocytes and IMs, suggesting a transitional state (Figure 6H). CCC analysis showed that MO_Mefv engaged in extensive interactions with other monocyte‐macrophage subsets (Figure S9A, Supporting Information). 

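In monocyte-like cells, *Fn1* (chromosome 1 from 71585520 to 71653200) rose against SHAM at 7 dpi after CONV irradiation by a log2 fold change of 2.08 (standard error 0.40, adjusted p = 0.00133) and changed between FLASH and CONV by -1.37 (standard error 0.39, adjusted p = 0.0366). *Ccr1* (chromosome 9 from 123962124 to 123968692) rose by 1.54 (adjusted p = 0.000141) and changed between FLASH and CONV by -1.20 (adjusted p = 0.00473). Both were called lower after FLASH irradiation, and neither with only the 2 groups compared (adjusted p = 0.182, within 0.00308 to 0.182 over its alternatives, and adjusted p = 0.0801, within 5.61e-06 to 0.0801 over its alternatives). In MO_Mefv-like cells *Fn1* changed by -0.79 (adjusted p = 0.359) and *Ccr1* by -0.74 (adjusted p = 0.0394), the second not called with any of 5 samples left out, for example -0.64 (adjusted p = 0.241) without FLASH 7 dpi replicate 3. A score of signaling between types was not computed.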

Compared to FLASH and SHAM, the CONV group exhibited elevated FN1 and CCL signaling (Figure 6I; Figure S9B–D, Supporting Information). FN1 signaling regulates immune cell migration,^[^ ^46^ ^]^ activates stromal cells,^[^ ^47^ ^]^ and promotes fibrotic transformation.^[^ ^48^ ^]^ Notably, MO_Mefv displayed enhanced communication with other myeloid subsets via FN1‐Cd44 and FN1‐integrin interactions (Figure 6J,K), which are known to facilitate adhesion and migration of various myeloid cells.^[^ ^49^, ^50^, ^51^ ^]^ Additionally, MO_Mefv showed increased interactions with other innate immune cells through CCL signaling, particularly via the Ccr1 receptor and its ligands (Figure S9E,F, Supporting Information). Ccr1 signaling modulates monocyte inflammatory responses and promotes differentiation into macrophages.^[^ ^52^ ^]^ Together, these results indicate that MO_Mefv is activated by other innate immune cells and, in turn, contributes to the recruitment and accumulation of additional monocyte‐macrophage subsets, thereby reinforcing the inflammatory microenvironment during the early phase of RILI.

### 2.7 FLASH Irradiation Induces a Robust Repair Response in AT1 Cells

Pulmonary epithelial cells are crucial for tissue homeostasis and express various pattern recognition receptors that detect damage‐associated molecular patterns during RILI.^[^ ^53^ ^]^ We subsequently performed focused analyses of these cells, identifying 9745 cells in the dataset. 

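Epithelial-like cells numbered 10165. A mouse held between 51 and 361 AT1-like cells, with between 468537 and 4730919 UMIs summed over them, and as few as 6 mesothelial-like cells.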

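Of these cells 4968 were AT2-like, 2842 AT1-like, 1146 ciliated-like, 706 club-like and 503 mesothelial-like. All of these types had at least 10 cells in every mouse, the least for a test of genes, except for mesothelial-like cells in 1 CONV mouse at 7 dpi.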

Five distinct cell types were identified based on canonical lineage markers: alveolar type 1 (AT1) and type 2 (AT2) cells, ciliated cells, club cells, and mesothelial cells (**Figure** **7**A,B). No significant differences in epithelial cell composition were observed between groups, except for a slight decrease in the proportion of AT2 cells at 1 dpi post‐FLASH irradiation (Figure 7C). 

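AT2-like cells were 41.3 ± 7.62% of the epithelial-like cells in the SHAM group, 45.8 ± 6.55% after CONV and 36.1 ± 4.73% after FLASH irradiation at 1 dpi (SD, n = 3 each; FLASH against SHAM, two-sided exact permutation p = 0.4, FLASH against CONV p = 0.2). At 7 dpi they were 54.7 ± 7.60% and 57.6 ± 5.19%, and after FLASH irradiation all mice lay above all SHAM mice (exact p = 0.1, the smallest possible). With edgeR on numbers of cells, AT2-like cells changed 1 day after FLASH irradiation by 0.27 (adjusted p = 0.616) against SHAM with all cells as the total and by -0.20 (adjusted p = 0.696, within 0.526 to 0.870 over its alternatives) with epithelial-like cells as the total, an alternative chosen after the data were seen. Without FLASH 1 dpi replicate 3 the first value was -0.39. FLASH against CONV gave 0.07 (adjusted p = 0.947) at 1 dpi and 1.31 (adjusted p = 0.114) at 7 dpi, and 1.17 (adjusted p = 0.114) for AT1-like cells at 7 dpi. Club-like cells went from 9.35 ± 4.48% of the epithelial-like cells in the SHAM group to 3.68 ± 0.536% after CONV and 2.35 ± 0.844% after FLASH irradiation at 7 dpi (exact p = 0.1, 0.1 and, for FLASH against CONV, 0.1), and ciliated-like cells from 14.3 ± 2.58% to 7.08 ± 0.394% and 7.88 ± 2.79% (exact p = 0.1, 0.1 and 0.7).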

We then explored transcriptome changes in each cell type exposed to different irradiation treatments. DEGs were identified by comparing cells from the respective time‐point groups. This analysis revealed that FLASH irradiation induced substantial transcriptome changes in alveolar epithelial cells, particularly in AT1 cells, compared to CONV irradiation (Figure 7D; Figure S10A, Supporting Information).

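In AT1-like cells edgeR called 0 of 11922 genes between FLASH and CONV at 1 dpi, with 963 genes below an unadjusted p of 0.05 and 0 called by DESeq2. At 7 dpi it called 6 higher and 46 lower. With Scrublet's doublets removed 1 was left, in the largest AT1-like cluster alone, chosen after the data were seen, 353 were called, and with 1 sample left out the number went from 0 (without CONV 7 dpi replicate 2) to 323 (without CONV 7 dpi replicate 3). AT2-like cells had 33 higher and 8 lower at 1 dpi, which went from 0 (without CONV 1 dpi replicate 2) to 389 (without FLASH 1 dpi replicate 1), and 14 higher and 29 lower at 7 dpi, which went from 0 (without CONV 7 dpi replicate 1) to 666 (without CONV 7 dpi replicate 3). Ciliated-like cells had 16 higher and 1 lower and 2 higher and 0 lower, with 143 at 1 dpi without CONV 1 dpi replicate 2 and 26 at 7 dpi without CONV 7 dpi replicate 3. The ciliated genes at 7 dpi, named after their values were seen, were *Itpkc* at 1.80 and *Sftpc* at 4.65. Club-like and mesothelial-like cells had 0 at both times, against 22 and 13 by DESeq2 at 7 dpi, and 658 and 399 genes with an unadjusted p below 0.05. Of genes simulated with a 2-fold change in AT1-like cells, 27.5% were called at 1 dpi and 26% at 7 dpi. The called genes with the largest fold changes were *Stc1* at 2.92 (adjusted p = 0.0493), *Sox4* at 1.31 (adjusted p = 0.0271) and *Cdk6* at 1.22 (adjusted p = 0.0435), and *Ngp* at -4.81 (adjusted p = 0.0374), *Cstdc4* at -3.86 (adjusted p = 0.0374) and *Lcn2* at -3.58 (adjusted p = 0.0403), which are neutrophil genes. None of these 6 stayed below an adjusted p of 0.05 without CONV 7 dpi replicate 2.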

**Figure 7:**
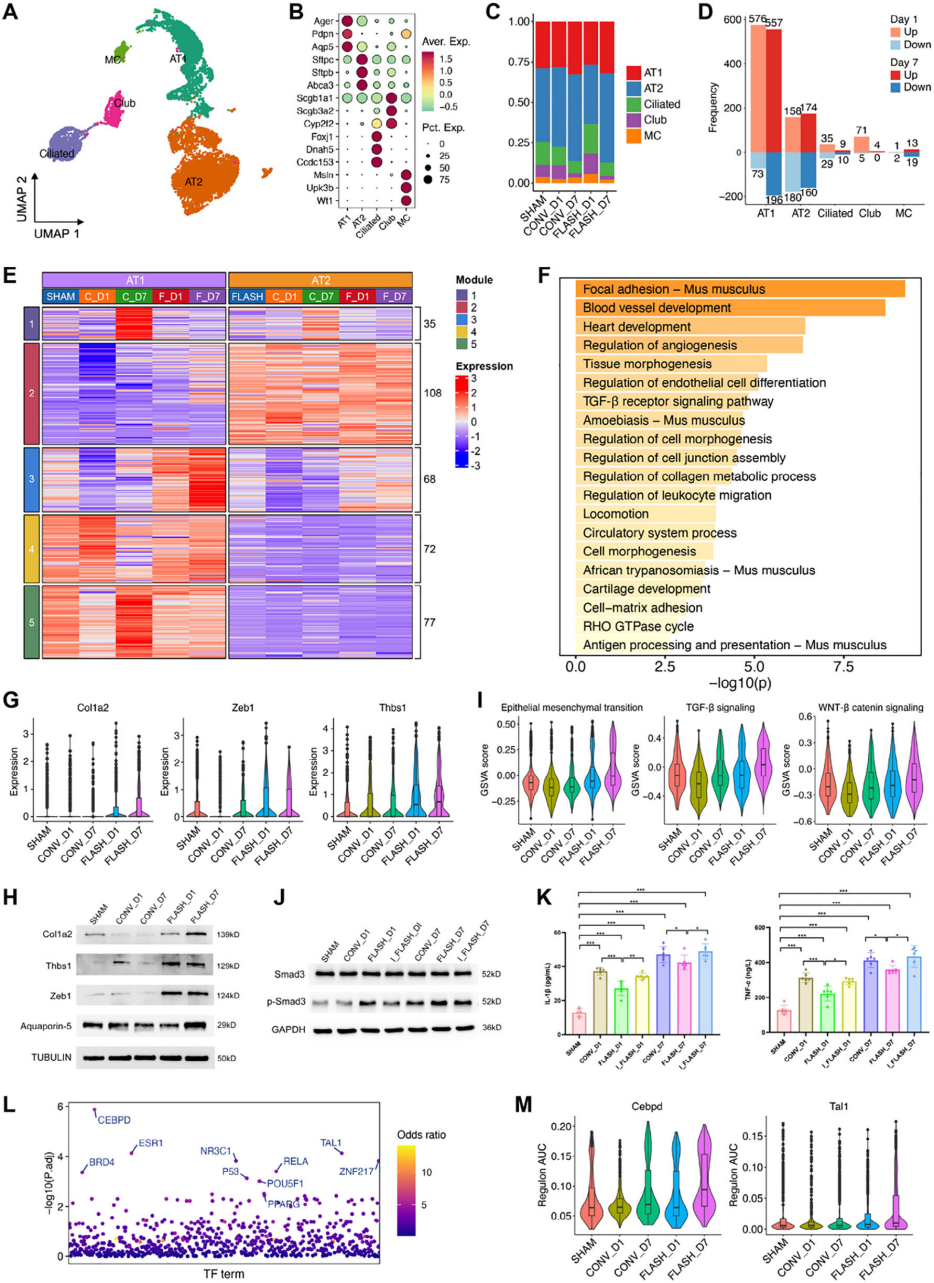
AT1 cells exhibited a strong repair response following FLASH irradiation. A) UMAP projection of 9745 epithelial cells identified, colored by cluster identities. B) Expression of selected marker genes in each epithelial cell subtype. C) Bar plots showing the fraction of cells from different clusters in each group. D) Bar plot denoting the number of DEGs in each cell type when comparing cells from the FLASH group to those from the CONV group. E) Heatmap of DEGs between FLASH and CONV groups in AT1 and AT2 cells. To minimize interference from minimally varying genes, only those with an average log2FC >0.5 or <−0.5 were included. F) The top 20 significantly signaling pathways of genes in the module 4, analyzed using Metascape. G) Violin plots showing expression levels of selected markers in AT1 cells from different groups. H) WB results showing the levels of Col1a2, Thbs1, Zeb1, and Aquaporin‐5 in the lung tissues of mice in each group after irradiation (*n* = 3). I) Violin plots showing GSVA scores of selected pathways in AT1 cells from different groups. J) WB results showing the levels of Smad3 and p‐Smad3 in the lung tissues of mice in each group after irradiation (*n* = 3). K) Bar graphs showing the levels of IL‐1β (left) and TNF‐α (right) in the lung tissues of mice in each group after irradiation (*n* = 6). ^*^ *p* <0.05, ^**^ *p* <0.01, ^***^ *p* <0.001. L) Dot plot depicting the enriched TFs regulating the expression of the module 4 signature. M) Violin plots showing regulon AUC values of selected TFs in AT1 cells from different groups. For each embedded boxplot in the violin plots, the box represents the interquartile range, the horizontal line in the box indicates the median, and the whiskers represent 1.5 times the interquartile range.

To explore specific signatures and biological processes under different treatment conditions, we performed clustering analysis on DEGs in AT1 and AT2 cells, identifying five modules with distinct expression patterns (Figure 7E). Modules 1 and 5, which were highly expressed at 7 dpi post‐CONV irradiation in AT1 cells, were enriched for the terms “‘myeloid leukocyte migration”’ and “‘regulation of body fluid levels”’, respectively (Figure S10B, Supporting Information), indicating their activity in leukocyte chemotaxis and adaptive responses to irradiation injury. Module 2, predominantly expressed in AT2 cells, was enriched in “intracellular signaling cassette” and “cellular response to chemical stress” (Figure S10B, Supporting Information), highlighting the specific response of AT2 cells to stress. 

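Of module 3 only a part was tested in AT1-like cells, the 63 genes that the paper's Table S4 lists as targets of transcription factors, which were chosen on these samples. They had a mean log2 fold change of FLASH over CONV of 0.67 at 1 dpi, with 61 genes higher, and 0.56 at 7 dpi, with 54 higher. Fry called neither (adjusted p = 0.410 and 0.410), and camera's preset correlation called both (adjusted p = 3.15e-11 and 7.03e-08), calls that did not hold under fry. Against SHAM, FLASH gave 0.13 at 1 dpi (adjusted p = 0.996) and 0.44 at 7 dpi (adjusted p = 0.529), and the interaction of day and irradiation was -0.11 (adjusted p = 0.996). Adjusted over the list alone, 2 higher and 0 lower genes were called at 7 dpi. Without FLASH 1 dpi replicate 1 the list was called at 1 dpi (adjusted p = 0.0263). In the largest AT1-like cluster alone, chosen after the data were seen, it was called at 7 dpi (adjusted p = 0.0206, within 7.03e-08 to 0.933 over its alternatives). Genes of endothelial cells outside the list changed in AT1-like cells by 0.33 at 1 dpi and 0.07 at 7 dpi, and those of fibroblasts by 0.44 and 0.63. In AT2-like cells the list changed by 0.79 and 0.46.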

Module 3, composed of 68 genes, showed strong expression in the FLASH irradiation group, with increased expression from 1 to 7 dpi (Figure 7E). Functional enrichment analysis identified pathways related to inflammation suppression and tissue repair, including “focal adhesion”, “tissue morphogenesis”, and “TGF‐β receptor signaling pathway” (Figure 7F). 

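In AT1-like cells at 7 dpi, *Col1a2* (chromosome 6 from 4504814 to 4541544) had a log2 fold change of FLASH over CONV of 1.36 (standard error 0.57, adjusted p = 0.305), at 126 ± 32.3 CPM in FLASH and 50.2 ± 26.8 in CONV mice (SD, n = 3 each). *Zeb1* (chromosome 18 from 5591860 to 5775467) changed by 0.49 (adjusted p = 0.607) and *Thbs1* (chromosome 2 from 118111876 to 118127133) by 0.12 (adjusted p = 0.936), and the sign for *Thbs1* turned without FLASH 7 dpi replicate 2 (-0.20). Against SHAM at 7 dpi the values after FLASH irradiation were 0.35 (adjusted p = 0.858), 0.27 (adjusted p = 0.823) and 1.09 (adjusted p = 0.305). At 1 dpi FLASH over CONV was 0.48, 0.86 and 0.73, of which *Col1a2* and *Thbs1* fell below 0 without FLASH 1 dpi replicate 3 (-0.34 and -0.13). None was called. *Col1a2* is a fibroblast gene, and fibroblast genes outside module 3 were higher as well.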

Key TGF‐β and EMT markers in Module 3, including Col1a2, Zeb1, and Thbs1, were more highly expressed in the FLASH group compared to the SHAM and CONV groups, as confirmed by WB analysis (Figure 7G,H; Figure S11A, Supporting Information). 

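Lists written for EMT, TGF-β signaling and WNT signaling were tested in AT1-like cells. FLASH over CONV gave the 18 EMT genes a mean log2 fold change of 0.62 at 1 dpi (adjusted p = 0.735 by fry) and 0.97 at 7 dpi (adjusted p = 0.383), and camera called both (adjusted p = 0.0415 and 4.78e-05). The 21 TGF-β genes gave 0.27 (adjusted p = 0.383) and -0.05 (adjusted p = 0.996), of which camera called the first (adjusted p = 0.0156), and at 7 dpi the median was 0.07 and fry's direction up, unlike the mean. The 15 WNT genes gave 0.52 (adjusted p = 0.383) and 0.08 (adjusted p = 0.383). Adjusted over the list alone, 2 higher and 0 lower EMT genes, 0 higher and 0 lower TGF-β genes and 0 higher and 0 lower WNT genes were called at 7 dpi. Without FLASH 1 dpi replicate 1, the TGF-β list (adjusted p = 0.0272) and the WNT list (adjusted p = 0.0222) were called at 1 dpi.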

Further assessment of hallmark pathways in single cells, including epithelial‐mesenchymal transition (EMT), TGF‐β signaling, and WNT‐β catenin signaling, confirmed higher activity in the FLASH group particularly at 7 dpi (Figure 7I). These pathways have been reported to play a critical role in shutting off inflammation and promoting tissue regeneration during the progression of pulmonary fibrosis.^[^ ^54^, ^55^ ^]^ Their activation in AT1 cells suggests an enhanced repair response following FLASH irradiation. To validate this, TGF‐β signaling inhibition was performed, and WB analysis showed a significant reduction in phosphorylated Smad3 (p‐Smad3) levels following TGF‐β inhibition (Figure 7J; Figure S11B, Supporting Information), confirming effective pathway suppression. Additionally, ELISA assays revealed a significant increase in pro‐inflammatory cytokines TNF‐α and IL‐1β in the FLASH group following TGF‐β inhibition (Figure 7K), confirming their role in regulating both inflammation and tissue repair after FLASH irradiation.

To investigate the underlying regulators of the AT1 cell repair process, we examined TFs enriched in module 3. This analysis identified CCAAT/enhancer‐binding protein delta (Cebpd) as the most significantly enriched TF (Figure 7L). 

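RNA of *Cebpd* (chromosome 16 from 15887286 to 15891031) in AT1-like cells changed after FLASH irradiation by a log2 fold change of 0.80 (adjusted p = 0.529) against SHAM and -0.08 (adjusted p = 0.973) against CONV at 7 dpi, the second 0.33 without CONV 7 dpi replicate 1, and by 0.70 (adjusted p = 0.714) against CONV at 1 dpi. *Tal1* (chromosome 4 from 115056426 to 115071755) changed by 0.15 (adjusted p = 0.928), -0.35 (adjusted p = 0.703) and 0.51 (adjusted p = 0.756) in these comparisons. None was called. Enrichment of a factor's targets, which the paper reports, was not computed.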

Cebpd has been shown to modulate the EMT pathway^[^ ^56^ ^]^ and TGF‐β signaling^[^ ^57^ ^]^ and to promote cell migration and invasion by regulating ECM genes.^[^ ^58^ ^]^ Another enriched TF, T‐cell acute lymphoblastic leukemia 1 (Tal1, a.k.a. SCL), plays a prominent role in hematopoietic development and angiogenesis.^[^ ^59^ ^]^ Both Cebpd and Tal1 were enriched in the promoter regions of *Col1a2*, *Zeb1*, and *Thbs1* (Table S4, Supporting Information). The SCENIC analysis further revealed stronger activity of Cebpd and Tal1 regulons, suggesting their potential contribution to the repair process following FLASH irradiation through the regulation of TGF‐β signaling in AT1 cells (Figure 7M). Together, these findings demonstrate the repair response in AT1 cells following FLASH irradiation and underscore the crucial roles of key regulators in modulating this process.

## 3 Discussion

Although the FLASH effect was first observed in vivo as a sparing effect on lung tissue,^[^ ^15^ ^]^ how FLASH irradiation preserved this protective effect remains largely unknown. In this study, we systematically investigated the differential immune responses induced by CONV and FLASH irradiation in lung tissue using scRNA‐seq, covering >130 000 single cells collected from lung tissues representing acute injury stages of RILI. Our data provide a comprehensive characterization of cellular composition, immune activation, and tissue repair dynamics following both irradiation modalities. We found that FLASH irradiation significantly mitigated RILI compared to CONV, leading to reduced inflammation, enhanced immune activation, and accelerated tissue regeneration. These findings are novel in their identification of specific immune cell populations, particularly Ccrl2^+^ neutrophils and CD4^+^ CD40L^+^ Th cells, which play critical roles in mediating the distinct inflammatory and repair processes observed between FLASH and CONV irradiation. This study introduces a new paradigm for the application of FLASH therapy as a more effective treatment modality for minimizing radiation‐induced damage while promoting better lung tissue repair.

Immune cell populations exhibit the highest radiosensitivity to both FLASH and CONV irradiation, particularly lymphocytes, as observed in this study. Notably, B cells and NK cells, essential components of the immune system's innate defense, show a more pronounced reduction at 1 dpi under FLASH irradiation compared to CONV irradiation. However, these populations undergo substantial recovery by 7 dpi, suggesting that the observed depletion is transient rather than indicative of sustained immunosuppression. While FLASH irradiation has been reported to spare normal tissues across multiple organ systems, several studies have also reported FLASH‐induced lymphopenia in certain contexts.^[^ ^60^, ^61^ ^]^ This discrepancy could be attributed to tissue‐specific differences in lymphocyte turnover dynamics. For example, it has been reported that FLASH irradiation to the heart or spleen results in more pronounced lymphocyte depletion compared to CONV irradiation, with effects persisting for over three weeks.^[^ ^60^ ^]^ In contrast, studies on the hematopoietic system have shown that while both FLASH and CONV irradiation induce early lymphopenia, T lymphocytes in the FLASH group exhibit a higher degree of recovery by day 28.^[^ ^61^ ^]^ These findings, together with our data, suggest that FLASH‐induced lymphocyte depletion and recovery kinetics may vary across different tissues. Transcriptomic analysis reveals that FLASH irradiation also triggers a stronger early response at the transcriptional level, as evidenced by the greater number and higher fold changes of DEGs at 1 dpi. However, as the inflammatory response progresses, the number and extent of DEGs in the FLASH‐exposed group decrease significantly at 7 dpi, suggesting that FLASH‐induced transcriptional changes are transient and reversible. In contrast, CONV irradiation appears to create a more persistent inflammatory environment,^[^ ^62^, ^63^, ^64^ ^]^ with continued transcriptional alterations at later time points. The differential recovery kinetics observed between FLASH and CONV irradiation underscore a significant advantage of FLASH‐RT in minimizing long‐term immune activation and fostering faster immune reconstitution.

The biological implications of FLASH‐induced B and NK cell depletion remain complex. On one hand, B cells play a regulatory role by producing IL‐10, and their reduction could lead to prolonged inflammation and delayed tissue repair.^[^ ^65^ ^]^ Similarly, NK cells contribute to immune modulation and epithelial regeneration,^[^ ^66^ ^]^ raising the possibility that their depletion might influence lung injury resolution. On the other hand, excessive activation of B cells can amplify inflammation through TNF‐α and IL‐6 production,^[^ ^67^ ^]^ while NK cell‐mediated cytotoxicity may exacerbate tissue damage.^[^ ^68^ ^]^ Thus, FLASH‐induced reductions in these immune cell populations may, paradoxically, help prevent excessive inflammation and protect lung tissue. Importantly, our results demonstrate that by 7 dpi, B and NK cell populations in FLASH‐irradiated lungs have largely recovered, indicating that their initial depletion is transient rather than indicative of long‐term immunosuppression. The progression of RILI involves an extended inflammatory phase, followed by late‐stage pulmonary fibrosis. Given the dual roles of B and NK cells in inflammation and tissue repair, further studies are warranted to investigate whether FLASH affects their long‐term functional recovery and contributions to immune homeostasis post‐irradiation.

Neutrophils are among the first immune cells to respond to radiation‐induced damage, initiating an inflammatory cascade that can either resolve injury or exacerbate tissue damage.^[^ ^69^, ^70^ ^]^ In our study, neutrophils exhibited significantly increased infiltration at 7 dpi in both FLASH and CONV groups, with a notably greater increase in the CONV group, suggesting a more pronounced inflammatory response. Furthermore, CONV irradiation induced a significant increase in the Ccrl2^+^ neutrophil subset, a population associated with the promotion of pro‐inflammatory cytokines such as *Nfkbia*, *Ccrl2*, and *Sod2*, leading to a severe inflammatory milieu. In contrast, FLASH resulted in a more restrained neutrophilic response. Our trajectory and gene co‐expression analysis further suggest that the Ccrl2^+^ population represents terminally mature neutrophils. Key transcription factors, such as Irf5, Relb, and Gabpb1, were identified to regulate neutrophil maturation and activation. These transcription factors play critical roles in controlling the inflammatory response and have been implicated in the modulation of neutrophil polarization and function.^[^ ^34^, ^71^ ^]^ This insight into neutrophil dynamics suggests that targeting neutrophil infiltration or their inflammatory pathways could serve as a potential therapeutic strategy for mitigating radiation‐induced tissue damage, particularly in the context of CONV irradiation therapies, where inflammation plays a key role in chronic injury.^[^ ^72^ ^]^

T cells play a central role in the pathogenesis and resolution of RILI by secreting specific cytokines that modulate both the inflammatory response and tissue remodeling in the lung.^[^ ^73^, ^74^ ^]^ Our analysis revealed distinct transcriptional profiles in T cell subpopulations following FLASH and CONV irradiation. Specifically, FLASH irradiation induced transcriptomic changes associated with epithelial repair and tissue maintenance, whereas CONV irradiation was primarily linked to cytokine‐mediated signaling and immune cell recruitment. Among the various T cell subsets, CD4^+^ CD40L^+^ Th cells exhibited a particularly pronounced response. These cells are characterized by high expression of co‐stimulatory molecules such as *Cd40lg*, *Icos*, and *Cd28*. Both irradiation modalities led to an increasing trend in CD4^+^ CD40L^+^ Th cells, with a more significant expansion following FLASH irradiation. The interaction between CD40 and CD40L is crucial for modulating immune responses, particularly by activating APCs.^[^ ^75^, ^76^ ^]^ Furthermore, our analysis highlighted an additional role for CD4^+^ CD40L^+^ Th cells in regulating anti‐inflammatory responses through interactions with myeloid cells. This underscores the pivotal role of CD4^+^ CD40L^+^ Th cells in balancing inflammation and tissue repair following irradiation exposure. Further experimental validation is needed to confirm these observations and better understand the long‐term implications of CD4^+^ CD40L^+^ Th cell activity in FLASH‐RT.

In this study, we observed distinct differences in the recruitment of monocytes between CONV and FLASH irradiation. In the CONV group, we observed a significant increase in Mefv^+^ monocytes at 7 dpi, reflecting an intense inflammatory response, consistent with previous findings.^[^ ^77^ ^]^ In contrast, FLASH irradiation resulted in a more modest increase in monocyte recruitment, likely due to faster tissue recovery and a less sustained inflammatory milieu. CCC analysis revealed enhanced interactions between Mefv^+^ monocytes and other innate immune cells after CONV irradiation, particularly mediated by CCL and FN1 ligand‐receptor signaling. These interactions were less pronounced following FLASH irradiation, suggesting that FLASH not only limits monocyte recruitment but also dampens their immunomodulatory activity. Interestingly, although macrophage infiltration decreased in both groups, no significant difference was observed between the irradiation modalities regarding overall macrophage numbers within this timeframe, except for higher M1 polarization of AMs in the CONV group. This suggests that while initial monocyte recruitment is modality‐dependent, subsequent differentiation into macrophages might not predominantly occur within the first 7 dpi. Further investigation incorporating observation periods beyond 7 days is necessary to fully elucidate the long‐term effects of both irradiation modalities on macrophage dynamics.

The alveolar epithelium, a key component of alveoli, is pivotal for lung structure maintenance and function performance.^[^ ^78^ ^]^ Our study provides important insights into the response of epithelial cells, particularly AT1 cells, to radiation‐induced inflammation. AT1 cells are traditionally recognized for their role in the gas exchange of oxygen and carbon dioxide. Recent research has highlighted their involvement in coordinating alveolar immunologic activity.^[^ ^79^, ^80^ ^]^ Notably, in FLASH‐treated mice, we observed increased expression of genes related to EMT and TGF‐β signaling in AT1 cells. These pathways are well‐known for their dual role in tissue repair and fibrogenesis. On one hand, early activation of TGF‐β and EMT can promote inflammation resolution and tissue regeneration by enhancing cell migration, inhibiting cell death and senescence, and supporting cell dedifferentiation.^[^ ^54^, ^55^ ^]^ On the other hand, sustained or excessive TGF‐β and EMT activity has been implicated in fibroblast activation, extracellular matrix deposition, and ultimately pulmonary fibrosis.^[^ ^81^, ^82^, ^83^, ^84^ ^]^ In our study, the early activation of these pathways after FLASH irradiation coincided with reduced inflammation, suggesting an acute shift toward tissue repair and homeostasis. However, we acknowledge that our investigation was limited to the acute phase (up to 7 dpi), and it remains uncertain whether the observed TGF‐β and EMT activation is transient or may persist, thereby increasing the risk of long‐term fibrosis. Future studies with extended follow‐up and comprehensive evaluation of fibrosis are needed. Another limitation is that although we performed TGF‐β inhibition to validate its role, the inhibition was conducted at the tissue level rather than specifically in AT1 cells. While our findings suggest that TGF‐β signaling regulates repair responses in alveolar epithelial cells, future studies using cell‐type‐specific inhibition strategies (e.g., Cre‐lox systems or targeted delivery methods) are essential to determine the precise role of TGF‐β signaling in AT1 cells.

In our cell‐cell communication analysis, we did not detect significant direct interactions among Ccrl2^+^ neutrophils, CD4^+^ CD40L^+^ Th cells, Mefv^+^ monocytes, and epithelial cells, nor substantial differences in their interactions between FLASH and CONV irradiation. This suggests these immune responses might be independent rather than forming a direct cascade. Given that FLASH induces less overall tissue damage, each cell type may respond individually to the altered microenvironment rather than being directly regulated by other immune or epithelial cells.^[^ ^85^ ^]^ The reduction of neutrophils and monocytes in FLASH likely reflects a lower inflammatory burden rather than suppression by Th cells or epithelial cells.^[^ ^86^ ^]^ Similarly, the increase in CD4^+^ CD40L^+^ Th cells may represent an adaptive immune shift rather than direct regulation of neutrophils or epithelial repair.^[^ ^87^ ^]^ Moreover, it is important to acknowledge that the cell‐cell communication analysis detects primarily ligand‐receptor interactions, which may not fully capture cytokine‐mediated signaling, metabolic shifts, or ECM remodeling. To further explore these relationships, future studies involving functional depletion models and multiplex cytokine analysis will be necessary to determine potential indirect regulatory interactions.

Our study shows that FLASH irradiation induces a distinct immune response in normal lung tissue, featuring a transient inflammatory phase and more refined immune activation compared to CONV irradiation. These findings suggest that FLASH may modulate immune responses differently in antitumor radiotherapy. FLASH‐treated lungs exhibited reduced neutrophil and monocyte accumulation and diminished pro‐inflammatory signaling, key contributors to chronic tissue damage and fibrosis. This implies that FLASH not only protects normal lung tissue from excessive inflammation but also shapes immune dynamics in a way that could influence tumor progression. Neutrophils, known for both promoting and suppressing tumors, form extracellular traps (NETs) that support tumor growth and immune evasion.^[^ ^88^, ^89^ ^]^ The observed reduction in neutrophil‐related inflammation may foster a more favorable immune environment by limiting excessive neutrophil activation. Furthermore, FLASH irradiation increased CD4^+^ CD40L^+^ Th cells, critical for enhancing antigen‐presenting cell function,^[^ ^90^ ^]^ B cell activation,^[^ ^91^ ^]^ and CD8^+^ T cell priming^[^ ^92^ ^]^—key elements of an effective antitumor response. Thus, FLASH may not only mitigate normal tissue damage but also preserve or enhance adaptive immune functions contributing to tumor control. By balancing reduced neutrophil‐driven inflammation with enhanced CD4^+^ T cell activation, FLASH may offer an optimal balance between normal tissue protection and antitumor immunity. However, further studies are required to fully validate these observations and investigate their implications for tumor treatment.

Moreover, to establish a foundational understanding of FLASH‐induced immune modulation, this study focuses on normal lung tissue, thereby isolating the direct effects of FLASH without the confounding influence of tumor presence. However, it is important to consider the potential influence of pre‐existing tumor‐driven inflammation on lung tissue responses. Tumor‐adjacent lung tissue often exhibits an altered immune microenvironment, shaped by both tumor‐secreted factors and immune cell recruitment.^[^ ^93^, ^94^ ^]^ These changes may impact the immune response to irradiation and, consequently, the balance between tumor control and normal tissue protection. Although previous studies have demonstrated that FLASH irradiation can modulate immune responses within tumors,^[^ ^95^ ^]^ its effects on adjacent lung tissue and the broader immune microenvironment remain insufficiently understood. Future investigations employing tumor‐bearing models or analyzing tumor‐adjacent lung tissue will be essential to comprehensively evaluate the clinical implications of FLASH in balancing normal tissue protection with effective tumor control.

While our study provides valuable insights into the immunomodulatory effects of FLASH‐RT in murine models, the extrapolation of these findings to humans requires cautious interpretation. FLASH‐RT is still in its early clinical stages, and although preliminary clinical findings are encouraging, the breadth of human data remains limited. Notably, the FDA‐approved FAST‐01 trial showed that FLASH‐RT effectively relieved bone metastasis pain in 10 patients with equal or lower toxicity than conventional RT.^[^ ^96^ ^]^ Another case reported minimal skin toxicity in a CD30⁺ T‐cell lymphoma patient treated with 15 Gy FLASH‐RT in 90 ms, despite prior severe reactions to conventional RT.^[^ ^97^ ^]^ These cases suggest that the tissue‐sparing effect observed in mice may extend to humans. However, the specific immune responses identified in our study, such as Ccrl2^+^ granulocyte infiltration, CD4^+^ CD40L⁺ Th cell modulation, and AT1 cell activation, have not yet been directly demonstrated in human subjects receiving FLASH‐RT. Further clinical and mechanistic studies are essential to confirm whether the cellular and molecular dynamics observed in murine models can be faithfully recapitulated in humans.

In summary, our study provides new insights into the immune and cellular mechanisms underlying the differential effects of FLASH and CONV irradiation in RILI. We demonstrate that FLASH irradiation induces a more controlled immune response, characterized by modulated Ccrl2^+^ neutrophil infiltration, elevated CD4^+^ CD40L^+^ Th cell activity, and enhanced epithelial repair. These findings highlight the therapeutic potential of FLASH‐RT in minimizing the deleterious effects of irradiation while promoting tissue regeneration compared to conventional RT. These findings, combined with the extensive scRNA‐seq datasets generated, offer valuable insights into the dynamic cellular landscape of RILI. They further underscore the differences in immune responses between FLASH and CONV irradiation treatments and would open novel therapeutic avenues for the management of RILI.

## 4 Experimental Section

### Ethics Statement

The study was approved by the institutional review board of the Beijing Institute of Radiation Medicine (protocol ID: IACUC‐DWZX‐2024‐520). The work submitted in this article was solely completed by the teams of Changzhen Wang and Guofu Dong, and it is original. Excerpts from others’ work were clearly identified and acknowledged within the text and listed in the list of references.

### Mice and Groups

Eight‐week‐old male C57BL/6J mice (mean body weight ± standard deviation: 20 ± 0.9 g) were purchased from SPF (Beijing) Biotechnology Co Ltd (Beijing, China). Mice were housed in five per cage under standard conditions: room temperature 22 ± 2 °C, a 12‐h light‐dark cycle (lights on from 09:00 to 21:00), and relative humidity 50–60%. The animals were fed ad libitum with standard food (SPF (Beijing) Biotechnology Co., Ltd, Beijing, China) and water. After 7 days of acclimatization, mice were randomly divided into five groups (*n* = 12 each): control, FLASH_D1 irradiated, FLASH_D7 irradiated, CONV_D1 irradiated, and CONV_D7 irradiated groups.

### Irradiation and Dosimetry

CONV and FLASH whole‐thorax irradiation was performed at a dose of 17.8 Gy using a 6 MeV electron beam from the UHDR vertical test platform at the Department of Engineering Physics, Tsinghua University. An irradiation field of 2.5 cm (craniocaudal) × 6 cm (lateral) was used to cover the whole thorax. The irradiation parameters were listed in Table S5 (Supporting Information). Ashland's Gafchromic^TM^ EBT3 films (Ashland Inc., Covington, KY, USA) were used for dosimetry in both FLASH and CONV irradiation. Prior to irradiation, the films were calibrated using a 6 MV beam from a uRT‐linac 506c linac (United Imaging, Shanghai, China). The films were scanned 24 h after exposure with an Epson Perfection V850 Pro scanner. For each mouse, the entrance dose was recorded using EBT3 films placed directly on the thorax of mice during irradiation. The average entrance dose in the central 2.5 cm × 6 cm region was recorded as the delivered dose.

### Hematoxylin and Eosin (H&E) Staining and Masson's Trichrome Staining

Following euthanasia by cervical dislocation, lung tissues were collected from the mice. The left lung was fixed, dehydrated, and paraffin‐embedded. Then the sections were cut into 4‐µm‐thick sections for H&E staining and Masson's trichrome staining. The morphology of the lung tissue was observed under a 100× microscope. (OLYMPUS BX41; Olympus Corporation, Japan). The degree of pulmonary inflammation was assessed semi‐quantitatively using the Szapiel scoring system, defined as follows: score 0: no alveolitis; score 1: mild alveolitis with localized mononuclear cell infiltration, involving <20% of lung area, with largely intact alveolar structure; score 2: moderate alveolitis with 20–50% lung involvement; and score 3: severe alveolitis and pulmonary fibrosis, involving >50% of the lung, accompanied by mononuclear cells and/or hemorrhages in alveolar spaces, forming solid lesions. The cumulative score was used to represent the overall pathological injury level.

### Respiratory Function Tests

At 1 and 7 dpi, the pulmonary function of the mice was monitored using Buxco^®^ FinePointe^TM^ Whole Body Plethysmography 4‐Site System (Data Sciences International, DSI). Mice (*n* = 10) were placed smoothly in the chambers, and the data were analyzed after 15 min of recording using Buxco FinePointe software (DSI). The frequency (F), tidal volume (TV), minute volume (MV), inspiratory time (Ti), expiratory time (Te), mid‐expiratory flow (EF50), peak inspiratory flow (PIF), and peak expiratory flow (PEF) were determined.

### Immunofluorescence (IF) and Antibodies

Mouse lung tissues were embedded in an OCT compound and sectioned into 8‐µm‐thick slices using a cryostat (CM 1950, Leica, Germany). Sections were washed thrice with 1 × PBS (4 °C, 5 min per wash), then blocked with 10% bovine serum albumin (BSA) for 1 h at room temperature (RT) under light‐protected conditions. Subsequently, sections were incubated with primary antibodies diluted in 3% BSA overnight at 4 °C. After rewarming at RT for 1 h, sections underwent three additional PBS washes (4 °C, 5 min each). Fluorescent secondary antibodies were applied for 1 h at RT. Finally, sections were mounted with a DAPI‐containing medium and imaged using a fluorescence microscope (ECLIPSE CI‐L, Nikon). Images were acquired via NikonMosaic 1.6 software and analyzed using ImageJ. Primary and secondary antibodies for immunofluorescence are listed in Table S6 (Supporting Information).

### ELISA Assay

Tumor necrosis factor‐α (TNF‐α) and interleukin‐1β (IL‐1β) levels in mouse lung tissues were measured using ELISA kits (Shanghai Jianglai Biotechnology Co., Ltd., China), following the manufacturer's instructions. Absorbance was recorded with a SpectraMax iD3 microplate reader (Molecular Devices, USA).

### Western Blotting (WB)

Tissues were lysed in RIPA buffer, and proteins were isolated by centrifugation (12000 × g, 15 min, 4 °C). Protein concentrations were determined using a BCA assay kit (Thermo Fisher Scientific, USA). Equal protein quantities were diluted in RIPA buffer, denatured in 1 × sample buffer via boiling, and separated by SDS‐PAGE. Proteins were electrophoretically transferred to PVDF membranes, blocked with 5% non‐fat milk (1 h, room temperature), and incubated with primary antibodies overnight at 4 °C. After washing, membranes were incubated with HRP‐conjugated secondary antibodies (1 h, room temperature). Signals were visualized using an ECL 1228 Plus system (Lablead, China) and FluorChem R imager (Protein Simple, USA). Band intensities were quantified with ImageJ. Antibody details are provided in Table S7 (Supporting Information).

### Sorting of Mouse Type I Alveolar Epithelial Cells

A dissociation enzyme mixture was prepared using Collagenase II (V900892, Sigma–Aldrich Corporation, USA), DNase I (D5025, Sigma–Aldrich Corporation, USA), Dispase II (4942078001, Hoffmann‐La Roche AG, Switzerland), CaCl₂ (M1028, Sigma–Aldrich Trading Co.Ltd, China), 2% FBS (10099141C, GIBCO, USA), and RPMI 1640 (C11875500BT, GIBCO, USA). Washed lung tissue was minced into 1‐mm^3^ fragments in a culture dish containing 30 mL of the enzyme mixture. The mixture was transferred to a 50 mL tube and incubated at 37 °C for 60 min with agitation. Post‐digestion, the cell suspension was filtered through a 40 µm strainer, and the filtrate was collected. The strainer was rinsed with 10 mL RPMI 1640 (supplemented with 2% FBS), and the rinse solution was pooled with the filtrate. Cells were pelleted, resuspended in 4 mL of 1 × PBS containing 0.04% BSA, and prepared for downstream analysis.

Cells isolated from one lung were stained with biotinylated antibodies (5 µL each) in 500 µL complete DMEM containing 5 µL DNase. Antibodies included: anti‐CD45 (hematopoietic cells), anti‐CD16/32 (alveolar macrophages), anti‐CD31 (endothelial cells), anti‐Ter119 (erythroid cells), anti‐integrin β4 (club cells/distal lung progenitors), and anti‐SPC (type II alveolar epithelial cells) for lineage depletion. Cells were incubated on ice for 45–60 min with gentle flicking every 10 min. Dynabeads (65601, Thermo Fisher Scientific, USA) were pre‐washed twice with 1 mL D‐PBS (14190144, Thermo Fisher Scientific, USA) to remove azide. Post‐staining, cells were washed in 10 mL complete DMEM (11965‐092, Thermo Fisher Scientific, USA; 300 × g, 10 min, 4 °C), resuspended in 500 µL complete DMEM with 5 µL DNase, and mixed with pre‐washed beads in a 1.5 mL tube. Tubes were rotated in a cold room for 30 min to prevent bead sedimentation. For magnetic separation, tubes were placed in a magnetic stand for 2 min. Unbound cells were transferred to a new tube, and magnetic depletion was repeated twice (three rounds total). Lineage‐positive cells adhered to the tube wall, while unbound cells were retained. Antibody details are listed in Table S8 (Supporting Information).

### CD40L and TGF‐β Inhibition Assay

Eight‐week‐old male C57BL/6J mice (mean body weight ± standard deviation: 20 ± 0.9 g) were purchased from SPF (Beijing) Biotechnology Co., Ltd. (Beijing, China). After 7 days of acclimatization, mice were randomly divided into seven groups (*n* = 10 each) in each of the two inhibition experiments: SHAM, FLASH_D1 irradiated, FLASH_D7 irradiated, CONV_D1 irradiated, CONV_D7 irradiated, FLASH_D1 inhibitor‐irradiated, and FLASH_D7 inhibitor‐irradiated groups. Six hours prior to irradiation, mice in the FLASH_D1 and FLASH_D7 inhibitor‐irradiated groups (from two distinct inhibition experiments) were injected with CD40L (A2112, Selleck Chemicals LLC, USA) or SIS3 HCl (S7959, Selleck Chemicals LLC, USA). CD40L was used to block CD154–CD40 interactions on T helper cells, while SIS3 HCl inhibited Smad3 phosphorylation to suppress the TGF‐β signaling pathway. The respective inhibitors were re‐administered every other day post‐irradiation to sustain blockade efficacy.

### Single‐Cell Sequencing (scRNA‐Seq) Library Construction

After surgical collection, tissues were washed twice with 1× PBS, minced into 1mm^3^ fragments with sharp scissors, and enzymatically digested with collagenase II (2 mg mL^−1^, Sigma V900892) and DNase I (10 µg mL^−1^, Sigma DN25‐100MG) at 37 °C for 1 h. Then, the single cell suspensions were collected through a 40 µm strainer (MACS® SmartStrainer 40µm, Miltenyi Biotec, Germany), centrifuged at 500 g for 5 min, and resuspended with 1mL of 1 × PBS containing 0.04% weight/volume BSA after removal of the supernatant. Finally, the cell number and viability were assessed by an automatic cell counter. scRNA‐seq libraries were constructed using the 10x Genomics Chromium platform 3′ library and Gel Bead Kit V3.1 according to the manufacturer's instructions, with an estimated 10 000 single cells per sample. Next‐generation sequencing was performed on an Illumina Novaseq 6000 sequencer with a paired‐end 150 bp (PE150) strategy, with a minimum sequencing depth of 100 000 reads per cell.

### Computational Analysis of scRNA‐Seq Data

The Cell Ranger pipeline from 10x Genomics was employed to align reads to the mouse genome (mm10), quantify gene expression in single cells, and generate unique molecular identifier (UMI) count matrices for each sample. Further processing of the expression matrices was performed using the Seurat package (V4)^[^ ^98^ ^]^ in R. During quality control (QC), genes expressed in fewer than three cells were excluded, and cells were filtered based on the following criteria: i) ≤ 1000 or ≥ 60 000 total UMIs, ii) ≤ 500 or ≥ 8000 transcribed genes, or iii) ≥ 10% of UMIs mapped to mitochondrial genes. The expression matrices from different samples were then merged, log‐normalized, and scaled in Seurat's standard workflow. For principal component analysis, the union of the top 1000 variable genes from each sample was selected, excluding ribosomal, immunoglobulin, and mitochondrial genes to minimize unwanted variation. Batch effects were corrected using the Harmony algorithm.^[^ ^99^ ^]^ Cell clusters were identified via the shared nearest neighbor modularity optimization algorithm, and marker genes for each cluster were determined using the Wilcoxon rank‐sum test. Clusters were visualized using Uniform Manifold Approximation and Projection (UMAP) for dimensionality reduction.

Additionally, Scrublet^[^ ^100^ ^]^ was used to detect potential doublets in the dataset. Doublet scores for single cells were calculated per sample using default settings, with thresholds adjusted after visual inspection of the score distributions. Clusters with a doublet rate exceeding 10% were designated as doublet clusters and excluded from further analysis.

### Developmental Trajectory Inference

The Monocle (V3) algorithm was utilized to infer cell differentiation trajectories, following the methodology described previously.^[^ ^30^ ^]^ The raw count matrix was used to construct Monocle 3′s CellDataSet object, excluding genes with <200 UMIs or expressed in <1% of cells within each cell type. Cell alignment was performed based on sample identity to minimize potential batch effects. Default parameters were applied for the subsequent dimensionality reduction.

### Diffusion Component Analysis

Diffusion component analysis was performed using the R package destiny (version 3.16.0)^[^ ^101^ ^]^ to infer the major non‐linear components of variation across cells. The normalized expression profiles of the top 100 markers for each cell cluster were used to construct the diffusion maps, and the top two diffusion components were selected for visualization.

### Cell–Cell Communication (CCC) Analysis

CellChat (Version 1.6.1) was used to infer the CCC process among different cell types as described.^[^ ^102^ ^]^ The CellChat object was constructed based on the normalized expression profile. Cellular communication probability was computed using the default parameters, with interactions involving <10 cells in each cell group filtered out. The communication probability of signaling pathways was estimated by aggregating the communication probabilities of all ligand‐receptor interactions associated with the corresponding pathways.

### Weighted Gene Co‐Expression Network Analysis (WGCNA)

The weighted gene co‐expression network was constructed with the R package hdWGCNA (Version 0.3.03).^[^ ^32^ ^]^ Genes expressed in ≥10% of cells were selected for network construction. The optimal soft threshold for adjacency was determined using a signed network to ensure a scale‐free topology. Harmonized module eigengenes (hMEs) were calculated to summarize the gene expression profiles within each co‐expression module. Pairwise correlations between genes and hMEs were used to estimate the eigengene‐based connectivity, facilitating the identification and ranking of hub genes.

### Functional Enrichment Analysis

Gene Ontology (GO) term enrichment analysis was performed in the R package clusterProfiler (version 4.10.0)^[^ ^103^ ^]^ to identify overrepresented biological processes among the differentially expressed genes. Functional annotations were conducted using Metascape,^[^ ^104^ ^]^ providing additional insights into pathways, molecular functions, and cellular components associated with the gene sets. All analyses were carried out using default parameters.

### SCENIC Analysis

The pySCENIC (version 0.12.1)^[^ ^33^ ^]^ analysis was conducted for neutrophils and epithelial cells. Co‐expression modules were derived from the normalized expression matrix exported from Seurat. Two transcription factor (TF) ranking databases, TSS ± 10 kb, and 500bpUp100Dw, were used to identify direct targets, which were subsequently pruned based on cis‐regulatory cues. A regulon‐by‐cell matrix was calculated to quantify the enrichment of each regulon as the area under the recovery curve (AUC) of genes defining the regulon. To detect differentially enriched regulons, we applied a linear model to the AUC matrix using the *lmFit* function from the limma package (version 3.58.1).^[^ ^105^ ^]^

### Transcription Factors (TFs) Identification

The Enrichr web tool^[^ ^106^ ^]^ was utilized to identify TFs that potentially regulate genes in epithelial cell gene modules. TF enrichment analysis was based on target gene sets curated in the ChEA Transcription Factor Targets Dataset (“ChEA 2022”).

### Statistical Analysis

All data from the validation experiments were expressed as mean ± standard error of the mean (SEM) and all graphs were generated using GraphPad Prism 8.0 software (San Diego, CA, USA). Data normality was tested using the Shapiro‐Wilk test. For normally distributed data, statistical significance was assessed using a two‐tailed Student's t‐test or one‐way analysis of variance (ANOVA), followed by Tukey's test for multiple comparisons. For non‐normally distributed data, non‐parametric tests were used. A *p* <0.05 was considered statistically significant (^*^ *p* <0.05, ^**^ *p* <0.01, ^***^ *p* <0.001).

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information

Supplemental Tables

## Data Availability

The scRNA‐seq dataset generated in this study are available at the NCBI Gene Expression Omnibus database under the following accession number: GSE298566.

# Supplementary material for: FLASH Irradiation Modulates Immune Responses and Accelerates Lung Recovery: A Single‐Cell Perspective
**Source:** Adv Sci (Weinh). 2025 Jun 19;12(34):e01797. doi: 10.1002/advs.202501797
**Supplement:** Supplementary file 1 — Supporting Information

**Supplementary Material**

**FLASH Irradiation Modulates Immune Responses and Accelerates Lung Recovery: A Single-Cell Perspective**

*Hao Lu, Menghua Li, Cheng Quan, Caihui Li, Dawei Li, Zhihui Li, Jing Xu, Lihui Zhang, Qixiang Liu, Guofu Dong***, Changzhen Wang**

H. Lu, M. Li, C. Quan, C. Li, D. Li, Z. Li, J. Xu, L. Zhang, Q. Liu, G. Dong, C. Wang

Beijing Institute of Radiation Medicine

Beijing 100850, P.R. China

H. Lu, M. Li, G. Dong, C. Wang

Anhui Medical University

Hefei 230032, China

H. Lu, M. Li, C. Quan, and C. Li contributed equally to this work.

**Supplementary Figures**

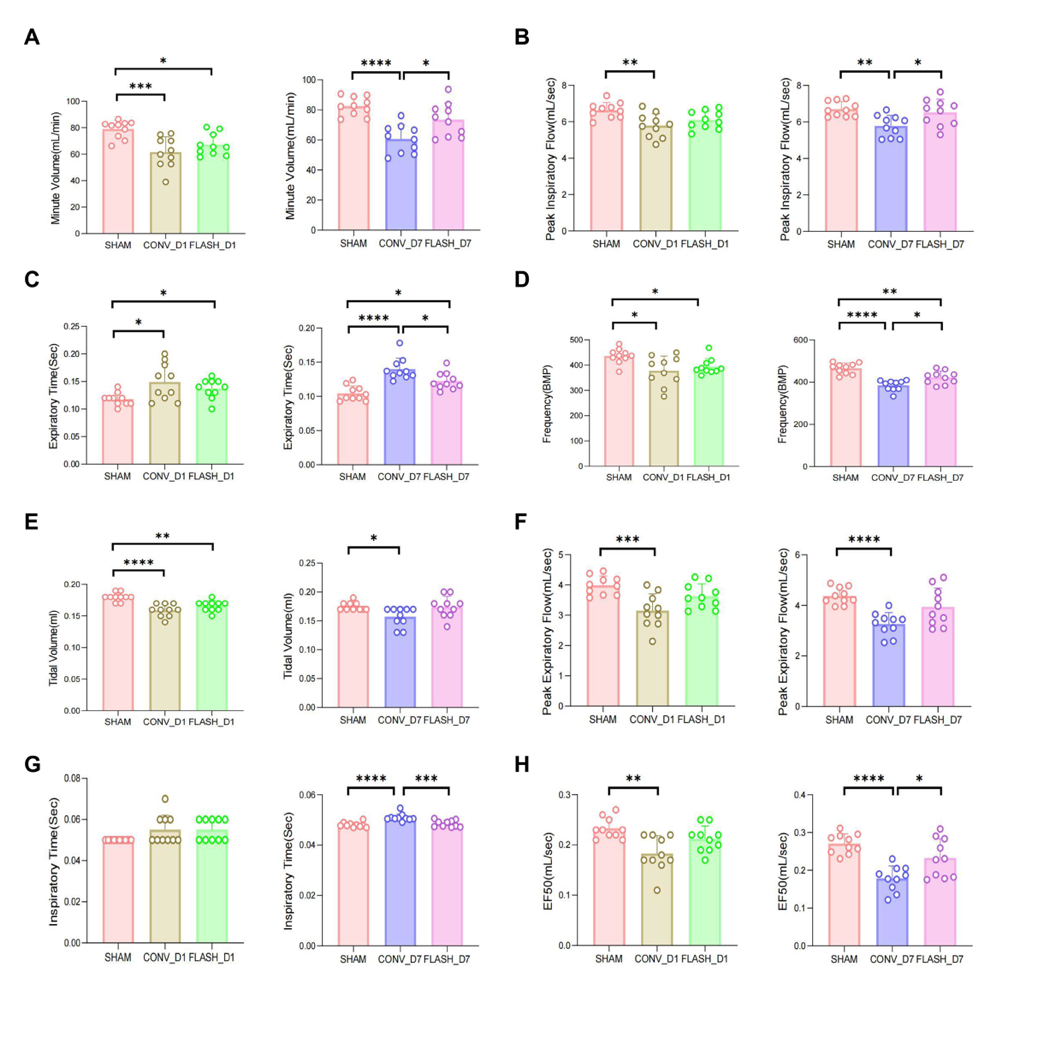

**Figure S1.** Comparison of pulmonary function between CONV and FLASH irradiated mice measured by whole-body plethysmography. A) Minute volume (MV), B) peak inspiratory flow (PIF), C) expiratory time (Te), D) frequency (F), E) tidal volume (TV), F) peak expiratory flow (PEF), G) inspiratory time (Ti), and H) mid-expiratory flow (EF50). **p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001.

**
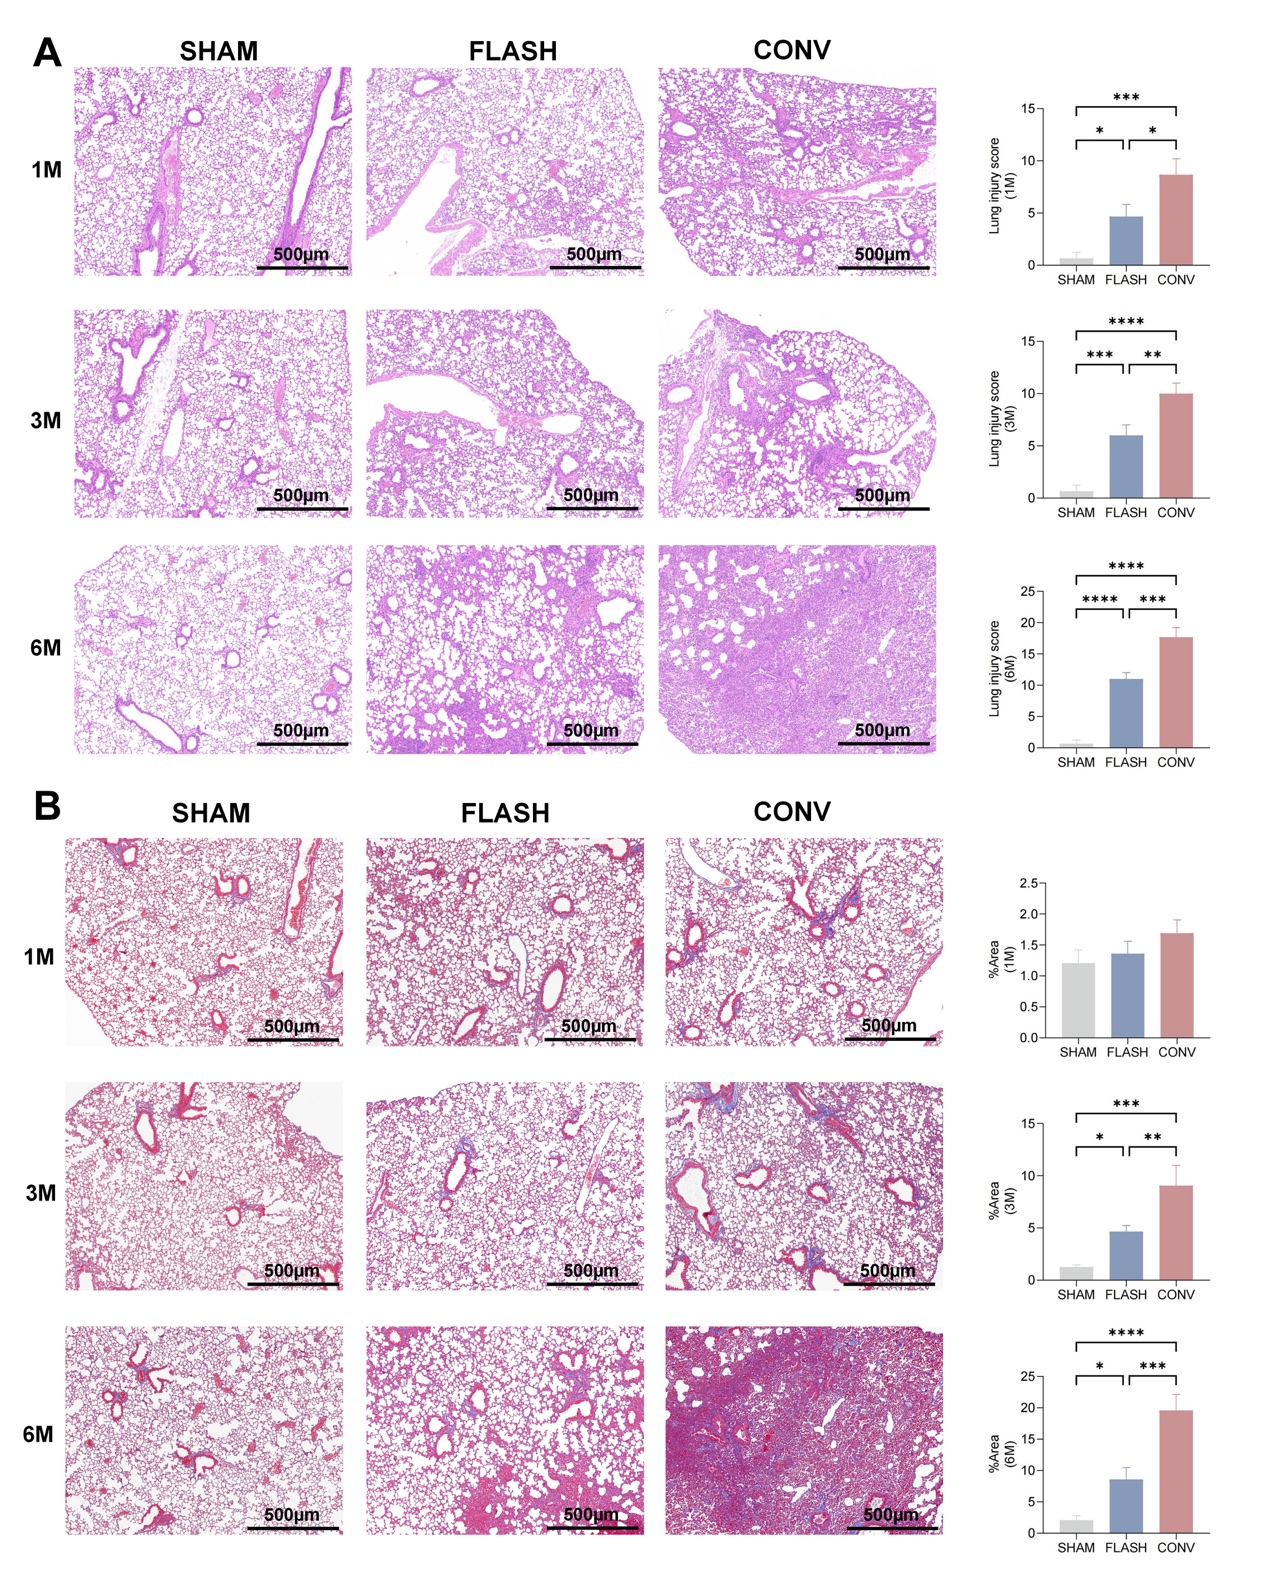
**

**Figure S2.** Histopathological staining results of mouse lung at different time points after 18 Gy irradiation. A) H&E staining of mouse lung tissue. The embedded bar plots show the results of the pathologic damage scores of lung tissues at 1, 3, and 6 months after irradiation (n = 3, scale bar = 500 μm). **p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001. B) Masson staining of mouse lung tissue. The embedded bar plots show the results of semi-quantitative analysis of Masson staining of lung tissues at 1, 3, and 6 months after irradiation (n = 3, scale bar = 500 μm). **p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001.

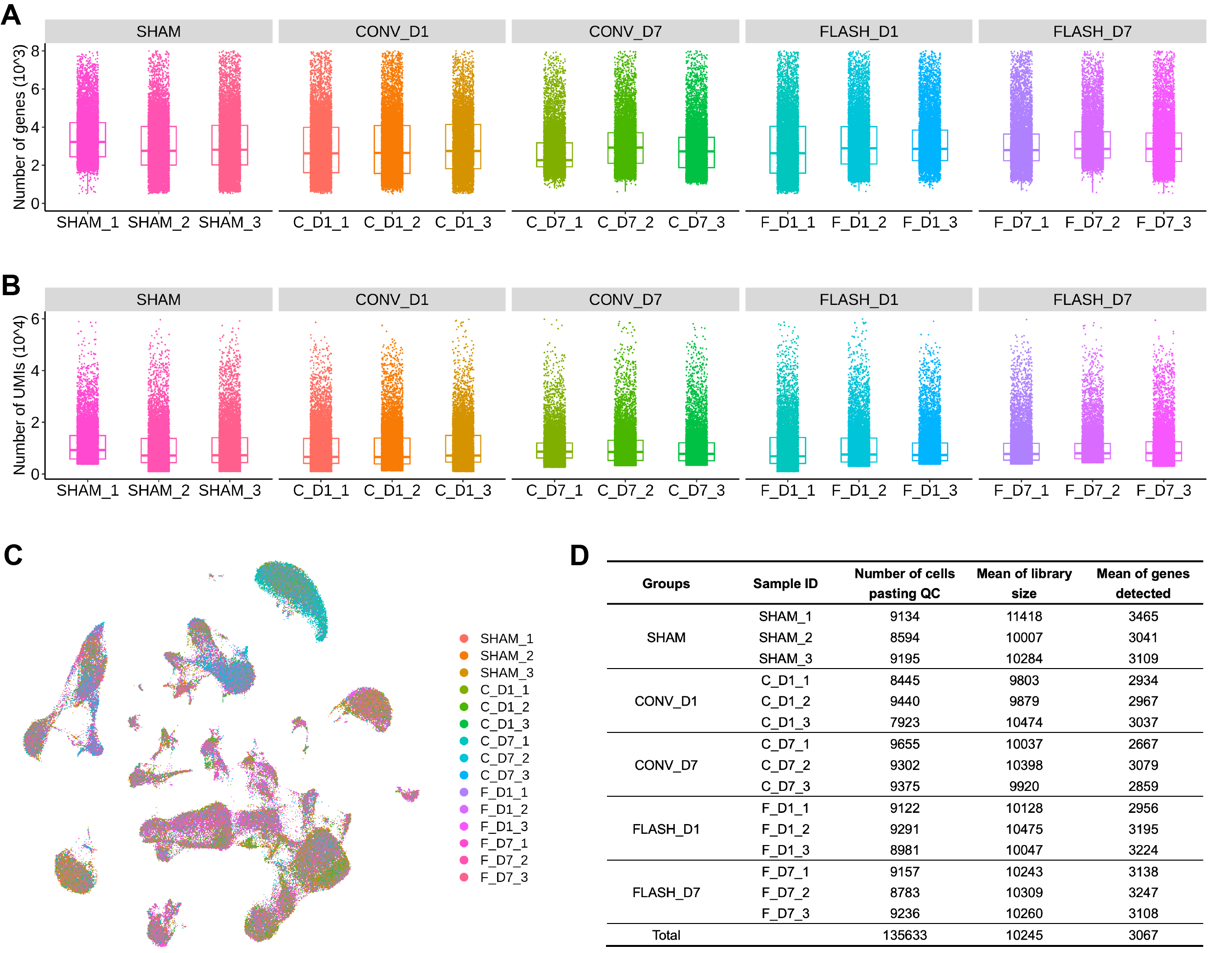

**Figure S3.** Quality control of scRNA-seq data for the lung cellular ecosystem post-CONV and FLASH irradiation. A,B) Boxplots showing the distribution of numbers of detected genes (A) and UMIs (B) in each sample. The box represents the interquartile range, the horizontal line in the box indicates the median, and the whiskers represent 1.5 times the interquartile range. C) UMAP projection of the 135,633 cells profiled, colored by samples. D) Quality control statistics of each sample for scRNA-seq data.

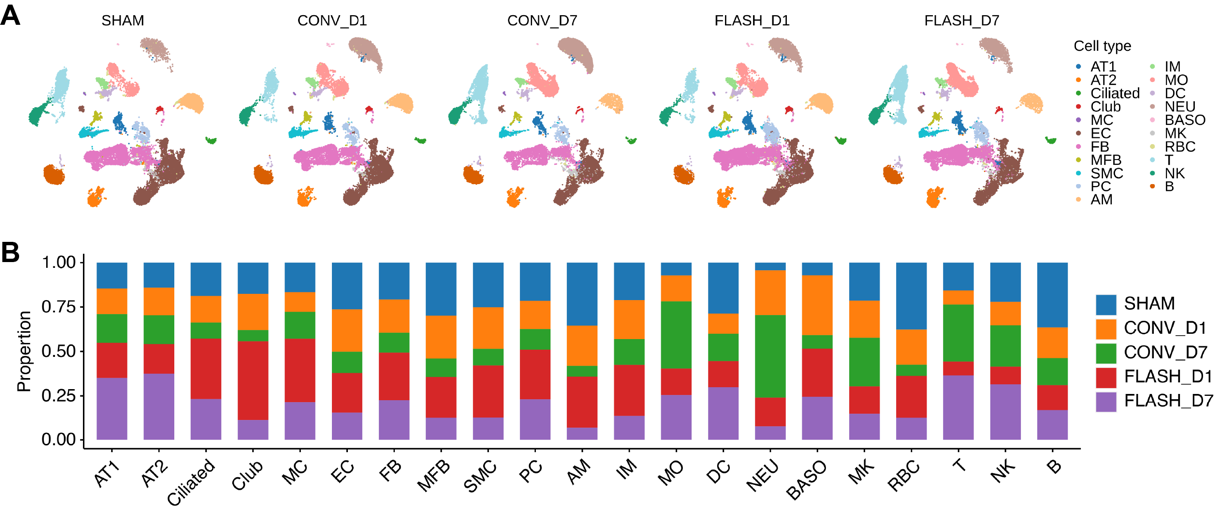

**Figure S4.** Dynamics of cell proportion in each group. A) UMAP projection of the 135,633 cells profiled, split by groups. B) Bar plots showing the fraction of cells originating from different groups in each cell type.

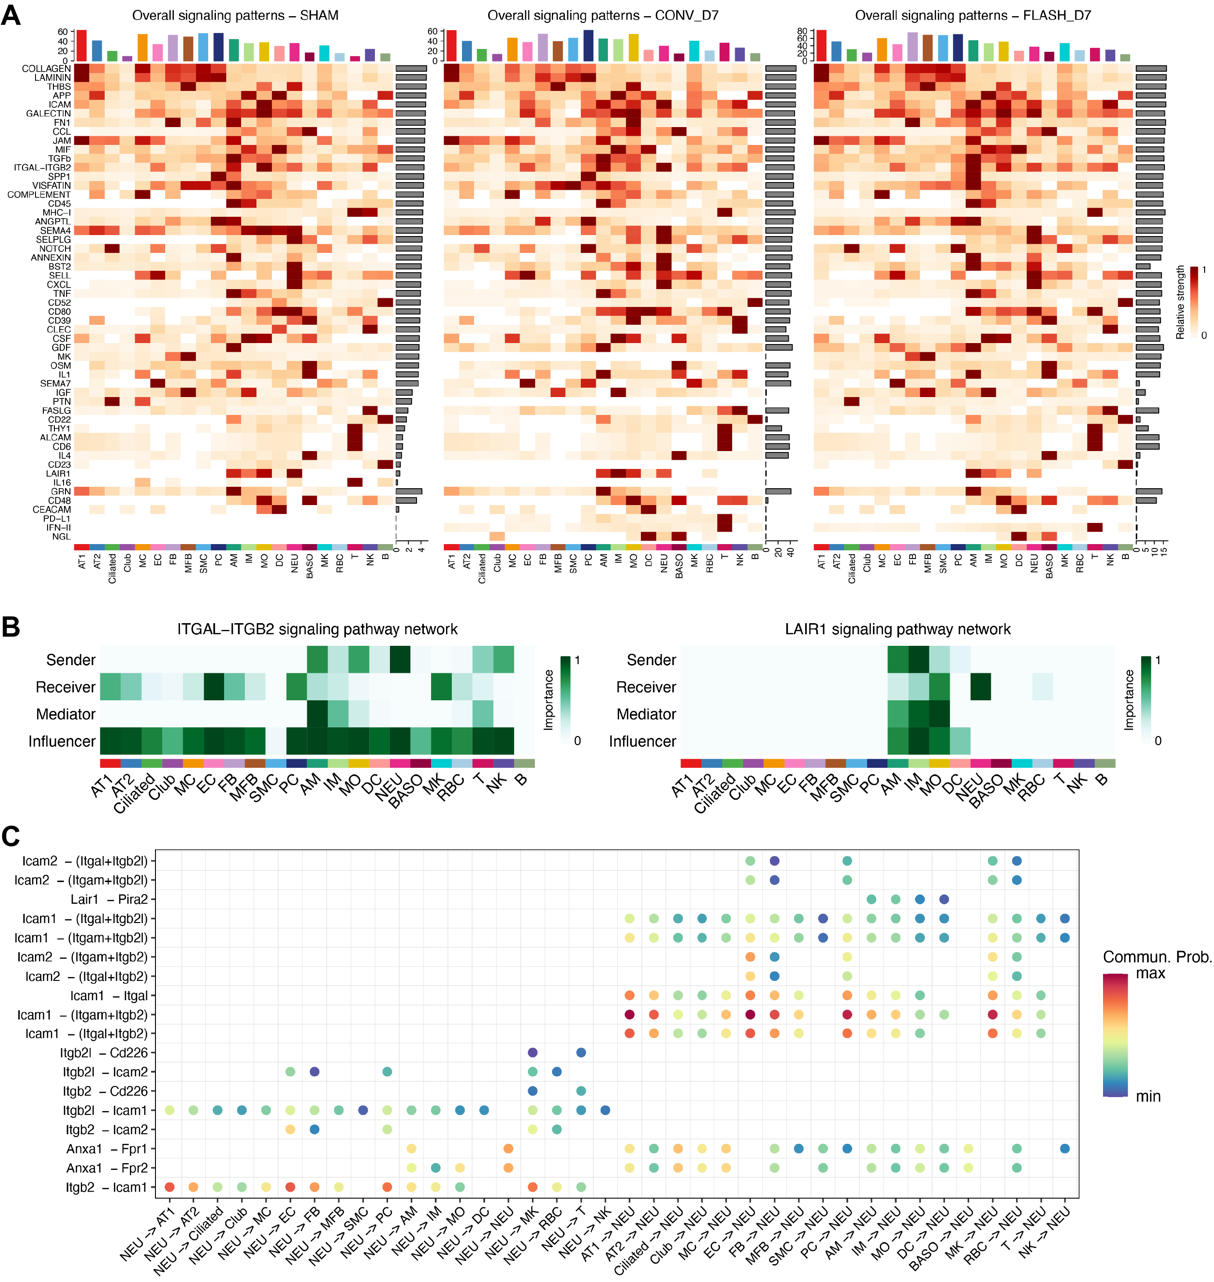

**Figure S5.** Comparison of signaling pathways associated with each cell population among SHAM, CONV, and FLASH groups. A) Heatmap showing the relative strength of overall signaling patterns associated with each cell population in SHAM (left), CONV (middle), and FLASH (right) groups at 7 dpi. Pathways in which neutrophils were not involved in any of the three groups are omitted. B) Heatmap depicting the relative importance of each cell type as sender, receiver, mediator, and influencer in ITGAL-ITGB2 and LAIR1 signaling pathways. C) Dot plot showing the significant ligand-receptor pairs associated with ICAM, ITGAL-ITGB2, ANNEXIN, and LAIR1 signaling pathways.

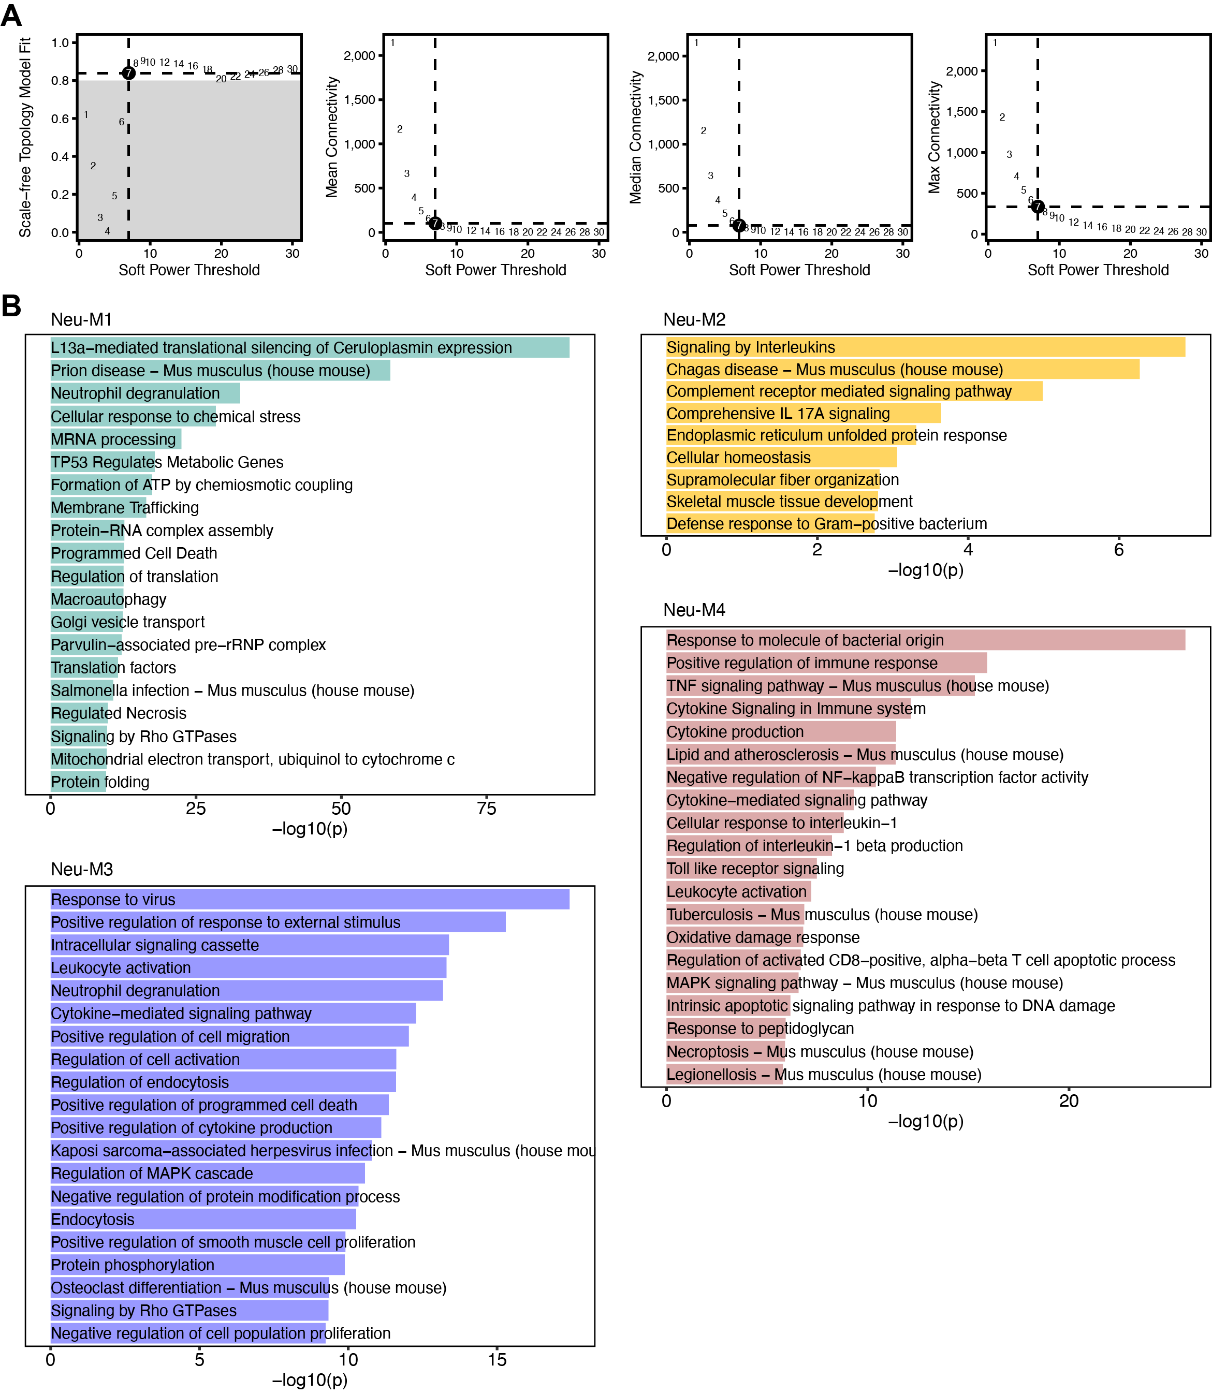

**Figure S6.** hdWGCNA identified gene modules in neutrophils. A) Analysis of the scale-free index, mean connectivity, median connectivity, and max connectivity (left to right) for various soft-threshold powers. B) The top 20 (or fewer) significantly signaling pathways of genes in each module, analyzed using Metascape.

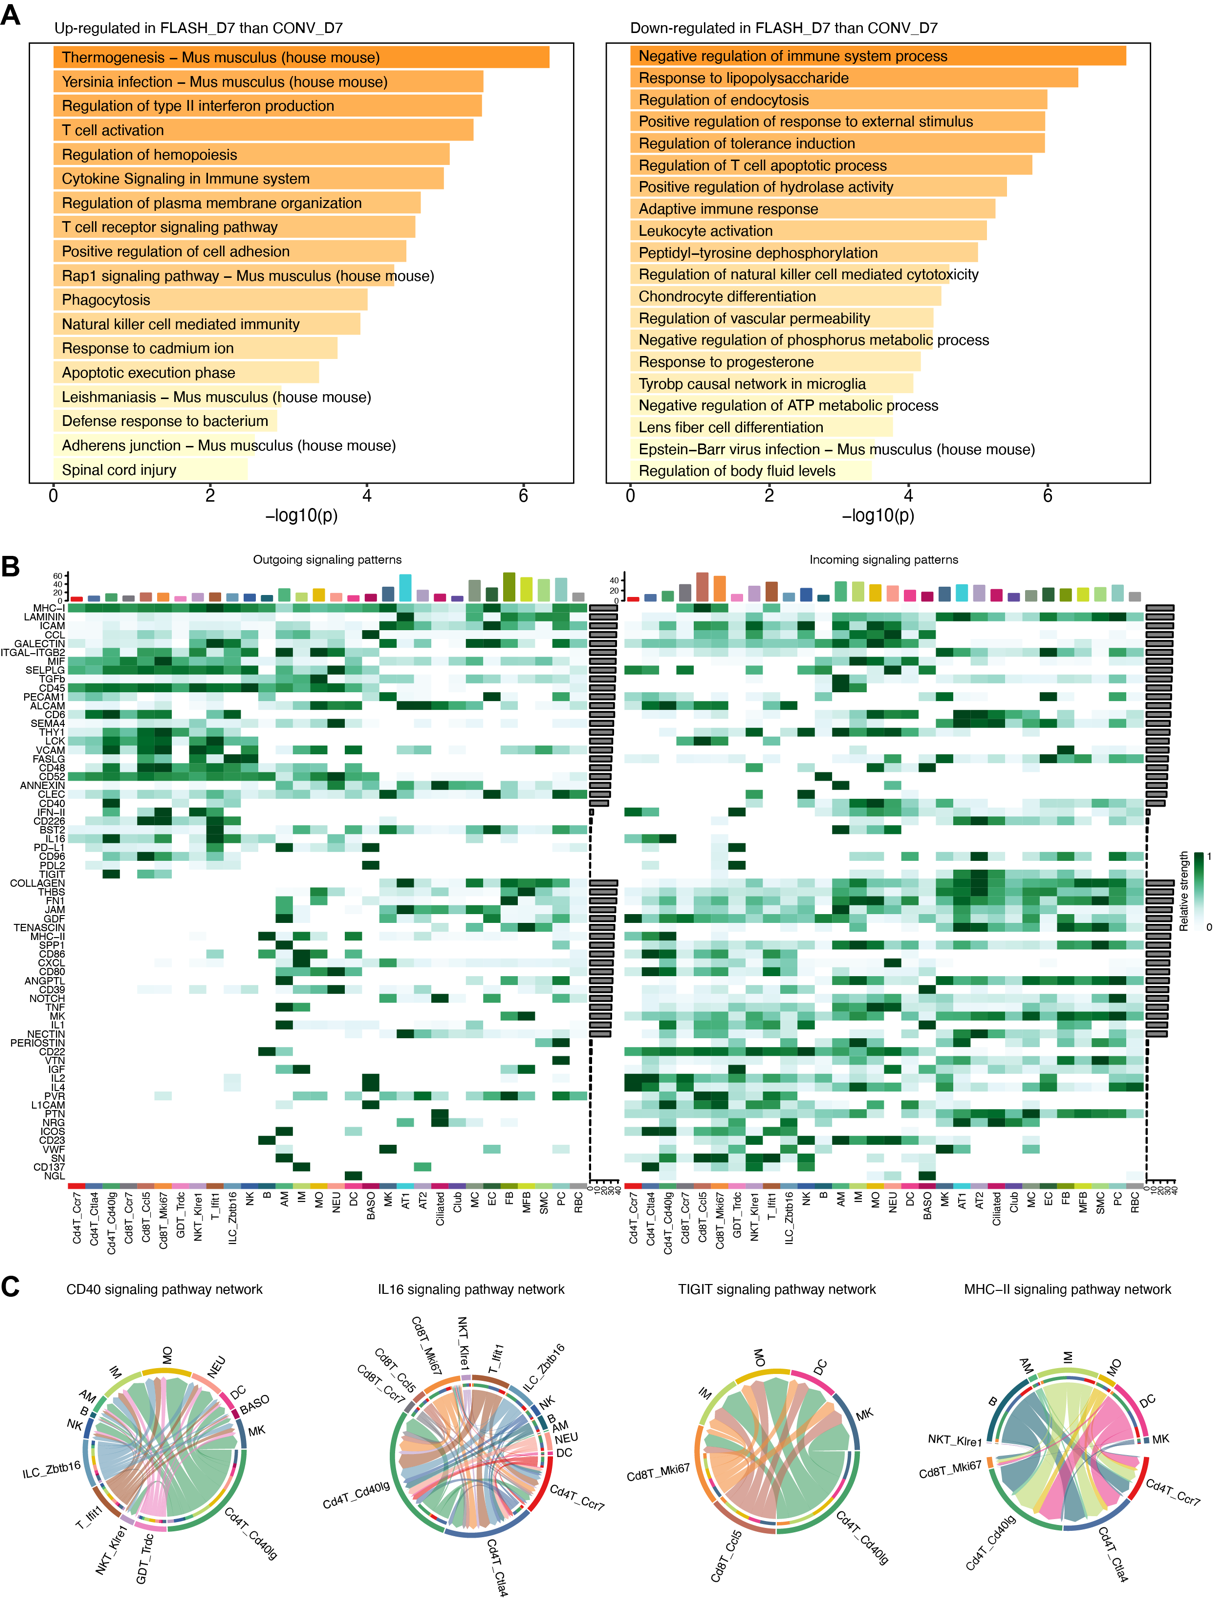

**Figure S7.** Functional annotation and cell-cell communication (CCC) analysis of T cells within the microenvironment of RILI. A) The top 20 significantly signaling pathways of genes up (left) or down (right) regulated in Ccl5^+^ T cells from the FLASH group compared to those from the CONV group at 7 dpi. Enrichment analyses were performed with Metascape. B) Heatmap showing the relative strength of outgoing (left) and incoming (right) signaling patterns associated with each cell population in the FLASH group at 7 dpi. C) Chord diagrams depicting the inferred signaling network of the selected signaling pathways in the FLASH group at 7 dpi.

**
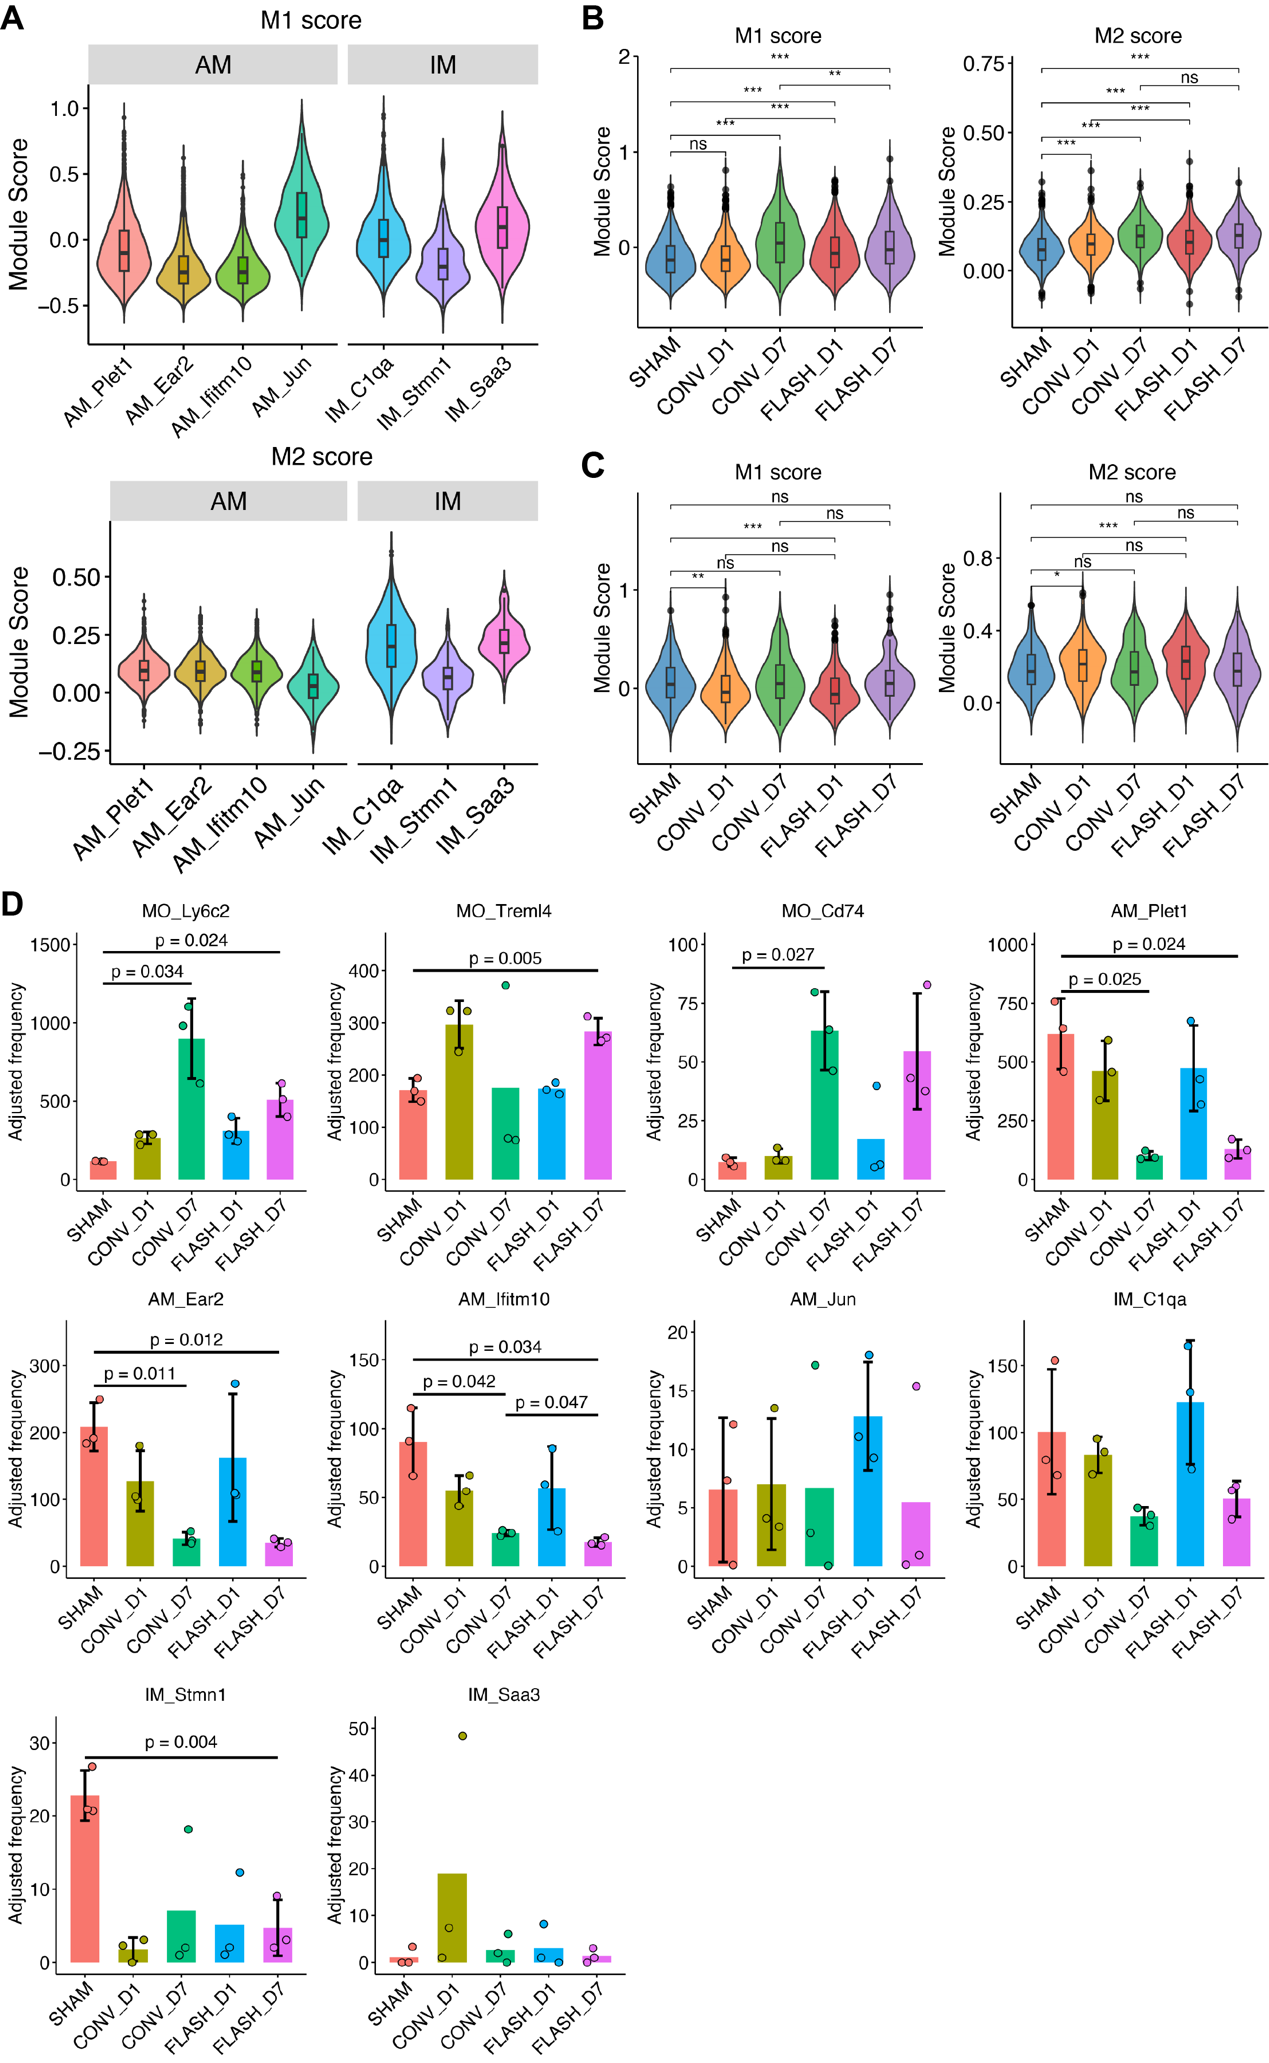
**

**Figure S8.** Estimation of polarization scores and comparison of cell numbers among different groups. A) Violin plots showing M1 and M2 polarization scores in AM and IM clusters. Module scores were estimated by AddModuleScore in Seurat. For each embedded boxplot, the box represents the interquartile range, the horizontal line in the box indicates the median, and the whiskers represent 1.5 times the interquartile range. B) Comparison of M1 (left) and M2 (right) polarization scores of AM_Plet1 among groups. ***p* < 0.01, ****p* < 0.001. C) Comparison of M1 (left) and M2 (right) polarization scores of IM_C1qa among groups. **p* < 0.05, ***p* < 0.01, ****p* < 0.001. D) The adjusted frequency of cells from each group within monocyte and macrophage clusters. Cell numbers were scaled to a total of 10,000 per sample.

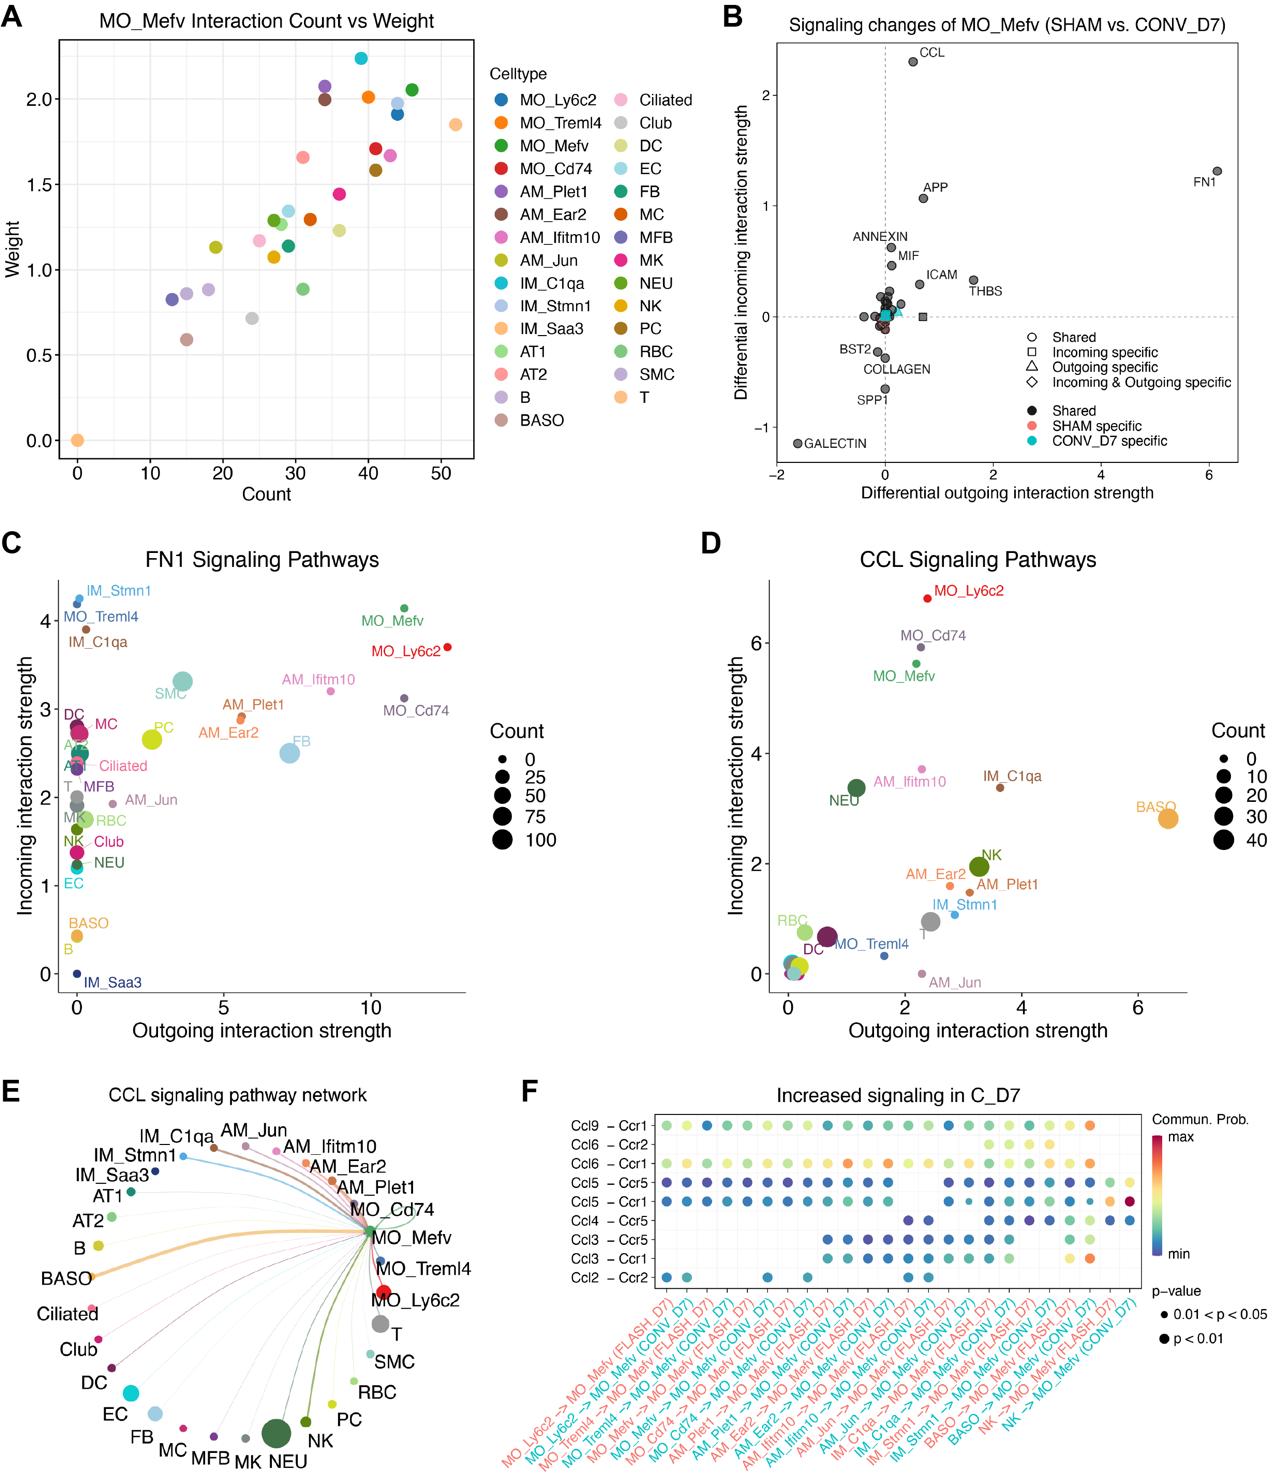

**Figure S9.** Cell-cell communication (CCC) analysis of monocyte- macrophages within the microenvironment of RILI. A) Dot plot showing the interaction counts and weights of MO_Mefv cells with other cell types. B) Dot plot showing the difference of CCC signaling pathways between the CONV_D7 and SHAM groups. C) Interaction counts of various cell types within the FN1 signaling pathways. D) Interaction counts of various cell types within the CCL signaling pathways. E) Dot plot showing the significant ligand-receptor pairs associated with CCL signaling pathways.

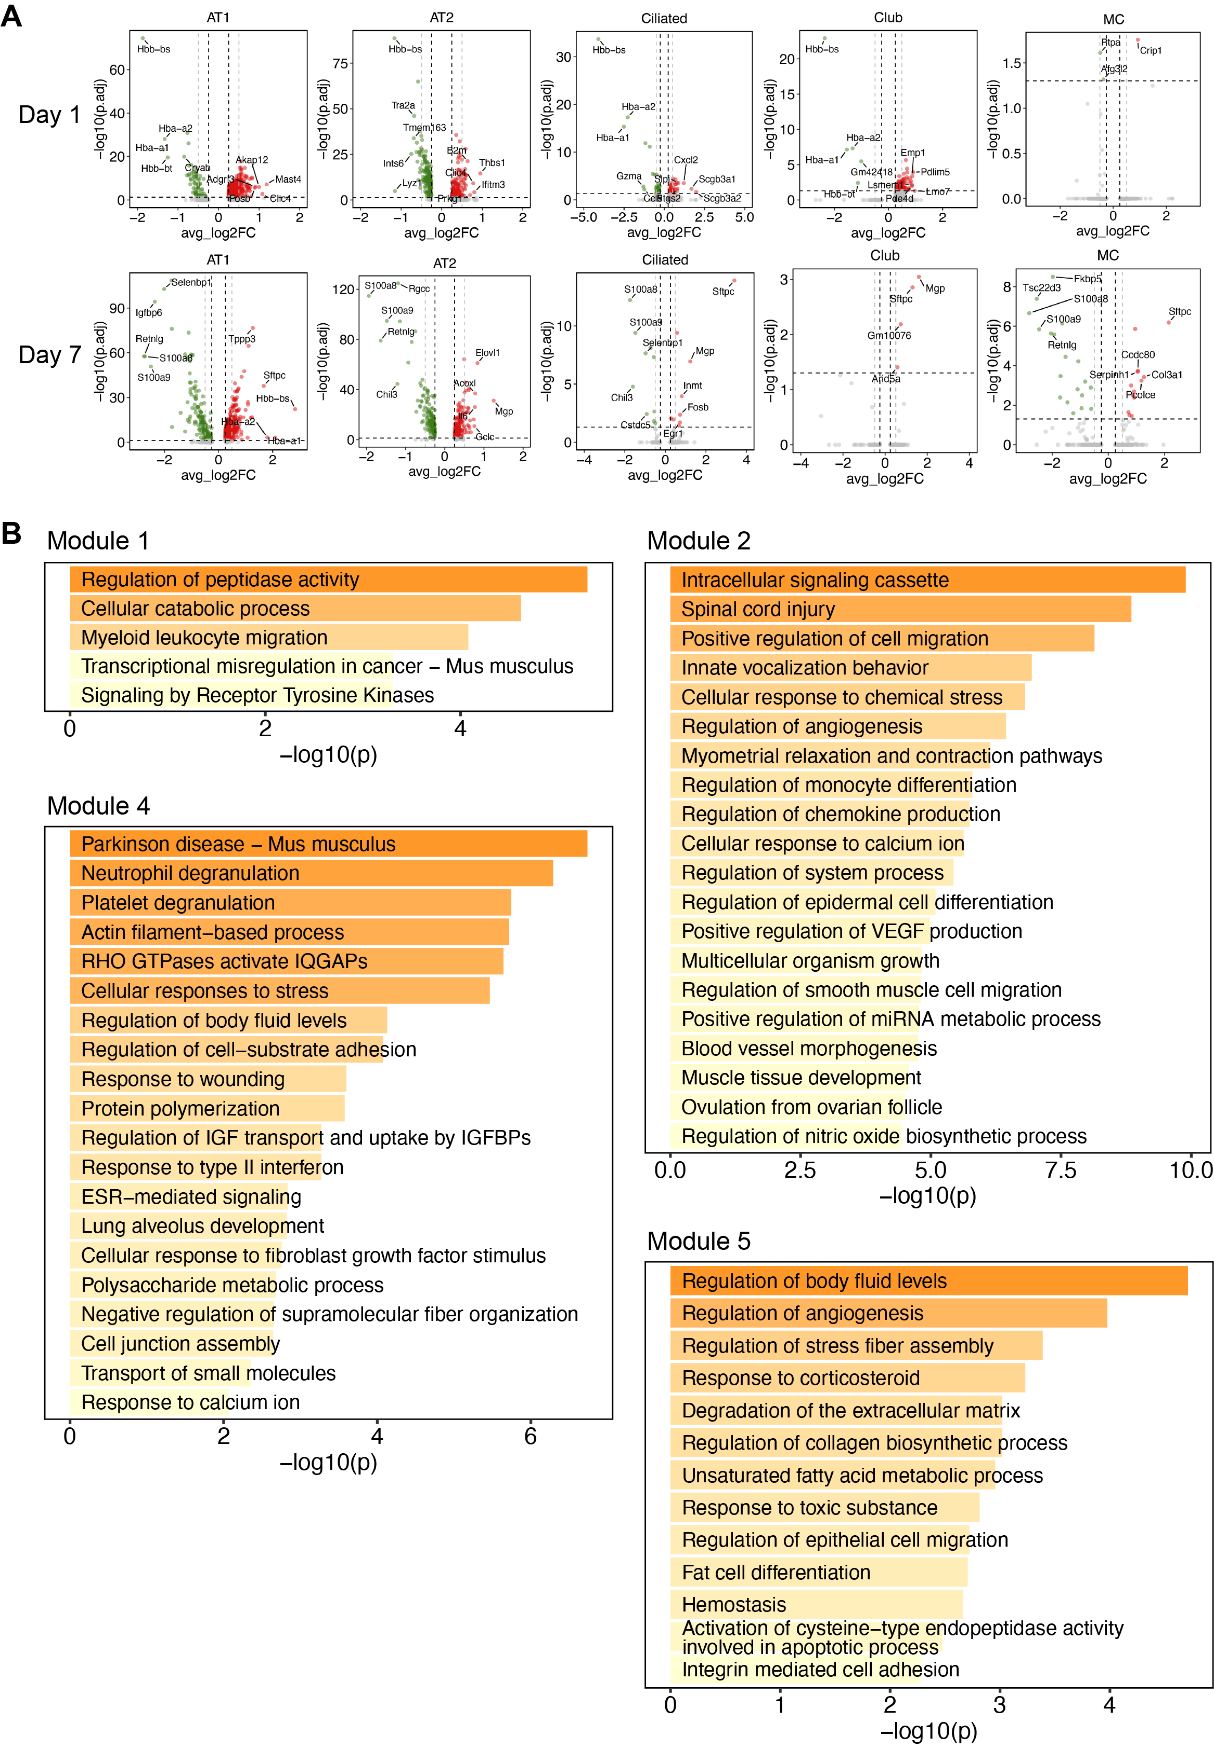

**Figure S10.** Differential expression analysis between FLASH and CONV irradiation in epithelial cell types. A) Volcano plots showing the differentially expressed genes (DEGs) between FLASH and CONV irradiation in each epithelial cell type. Vertical lines represent average log2FC thresholds at ±0.25 (black) and ±0.5 (gray), while horizontal lines indicate an adjusted p-value (p.adj) threshold of 0.05. B) The top 20 (or fewer) significantly signaling pathways of genes in the DEGs modules for AT1 and AT2 cells, related to the Figure 6B in the main text. Enrichment analysis was performed with Metascape.

**
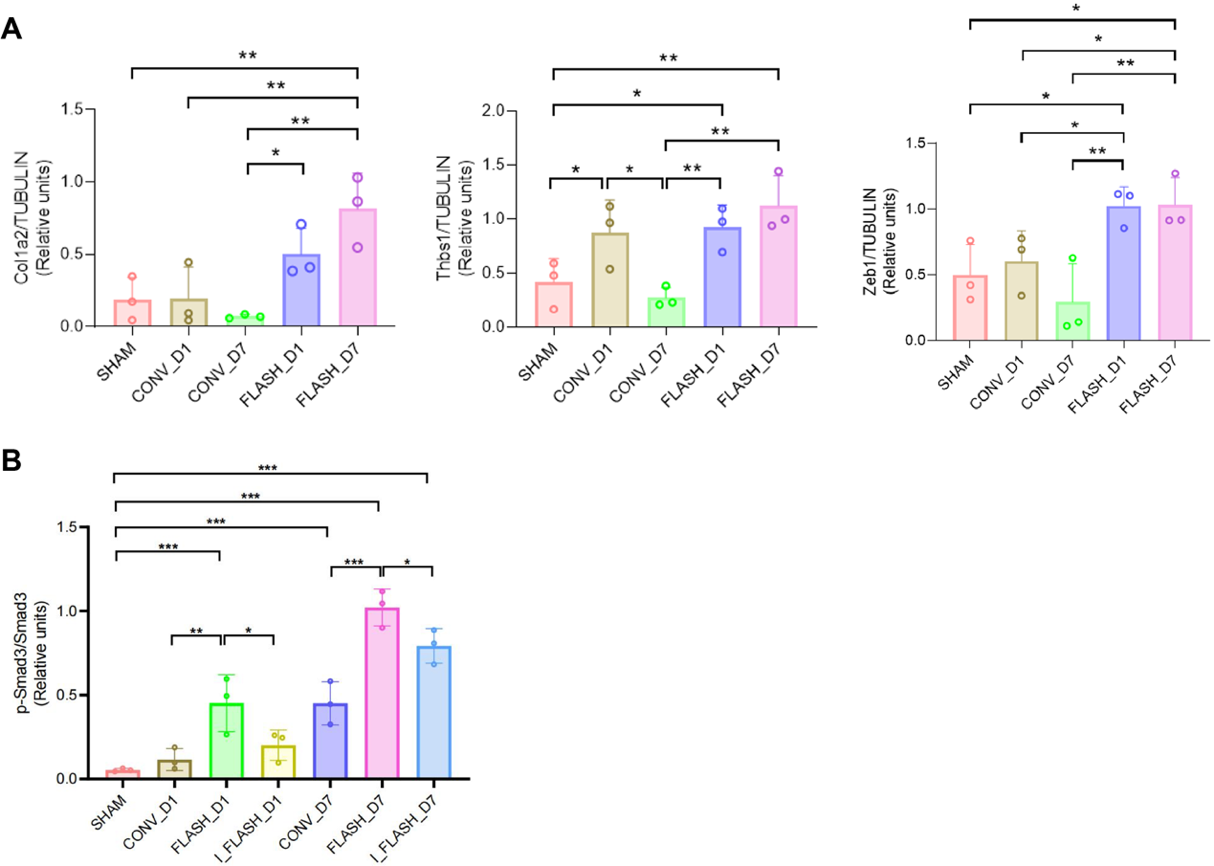
**

**Figure S11.** WB quantification of protein content in lung tissue of mice in each group after irradiation. A) Bar plots showing the relative expression levels of Col1a2, Thbs1, and Zeb1 proteins (left, center, and right, respectively) (n = 3). **p* < 0.05, ***p* < 0.01. B) Bar plots showing the relative expression levels of p-Smad3 protein (n = 3). **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

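Single-cell RNA of lungs from 15 mice in 5 groups of 3 was used, from SHAM mice and from mice 1 and 7 days after CONV or FLASH irradiation. Each sample is 1 mouse and 1 library, and the groups were taken from the names of the samples and their descriptions. Each library held between 7923 and 9655 cells and between 82782400 and 104293036 UMIs.

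The authors aligned the reads to mm10 with Cell Ranger, removed cells and genes with their filters in Seurat V4, and deposited raw UMI counts per gene and cell with no normalization and no cell labels. The values were checked to be whole numbers, with 25611 genes and 135633 cells. Genes carry symbols alone. Positions were taken from GENCODE vM21 on GRCm38 by symbol, and genes whose reads could be split between near-identical paralogs are named as such.

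In Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, UMI counts of a cell were scaled to a total of 10000 and log-transformed. Variable genes were chosen per sample by the standardized variance around a loess fit (span 0.3), 1000 per sample, and their union was scaled with values limited to 10. On 30 principal components, a Harmony correction between samples was written after the published method, since the package was not at hand (theta 2, sigma 0.1, lambda 1, 100 clusters, 10 iterations). A graph of 20 neighbours, pruned below 0.0667 shared, was clustered with leidenalg 0.10.2 on igraph 0.11.9 at a resolution of 1 for all cells and 0.6 for the neutrophil-like, T-like and monocyte-macrophage-like cells, with random seed 1. Genes of the lists later compared between subclusters were left out of the variable genes of the subclustering.

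Clusters were named from lists of marker genes, by the type with the most markers among the cluster's 10 top genes by fold, and ties went to the type whose markers had the highest mean standardized level. Some details of the naming rule were settled after the clusters had been seen. At least 3 markers had to be detected in a share of 0.25 of the cells. Clusters of fewer than 10 cells stayed unnamed, as did clusters of low depth with no marker of their type among the top genes. A subcluster also stayed unnamed where its top genes held more markers of a type outside its lineage than of its own, or no marker of its own while most of them were highest in such a type. One with a marker of its own among them could be named even where most were highest elsewhere. The fold took a pseudocount of 0.05 UMIs per 10000. Doublets were scored per sample after the method of Scrublet with 2 simulated doublets per cell and 2000 variable genes. The automatic threshold, which marked 111 cells, was replaced after the data were seen by the score at which the expected rate of 6% was marked. It marked 7800 cells (5.75%), which were removed only in an alternative.

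Numbers of cells per type and sample were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood, total cells as the library size), and adjusted over the types of a comparison with the Benjamini-Hochberg method. Subclusters were adjusted within their parent type. Single types were also tested with an exact permutation test of 3 mice against 3. For genes, UMI counts were summed per type and sample, samples with fewer than 10 cells of the type were left out, genes were filtered with filterByExpr, scaled with TMM and fitted over the 5 groups. This left only 2 samples in a group for mesothelial-like cells after CONV irradiation at 7 dpi and for several T-like subclusters, and 1 for Cd8T_Mki67-like cells after CONV irradiation at 1 dpi, whose spread is taken to be that of the other groups. Genes at an adjusted p below 0.05 and an absolute log2 fold change above 0.25 are DEGs. The interaction contrast tested whether FLASH against CONV differed between 1 and 7 dpi. Gene lists were tested with fry and camera of limma 3.58.1 on the same fits. Subclusters were compared within samples that held at least 20 cells of each, on log2 CPM with a prior count of 1, with an exact sign-flip test.

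Named are the genes the paper names in its text for a cell type, *Cdkn1a* and *Mdm2* as irradiation markers and, for T-like, MO_Mefv-like and AT1-like cells between FLASH and CONV at 7 dpi, the 3 called genes in each direction with the largest fold changes among those whose mice do not overlap. Other genes named, such as those shared by T-like subclusters, were chosen after their values were seen.

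Tested on simulated data with this design, edgeR found 74.5% of genes changed 2-fold in T-like cells at 7 dpi, 26% in AT1-like, 59.5% in MO_Mefv-like, 94.5% in Cd8T_Ccl5-like and 0.5% in neutrophil-like cells. In B-like cells of CONV against SHAM at 1 dpi it found 53.5%. A type raised 3-fold was found in 47 of 100 draws, with 0.04 false calls per draw. A 2-fold difference between subclusters came back as 0.96 on the log2 scale, and an unchanged list as 0.00246. Both simulated subclusters had the same depth. The shift that a prior count gives genes of few counts between subclusters of unequal size was therefore not tested.

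As alternatives, numbers of cells were tested with TMM factors, with neutrophil-like cells out of the total, with limma on the arcsine square root of the share, with replicate number as a block, without Harmony, at resolutions of 2 and 1.2, without doublets and, for CD4 cells with *Cd40lg*, by a gate on UMIs. Genes were tested with DESeq2 1.42.0, its size factors in edgeR, no low-count filter, a replicate block, equal numbers of cells, only the 2 groups compared, no threshold on the fold change, a Wilcoxon test across cells (genes with a UMI in a share of 0.1 of the cells), and the same changes to clusters and doublets. Lists were tested with camera, the block, the other size factors and without doublets, and subclusters with a prior count of 5, without Harmony and without doublets. Each sample was also left out in turn. Chosen after the data were seen were epithelial-like cells as the total, a total without neutrophil-, monocyte- and T-like cells, the monocyte-macrophage-like subcluster of neutrophil genes counted in, AT1-like cells with few endothelial and fibroblast UMIs, the largest AT1-like cluster alone, and every alternative for the interaction contrast except the block and the samples left out.

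Gene set variation scores, signaling between cells, activity of transcription factors from their targets and the paper's own term lists were not computed, for want of the packages and lists. Figures were drawn with matplotlib 3.10.9.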

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

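The regroupings of samples between the days, and the other tools, scalings, filters, clusters and numbers of cells tried for this difference, were tests chosen only after the results were seen. Each result below was taken up because FLASH against CONV differed between 1 and 7 dpi by a test of the difference itself, the interaction of day and irradiation, in which a positive value means a larger FLASH over CONV fold change at 7 dpi. The paper reports no such test.

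Genes called for a difference between the days numbered 1116 (650 higher, 466 lower) in monocyte-like, 1059 (474 higher, 585 lower) in fibroblast-like, 306 (111 higher, 195 lower) in AM-like, 162 (44 higher, 118 lower) in AM_Plet1-like and 92 (25 higher, 67 lower) in endothelial-like cells. There were 17 (3 higher, 14 lower) in dendritic-like, 17 (14 higher, 3 lower) in Cd8T_Ccr7-like, 14 (11 higher, 3 lower) in Cd4T_Ccr7-like and 1 (0 higher, 1 lower) in ciliated-like cells. With FLASH and CONV mice regrouped within each day, 1 of 40 groupings, the real one, gave as many for each of these types, so that chance can be excluded only for each type taken alone. The types regrouped were those with calls, and the shares were not adjusted over types. The numbers moved widely with 1 sample left out, however, in monocyte-like cells from 397 (without FLASH 7 dpi replicate 3) to 2600 (without CONV 7 dpi replicate 3), in fibroblast-like cells from 105 (without CONV 1 dpi replicate 1) to 4535 (without CONV 7 dpi replicate 3), in AM-like cells from 82 (without CONV 1 dpi replicate 3) to 1023 (without CONV 7 dpi replicate 3) and in AM_Plet1-like cells from 11 (without FLASH 7 dpi replicate 2) to 644 (without CONV 7 dpi replicate 3); in endothelial-like cells from 5 (without FLASH 1 dpi replicate 2) to 2044 (without CONV 7 dpi replicate 3), in dendritic-like cells from 3 (without CONV 1 dpi replicate 2) to 265 (without CONV 7 dpi replicate 3), in Cd8T_Ccr7-like cells from 4 (without FLASH 7 dpi replicate 3) to 81 (without CONV 7 dpi replicate 3), in Cd4T_Ccr7-like cells from 3 (without CONV 7 dpi replicate 2) to 67 (without CONV 7 dpi replicate 3) and in ciliated-like cells from 0 (without CONV 1 dpi replicate 2) to 98 (without CONV 7 dpi replicate 3).

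For T-like cells with 10 (9 higher, 1 lower), MO_Mefv-like cells with 8 (4 higher, 4 lower), Cd4T_Ctla4-like cells with 2 (2 higher, 0 lower), AT1-like cells with 1 (0 higher, 1 lower) and Cd4T_Cd40lg-like cells with 1 (1 higher, 0 lower), 2, 2, 2, 2 and 5 of 40 groupings gave as many, so that chance cannot be excluded. Leaving out 1 sample gave from 0 (without CONV 1 dpi replicate 1) to 78 (without CONV 7 dpi replicate 3) in T-like, from 1 (without CONV 1 dpi replicate 1) to 479 (without CONV 7 dpi replicate 3) in MO_Mefv-like, from 0 (without CONV 1 dpi replicate 1) to 3 (without CONV 1 dpi replicate 3) in Cd4T_Ctla4-like, from 0 (without CONV 1 dpi replicate 1) to 28 (without CONV 7 dpi replicate 3) in AT1-like and from 0 (without CONV 1 dpi replicate 1) to 4 (without CONV 1 dpi replicate 3) in Cd4T_Cd40lg-like cells. The genes of the smallest numbers, named after their values were seen, were *Gtdc1* at -1.52 (adjusted p = 0.0389, standard error 0.21) in AT1-like, *Scgb1a1* at -3.13 (adjusted p = 0.0432, standard error 0.46) in ciliated-like, *Il1rl1* at 6.00 (adjusted p = 0.0394, standard error 1.13) and *Itgb1* at 2.54 (adjusted p = 0.0394, standard error 0.47) in Cd4T_Ctla4-like and *Crlf3* at 1.60 (adjusted p = 0.0365, standard error 0.27) in Cd4T_Cd40lg-like cells.

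Against a cause in the authors' normalization stands that the UMI counts carry none. Depth per library also differs little, with a median of 82982672 UMIs after CONV and 92384307 after FLASH irradiation at 1 dpi and 96718504 and 93797516 at 7 dpi. UMIs summed per type differ more. At 7 dpi monocyte-like cells held 15239123 to 21379165 per mouse after CONV and 7828881 to 9934970 after FLASH irradiation. Fibroblast-like cells held 9471801 to 12097206 and 17454233 to 22372025. Depth per type is thus not excluded as a cause by the library totals. With DESeq2's size factors the numbers were 1110 in monocyte-like, 1063 in fibroblast-like, 324 in AM-like, 161 in AM_Plet1-like, 92 in endothelial-like, 15 in dendritic-like and 16 in Cd8T_Ccr7-like cells. They were 14 in Cd4T_Ccr7-like, 1 in ciliated-like, 0 in T-like, 8 in MO_Mefv-like, 2 in Cd4T_Ctla4-like, 1 in AT1-like and 1 in Cd4T_Cd40lg-like cells. Scaling thus accounts for little outside T-like cells. The 10 genes of T-like cells had an adjusted p between 0.0395 and 0.0493. They were also lost at another resolution and with doublets removed, so that scaling was not shown to be the cause. With equal numbers of cells there were 585 in monocyte-like, 974 in fibroblast-like, 121 in AM-like, 20 in AM_Plet1-like, 40 in endothelial-like, 6 in dendritic-like, 16 in Cd8T_Ccr7-like, 2 in Cd4T_Ccr7-like, 1 in ciliated-like, 1 in T-like, 30 in MO_Mefv-like, 0 in Cd4T_Ctla4-like, 0 in AT1-like and 0 in Cd4T_Cd40lg-like cells, and with Scrublet's doublets removed 1120 in monocyte-like, 1390 in fibroblast-like, 199 in AM-like, 161 in AM_Plet1-like, 79 in endothelial-like, 14 in dendritic-like, 16 in Cd8T_Ccr7-like, 13 in Cd4T_Ccr7-like, 2 in ciliated-like, 0 in T-like, 8 in MO_Mefv-like, 2 in Cd4T_Ctla4-like, 0 in AT1-like and 1 in Cd4T_Cd40lg-like cells. Without Harmony there were 1210 in monocyte-like, 1137 in fibroblast-like, 238 in AM-like, 124 in AM_Plet1-like, 85 in endothelial-like, 0 in dendritic-like, 14 in Cd8T_Ccr7-like, 10 in Cd4T_Ccr7-like, 0 in ciliated-like, 5 in T-like, 0 in Cd4T_Ctla4-like, 0 in AT1-like and 0 in Cd4T_Cd40lg-like cells, at another resolution 1046 in monocyte-like, 1078 in fibroblast-like, 170 in AM-like, 121 in AM_Plet1-like, 71 in endothelial-like, 1 in dendritic-like, 18 in Cd8T_Ccr7-like, 16 in Cd4T_Ccr7-like, 1 in ciliated-like, 0 in T-like, 15 in MO_Mefv-like, 2 in Cd4T_Ctla4-like, 1 in AT1-like and 0 in Cd4T_Cd40lg-like cells, and without a filter on low counts 1285 in monocyte-like, 842 in fibroblast-like, 535 in AM-like, 517 in AM_Plet1-like, 144 in endothelial-like, 477 in dendritic-like, 56 in Cd8T_Ccr7-like, 59 in Cd4T_Ccr7-like, 161 in ciliated-like, 82 in T-like, 358 in MO_Mefv-like, 32 in Cd4T_Ctla4-like, 7 in AT1-like and 44 in Cd4T_Cd40lg-like cells. DESeq2 called 1482 in monocyte-like, 2211 in fibroblast-like, 671 in AM-like, 377 in AM_Plet1-like, 823 in endothelial-like, 133 in dendritic-like, 25 in Cd8T_Ccr7-like, 15 in Cd4T_Ccr7-like, 34 in ciliated-like, 110 in T-like, 129 in MO_Mefv-like, 2 in Cd4T_Ctla4-like, 30 in AT1-like and 12 in Cd4T_Cd40lg-like cells.

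What stays open first is RNA from other cells. Neutrophil genes were lower after FLASH than after CONV irradiation at 7 dpi in types that should not express them, by -2.85 on average over 5 types, and RNA of lysed neutrophils may enter differences between the days, although no test separated these genes from the rest. The 10 most abundant genes took 11.1 ± 6.65% of the UMIs after CONV irradiation at 7 dpi and 6.82 ± 0.460% after FLASH irradiation (SD, n = 3 each), with 18.7% in CONV 7 dpi replicate 1, which was rich in neutrophil-like cells. Each day was a library set of its own, so that an effect of the set on FLASH and CONV mice alike cancels in this contrast, while one that differs between them cannot be told apart from the day, as 0 conditions had libraries in both sets. A mislabelled sample was not tested for. The biological difference that the design names, the time since irradiation, remains among the open explanations and was not tested apart from these.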

How the results depend on the processing

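Comparisons are named by group and day, as CONV 1 dpi for CONV against SHAM at 1 dpi and FLASH/CONV 7 dpi for FLASH against CONV. The tests with epithelial-like cells as the total, with neutrophil-, monocyte- and T-like cells out of the total, with the subcluster of neutrophil genes counted in, with AT1-like cells of few endothelial and fibroblast UMIs and with the largest AT1-like cluster alone, and all tests of the difference between the days other than the block and the samples left out, were chosen only after the results were seen. Over all alternatives and samples left out, 37 of 86 changes in the share of cells kept their direction and their side of the threshold, and 56 kept their direction. Of the 41 numbers of DEGs and the 14 numbers of genes whose difference changed between the days, 0 and 0 stayed within 1.5 times of the reported number throughout. For named genes the tallies were 34 of 94 with direction and call kept and 75 with the direction kept, and for comparisons between subclusters 28 and 30 of 34. Lists in epithelial-like cells kept both in 1 of 15 and the direction in 8, lists of RNA from other cells in 1 and 18 of 19, and lists in neutrophil- and monocyte-macrophage-like cells in 2 and 3 of 7. The number of types with a list called against SHAM stayed alike in 7 of 20. Except where the construction of an alternative is named below, the cause of a change was not tested.

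Log2 fold changes of the share of cells moved as follows. TMM factors lost the call at 0.52 in Neu_Camp-like cells (CONV 1 dpi), 0.29 in Neu_Peak1-like and 0.25 in Neu_Ccrl2-like cells (CONV 7 dpi) and -0.71 in Neu_Camp-like cells (FLASH/CONV 7 dpi). For subclusters these factors came from the subclusters of the parent type alone, so that they take up a change shared by those subclusters by construction. TMM factors added a call at -1.26 in endothelial-like and -1.39 in smooth muscle-like cells (FLASH 7 dpi) and 2.81 in Neu_Epas1-like cells (FLASH/CONV 7 dpi). TMM factors turned the sign at -0.00461 in NK-like, -0.11 in fibroblast-like, -0.13 in pericyte-like and -0.60 in Neu_Peak1-like cells (FLASH 7 dpi), -0.26 in T-like, -0.0583 in endothelial-like, -0.28 in myofibroblast-like and -0.0203 in smooth muscle-like cells (FLASH/CONV 7 dpi), -0.0214 in AT2-like cells (FLASH/CONV 1 dpi), -0.14 in Neu_Epas1-like cells (CONV 1 dpi), -0.0966 in Neu_Peak1-like cells (FLASH 1 dpi) and -1.68 in Neu_Epas1-like cells (CONV 7 dpi). A total without neutrophil-like cells lost the call at -0.73 in endothelial-like and -0.96 in myofibroblast-like cells (CONV 7 dpi). A total without neutrophil-like cells added a call at 1.32 in monocyte-like cells (CONV 1 dpi), 1.14 in monocyte-like cells (FLASH 1 dpi), 1.29 in T-like cells (CONV 7 dpi), 1.22 in T-like and -0.96 in smooth muscle-like cells (FLASH 7 dpi), -3.60 in Neu_Peak1-like cells (FLASH/CONV 7 dpi) and -1.47 in MO_Mefv-like cells (interaction). A total without neutrophil-like cells turned the sign at -0.0672 in T-like, -0.0369 in endothelial-like, -0.26 in myofibroblast-like, -0.35 in Neu_Epas1-like and -0.29 in AM_Plet1-like cells (FLASH/CONV 7 dpi), 0.24 in IM-like cells (CONV 7 dpi) and -0.0825 in AT2-like cells (FLASH/CONV 1 dpi). Limma on the arcsine scale lost the call at 0.110 in Neu_Camp-like cells (CONV 1 dpi) and 0.0372 in MO_Mefv-like cells (FLASH 1 dpi) on its own scale. Limma on the arcsine scale added a call at -0.339 in neutrophil-like, 0.140 in fibroblast-like, -0.166 in Neu_Peak1-like, -0.177 in Neu_Ccrl2-like and 0.0399 in Cd4T_Cd40lg-like cells (FLASH/CONV 7 dpi), 0.143 in T-like, -0.142 in endothelial-like and -0.0509 in smooth muscle-like cells (FLASH 7 dpi), -0.104 in fibroblast-like cells (CONV 7 dpi), 0.112 in Neu_Peak1-like and 0.176 in Neu_Ccrl2-like cells (CONV 1 dpi) and -0.0587 in MO_Mefv-like cells (interaction). Limma on the arcsine scale turned the sign at -0.0126 in NK-like cells (CONV 7 dpi) and -0.00253 in AT2-like cells (FLASH/CONV 1 dpi). Omitting Harmony lost the call at 2.62 in Neu_Epas1-like cells (CONV 1 dpi). Omitting Harmony turned the sign at -0.00567 in NK-like, 0.45 in IM-like, -3.66 in Neu_Peak1-like and -3.03 in Neu_Ccrl2-like cells (CONV 7 dpi), -2.98 in Neu_Camp-like cells (CONV 1 dpi), -2.29 in Neu_Camp-like cells (FLASH 1 dpi), -2.85 in Neu_Peak1-like and -2.29 in Neu_Ccrl2-like cells (FLASH 7 dpi) and 0.80 in Neu_Peak1-like, 0.74 in Neu_Ccrl2-like, -0.20 in Neu_Epas1-like and -0.21 in AM_Plet1-like cells (FLASH/CONV 7 dpi). Without Harmony few 7 dpi cells were named Neu_Peak1-like or Neu_Ccrl2-like, and few SHAM or 1 dpi cells Neu_Camp-like, so these signs rest on the naming. Another resolution added a call at -0.83 in fibroblast-like and -1.17 in pericyte-like cells (CONV 7 dpi). Another resolution turned the sign at -0.11 in pericyte-like cells (FLASH 7 dpi). Removing Scrublet's doublets lost the call at 2.41 in Neu_Epas1-like cells (CONV 1 dpi). Removing Scrublet's doublets added a call at -2.99 in Neu_Peak1-like cells (FLASH/CONV 7 dpi). Removing Scrublet's doublets turned the sign at -0.0149 in NK-like cells (CONV 7 dpi). Epithelial-like cells as the total turned the sign at -0.20 in AT2-like cells (FLASH 1 dpi), -0.34 in AT2-like cells (FLASH/CONV 1 dpi) and -0.0492 in AT1-like cells (FLASH/CONV 7 dpi). A total of the remaining cells lost the call at -0.18 in endothelial-like, -0.42 in myofibroblast-like and -0.44 in smooth muscle-like cells (CONV 7 dpi) and -0.90 in myofibroblast-like cells (FLASH 7 dpi). A total of the remaining cells turned the sign at 0.24 in fibroblast-like, 0.16 in pericyte-like and 0.87 in IM-like cells (CONV 7 dpi), -0.26 in endothelial-like, -0.48 in myofibroblast-like and -0.20 in smooth muscle-like cells (FLASH/CONV 7 dpi) and -0.11 in AT2-like cells (FLASH/CONV 1 dpi). A smaller total raises every share by construction.

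Numbers of DEGs that moved by more than 1.5 times are given next. DESeq2 gave 106 in T-like, 11 in B-like and 674 in AM-like cells for CONV 1 dpi and 159 in B-like cells for FLASH 1 dpi. DESeq2 gave 743 in B-like cells for FLASH 7 dpi and 328 in AT2-like, 178 in ciliated-like, 3 in club-like and 17 in mesothelial-like cells for FLASH/CONV 1 dpi. DESeq2 gave 219 in AT1-like, 347 in AT2-like, 24 in ciliated-like, 22 in club-like, 13 in mesothelial-like, 188 in T-like, 20 in Cd4T_Ccr7-like, 2 in Cd4T_Ctla4-like, 26 in Cd8T_Mki67-like, 178 in MO_Mefv-like and 149 in neutrophil-like cells for FLASH/CONV 7 dpi. Fitting only the 2 groups gave 55 in T-like, 37 in NK-like, 10 in B-like and 950 in AM-like cells for CONV 1 dpi and 124 in T-like cells for FLASH 1 dpi. Fitting only the 2 groups gave 707 in AM-like cells for CONV 7 dpi and 1251 in NK-like, 226 in B-like and 1634 in dendritic-like cells for FLASH 7 dpi. Fitting only the 2 groups gave 1 in AT2-like, 1 in ciliated-like and 31 in mesothelial-like cells for FLASH/CONV 1 dpi and 1 in AT1-like, 1 in AT2-like, 5 in ciliated-like, 11 in T-like, 1 in Cd4T_Ctla4-like, 0 in Cd4T_Cd40lg-like, 9 in Cd8T_Ccr7-like, 0 in Cd8T_Ccl5-like, 0 in Cd8T_Mki67-like and 0 in MO_Mefv-like cells for FLASH/CONV 7 dpi. Equal numbers of cells gave 15 in NK-like, 101 in AM-like and 20 in dendritic-like cells for CONV 1 dpi and 135 in T-like, 35 in NK-like, 4 in B-like, 424 in AM-like and 69 in dendritic-like cells for FLASH 1 dpi. Equal numbers of cells gave 3676 in T-like, 201 in NK-like, 55 in B-like, 620 in AM-like and 368 in dendritic-like cells for CONV 7 dpi and 3110 in T-like, 278 in NK-like, 31 in B-like, 159 in AM-like and 116 in dendritic-like cells for FLASH 7 dpi. Equal numbers of cells gave 0 in AT2-like and 6 in ciliated-like cells for FLASH/CONV 1 dpi and 20 in AT1-like, 0 in AT2-like, 6 in ciliated-like, 3 in T-like, 0 in Cd4T_Ctla4-like, 1 in Cd4T_Cd40lg-like, 0 in Cd8T_Ccl5-like, 0 in Cd8T_Mki67-like and 39 in MO_Mefv-like cells for FLASH/CONV 7 dpi. No low-count filter gave 124 in T-like, 98 in NK-like, 10 in B-like and 1027 in dendritic-like cells for CONV 1 dpi and 323 in NK-like, 118 in B-like and 1168 in dendritic-like cells for FLASH 1 dpi. No low-count filter gave 1085 in NK-like and 1396 in B-like cells for CONV 7 dpi and 1070 in B-like and 1671 in dendritic-like cells for FLASH 7 dpi. No low-count filter gave 62 in AT2-like, 419 in ciliated-like, 186 in club-like and 115 in mesothelial-like cells for FLASH/CONV 1 dpi and 188 in AT1-like, 148 in AT2-like, 165 in ciliated-like, 201 in club-like, 10 in mesothelial-like, 245 in T-like, 44 in Cd4T_Ccr7-like, 34 in Cd4T_Ctla4-like, 79 in Cd4T_Cd40lg-like, 124 in Cd8T_Ccr7-like, 140 in Cd8T_Ccl5-like, 256 in Cd8T_Mki67-like, 15 in gamma delta T-like, 88 in NKT-like, 550 in MO_Mefv-like and 450 in neutrophil-like cells for FLASH/CONV 7 dpi. Omitting Harmony gave 52 in T-like and 15 in NK-like cells for CONV 1 dpi and 832 in dendritic-like cells for CONV 7 dpi. Omitting Harmony gave 190 in AT1-like, 4 in ciliated-like, 162 in T-like, 2 in Cd4T_Ctla4-like, 19 in Cd8T_Ccl5-like and 71 in neutrophil-like cells for FLASH/CONV 7 dpi. Another resolution gave 2508 in AM-like cells for CONV 7 dpi and 2070 in AM-like cells for FLASH 7 dpi. Another resolution gave 88 in AT1-like and 19 in Cd8T_Ccl5-like cells for FLASH/CONV 7 dpi. Removing Scrublet's doublets gave 1 in B-like cells for CONV 1 dpi and 28 in B-like cells for FLASH 1 dpi. Removing Scrublet's doublets gave 146 in B-like cells for CONV 7 dpi and 214 in B-like cells for FLASH 7 dpi. Removing Scrublet's doublets gave 3 in AT2-like, 0 in ciliated-like and 1 in mesothelial-like cells for FLASH/CONV 1 dpi and 1 in AT1-like, 0 in AT2-like, 5 in ciliated-like, 5 in mesothelial-like and 0 in Cd8T_Mki67-like cells for FLASH/CONV 7 dpi. The Wilcoxon test across cells gave 87 in T-like, 40 in NK-like, 80 in B-like, 183 in AM-like and 207 in dendritic-like cells for CONV 1 dpi and 208 in T-like, 248 in B-like, 302 in AM-like and 369 in dendritic-like cells for FLASH 1 dpi. The Wilcoxon test across cells gave 1257 in T-like, 381 in NK-like, 425 in B-like, 523 in AM-like and 773 in dendritic-like cells for CONV 7 dpi and 1247 in T-like, 399 in NK-like and 302 in AM-like cells for FLASH 7 dpi. The Wilcoxon test across cells gave 478 in AT1-like, 418 in AT2-like, 58 in ciliated-like, 20 in club-like and 458 in mesothelial-like cells for FLASH/CONV 1 dpi and 676 in AT1-like, 369 in AT2-like, 20 in ciliated-like, 5 in club-like, 33 in mesothelial-like, 21 in Cd4T_Ccr7-like, 1 in Cd4T_Ctla4-like, 45 in Cd4T_Cd40lg-like, 59 in Cd8T_Ccr7-like, 133 in Cd8T_Ccl5-like, 119 in Cd8T_Mki67-like, 4 in gamma delta T-like, 8 in NKT-like, 365 in MO_Mefv-like and 969 in neutrophil-like cells for FLASH/CONV 7 dpi. Few endothelial and fibroblast UMIs gave 74 in AT1-like and 0 in AT2-like cells for FLASH/CONV 1 dpi. The largest AT1-like cluster gave 353 in AT1-like cells for FLASH/CONV 7 dpi. Equal numbers of cells mean fewer UMIs, and fits of 2 groups fewer samples, by construction, and cells are not replicates in the Wilcoxon test. With DESeq2's size factors in edgeR no number moved by more than 1.5 times. The larger side of the split turned in dendritic-like cells (FLASH 1 dpi) from 354 higher and 336 lower to 329 and 360, T-like cells (CONV 7 dpi) from 3053 higher and 2687 lower to 2786 and 2924 and T-like cells (FLASH 7 dpi) from 2714 higher and 2315 lower to 2443 and 2518, and the split of higher and lower DEGs in ciliated-like cells (FLASH/CONV 7 dpi) went from 2 and 0 to 2 and 1. Without a threshold on the fold change no number moved by more than 1.5 times.

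With DESeq2, the sum of DEGs over T-, NK-, B-, AM- and dendritic-like cells was 1308 (CONV 1 dpi) and genes shared by at least 3 of them numbered 118 (FLASH 1 dpi). With no low-count filter, the sum of DEGs over T-, NK-, B-, AM- and dendritic-like cells was 1793 (CONV 1 dpi) and genes shared by at least 3 of them numbered 47 (CONV 1 dpi), 117 (FLASH 1 dpi), 587 (CONV 7 dpi) and 353 (FLASH 7 dpi). With equal numbers of cells, the sum of DEGs over T-, NK-, B-, AM- and dendritic-like cells was 165 (CONV 1 dpi), 667 (FLASH 1 dpi), 4920 (CONV 7 dpi) and 3694 (FLASH 7 dpi) and genes shared by at least 3 of them numbered 5 (CONV 1 dpi), 10 (FLASH 1 dpi), 62 (CONV 7 dpi) and 25 (FLASH 7 dpi). With only the 2 groups compared, the sum of DEGs over T-, NK-, B-, AM- and dendritic-like cells was 1628 (CONV 1 dpi) and genes shared by at least 3 of them numbered 230 (CONV 7 dpi). With a Wilcoxon test across cells, the sum of DEGs over T-, NK-, B-, AM- and dendritic-like cells was 1302 (FLASH 1 dpi), 3359 (CONV 7 dpi) and 3022 (FLASH 7 dpi) and genes shared by at least 3 of them numbered 166 (CONV 7 dpi). With DESeq2, genes whose difference changed between the days numbered 30 in AT1-like, 110 in T-like, 129 in MO_Mefv-like, 671 in AM-like, 133 in dendritic-like, 823 in endothelial-like, 2211 in fibroblast-like, 34 in ciliated-like, 12 in Cd4T_Cd40lg-like and 377 in AM_Plet1-like cells. With equal numbers of cells, genes whose difference changed between the days numbered 0 in AT1-like, 1 in T-like, 30 in MO_Mefv-like, 121 in AM-like, 6 in dendritic-like, 40 in endothelial-like, 585 in monocyte-like, 2 in Cd4T_Ccr7-like, 0 in Cd4T_Ctla4-like, 0 in Cd4T_Cd40lg-like and 20 in AM_Plet1-like cells. With AT1-like cells with few endothelial and fibroblast UMIs, genes whose difference changed between the days numbered 50 in AT1-like cells. With the largest AT1-like cluster alone, genes whose difference changed between the days numbered 0 in AT1-like cells. With no Harmony, genes whose difference changed between the days numbered 0 in AT1-like, 5 in T-like, 0 in dendritic-like, 0 in ciliated-like, 0 in Cd4T_Ctla4-like and 0 in Cd4T_Cd40lg-like cells. With no low-count filter, genes whose difference changed between the days numbered 7 in AT1-like, 82 in T-like, 358 in MO_Mefv-like, 535 in AM-like, 477 in dendritic-like, 144 in endothelial-like, 59 in Cd4T_Ccr7-like, 56 in Cd8T_Ccr7-like, 161 in ciliated-like, 32 in Cd4T_Ctla4-like, 44 in Cd4T_Cd40lg-like and 517 in AM_Plet1-like cells. With Scrublet's doublets removed, genes whose difference changed between the days numbered 0 in AT1-like, 0 in T-like, 199 in AM-like and 2 in ciliated-like cells. With another resolution, genes whose difference changed between the days numbered 0 in T-like, 15 in MO_Mefv-like, 170 in AM-like, 1 in dendritic-like and 0 in Cd4T_Cd40lg-like cells. With DESeq2's size factors, genes whose difference changed between the days numbered 0 in T-like cells. With the subcluster of neutrophil genes counted in, genes whose difference changed between the days numbered 55 in MO_Mefv-like cells. Camera called the list of p53 response genes in 2 (CONV 7 dpi), inflammatory response genes in 2 (CONV 1 dpi), ribosomal genes in 4 (CONV 1 dpi), 2 (FLASH 1 dpi), 4 (CONV 7 dpi) and 4 (FLASH 7 dpi) and respiratory genes in 3 (CONV 1 dpi), 3 (FLASH 1 dpi), 3 (CONV 7 dpi) and 2 (FLASH 7 dpi) types.

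Lists are given by the adjusted p of fry, or of camera where named, and their direction by the same test. With camera, the adjusted p was 0.000948 for erythroid RNA in T-like, 3.67e-05 for neutrophil RNA in NK-like, 0.00329 for erythroid RNA in NK-like, 7.03e-08 for module 3 in AT1-like, 4.78e-05 for EMT in AT1-like, 0.00397 for fibroblast, outside module 3 in AT1-like, 0.00177 for inflammatory response in neutrophil-like, 0.000844 for neutrophil RNA in endothelial-like, 0.0199 for erythroid RNA in endothelial-like and 0.000184 for neutrophil RNA in fibroblast-like cells (FLASH/CONV 7 dpi), 0.000257 for module 3 in AT1-like cells (FLASH 7 dpi) and 3.15e-11 for module 3 in AT1-like, 0.0415 for EMT in AT1-like and 0.0156 for TGF-β signaling in AT1-like cells (FLASH/CONV 1 dpi), called. After removal of Scrublet's doublets, the adjusted p was 0.0539 for neutrophil RNA in T-like, 0.0983 for neutrophil RNA in B-like, 0.0640 for erythroid RNA in B-like, 0.0671 for neutrophil RNA in AT1-like and 0.0909 for erythroid RNA in AT1-like cells (FLASH/CONV 7 dpi), no longer called. After removal of Scrublet's doublets, the adjusted p was 0.965 for TGF-β signaling in AT1-like cells (FLASH/CONV 7 dpi), in the other direction. With AT1-like cells with few endothelial and fibroblast UMIs, the adjusted p was 0.0608 for neutrophil RNA in AT1-like and 0.0563 for erythroid RNA in AT1-like cells (FLASH/CONV 7 dpi), no longer called. With AT1-like cells with few endothelial and fibroblast UMIs, the adjusted p was 0.918 for EMT in AT1-like and 0.692 for endothelial, outside module 3 in AT1-like cells (FLASH/CONV 1 dpi) and 0.927 for TGF-β signaling in AT1-like cells (FLASH/CONV 7 dpi), in the other direction. With the largest AT1-like cluster alone, the adjusted p was 0.939 for erythroid RNA in AT1-like cells (FLASH/CONV 7 dpi), no longer called. With the largest AT1-like cluster alone, the adjusted p was 0.0206 for module 3 in AT1-like, 0.0206 for endothelial, outside module 3 in AT1-like and 0.0140 for fibroblast, outside module 3 in AT1-like cells (FLASH/CONV 7 dpi), called. With the largest AT1-like cluster alone, the adjusted p was 0.895 for EMT in AT1-like cells (FLASH/CONV 1 dpi) and 0.0914 for module 3 in AT1-like cells (interaction), in the other direction. With the subcluster of neutrophil genes counted in, the adjusted p was 0.958 for M1 in MO_Mefv-like cells (FLASH/CONV 7 dpi), in the other direction.

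Named genes turned in direction as follows. Equal numbers of cells gave -0.25 for *Cdkn1a* in T-like cells (FLASH 7 dpi), 0.26 for *Itgal* in neutrophil-like cells (FLASH/CONV 7 dpi), 0.23 for *Cd40* in dendritic-like cells (FLASH/CONV 7 dpi), -0.0738 for *Tal1* in AT1-like cells (FLASH 7 dpi) and 0.0336 for *Cebpd* in AT1-like cells (FLASH/CONV 7 dpi). Another resolution gave -0.00131 for *Cdkn1a* in T-like cells (FLASH 7 dpi) and 0.25 for *Cd40* in dendritic-like cells (FLASH/CONV 7 dpi). No low-count filter gave 0.14 for *Itgal* in neutrophil-like cells (CONV 7 dpi) and -0.0461 for *Lair1* in neutrophil-like cells (FLASH/CONV 7 dpi). Scrublet's doublets removed gave 0.00651 for *Itgal* in neutrophil-like cells (CONV 7 dpi) and -0.0385 for *Pvr* in dendritic-like cells (FLASH/CONV 7 dpi). DESeq2's size factors gave -0.00242 for *Lair1* in neutrophil-like cells (CONV 7 dpi). DESeq2 gave -0.0313 for *Lair1* in neutrophil-like cells (CONV 7 dpi). No Harmony gave 0.0843 for *Itgal* in neutrophil-like cells (FLASH/CONV 7 dpi), -0.13 for *Lair1* in neutrophil-like cells (FLASH/CONV 7 dpi) and -0.0973 for *Pvr* in dendritic-like cells (FLASH/CONV 7 dpi). AT1-like cells with few endothelial and fibroblast UMIs gave -0.0331 for *Cebpd* in AT1-like cells (FLASH 7 dpi) and -0.65 for *Cebpd* in AT1-like cells (FLASH/CONV 1 dpi). The largest AT1-like cluster alone gave -0.58 for *Thbs1* in AT1-like cells (FLASH/CONV 1 dpi), -0.51 for *Thbs1* in AT1-like cells (FLASH/CONV 7 dpi) and 0.50 for *Cebpd* in AT1-like cells (FLASH/CONV 7 dpi). Between subclusters, no Harmony gave 0.23 for *Rela* (Neu_Ccrl2-like less Neu_Epas1-like), of the other sign. Between subclusters, Scrublet's doublets removed gave 0.0338 for *Rela* (Neu_Ccrl2-like less Neu_Epas1-like) and 0.0851 for *Maff* (Neu_Ccrl2-like less Neu_Epas1-like), of the other sign. Between subclusters, a prior count of 5 gave -0.0309 for *Gabpb1* (Neu_Ccrl2-like less Neu_Epas1-like) and -0.0106 for *Tfe3* (Neu_Ccrl2-like less Neu_Epas1-like), of the other sign. Between subclusters, a prior count of 5 gave 0.35 for Th function (Cd4T_Cd40lg-like less Cd4T_Ctla4-like), no longer called.

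Samples left out in turn are named by group and replicate where leaving them out gave the lowest or highest value. Genes that changed between the days numbered 0 (CONV 1 dpi replicate 1) to 28 (CONV 7 dpi replicate 3) in AT1-like, 0 (CONV 1 dpi replicate 1) to 78 (CONV 7 dpi replicate 3) in T-like, 1 (CONV 1 dpi replicate 1) to 479 (CONV 7 dpi replicate 3) in MO_Mefv-like, 82 (CONV 1 dpi replicate 3) to 1023 (CONV 7 dpi replicate 3) in AM-like and 3 (CONV 1 dpi replicate 2) to 265 (CONV 7 dpi replicate 3) in dendritic-like cells. Such genes numbered 5 (FLASH 1 dpi replicate 2) to 2044 (CONV 7 dpi replicate 3) in endothelial-like, 105 (CONV 1 dpi replicate 1) to 4535 (CONV 7 dpi replicate 3) in fibroblast-like, 397 (FLASH 7 dpi replicate 3) to 2600 (CONV 7 dpi replicate 3) in monocyte-like, 3 (CONV 7 dpi replicate 2) to 67 (CONV 7 dpi replicate 3) in Cd4T_Ccr7-like and 4 (FLASH 7 dpi replicate 3) to 81 (CONV 7 dpi replicate 3) in Cd8T_Ccr7-like cells. In the remaining types they numbered 0 (CONV 1 dpi replicate 2) to 98 (CONV 7 dpi replicate 3) in ciliated-like, 0 (CONV 1 dpi replicate 1) to 3 (CONV 1 dpi replicate 3) in Cd4T_Ctla4-like, 0 (CONV 1 dpi replicate 1) to 4 (CONV 1 dpi replicate 3) in Cd4T_Cd40lg-like and 11 (FLASH 7 dpi replicate 2) to 644 (CONV 7 dpi replicate 3) in AM_Plet1-like cells. DEGs in T-like cells numbered for CONV 1 dpi 13 (CONV 1 dpi replicate 1) to 30 (CONV 1 dpi replicate 3) and for FLASH 1 dpi 104 (FLASH 1 dpi replicate 1) to 343 (FLASH 1 dpi replicate 3). DEGs in T-like cells numbered for FLASH/CONV 7 dpi 0 (CONV 7 dpi replicate 2) to 223 (CONV 7 dpi replicate 3). DEGs in NK-like cells numbered for CONV 1 dpi 15 (SHAM replicate 2) to 21 (CONV 1 dpi replicate 2) and for FLASH 1 dpi 42 (SHAM replicate 1) to 83 (FLASH 1 dpi replicate 1). DEGs in NK-like cells numbered for CONV 7 dpi 221 (SHAM replicate 1) to 688 (CONV 7 dpi replicate 1) and for FLASH 7 dpi 306 (FLASH 7 dpi replicate 3) to 599 (SHAM replicate 2). DEGs in AM-like cells numbered for CONV 1 dpi 166 (SHAM replicate 3) to 237 (CONV 1 dpi replicate 2) and for FLASH 1 dpi 808 (SHAM replicate 2) to 1402 (FLASH 1 dpi replicate 1). DEGs in AM-like cells numbered for CONV 7 dpi 816 (CONV 7 dpi replicate 2) to 2205 (CONV 7 dpi replicate 3) and for FLASH 7 dpi 239 (SHAM replicate 2) to 375 (SHAM replicate 1). DEGs in dendritic-like cells numbered for CONV 1 dpi 197 (SHAM replicate 3) to 321 (SHAM replicate 2) and for FLASH 1 dpi 310 (SHAM replicate 1) to 536 (FLASH 1 dpi replicate 3). DEGs in dendritic-like cells numbered for CONV 7 dpi 1037 (SHAM replicate 3) to 1450 (CONV 7 dpi replicate 3) and for FLASH 7 dpi 585 (FLASH 7 dpi replicate 3) to 726 (FLASH 7 dpi replicate 1). DEGs in B-like cells numbered for FLASH 1 dpi 0 (SHAM replicate 1) to 10 (FLASH 1 dpi replicate 3) and for CONV 7 dpi 52 (SHAM replicate 3) to 1144 (CONV 7 dpi replicate 2). DEGs in B-like cells numbered for FLASH 7 dpi 28 (FLASH 7 dpi replicate 1) to 1465 (FLASH 7 dpi replicate 3). DEGs in AT2-like cells numbered for FLASH/CONV 1 dpi 0 (CONV 1 dpi replicate 2) to 389 (FLASH 1 dpi replicate 1) and for FLASH/CONV 7 dpi 0 (CONV 7 dpi replicate 1) to 666 (CONV 7 dpi replicate 3). DEGs in ciliated-like cells numbered for FLASH/CONV 1 dpi 1 (CONV 1 dpi replicate 1) to 143 (CONV 1 dpi replicate 2) and for FLASH/CONV 7 dpi 2 (CONV 7 dpi replicate 2) to 26 (CONV 7 dpi replicate 3). DEGs in mesothelial-like cells numbered for FLASH/CONV 1 dpi 0 (CONV 1 dpi replicate 1) to 1 (FLASH 1 dpi replicate 1) and for FLASH/CONV 7 dpi 0 (CONV 7 dpi replicate 1) to 6 (CONV 7 dpi replicate 3). DEGs in AT1-like cells numbered for FLASH/CONV 7 dpi 0 (CONV 7 dpi replicate 2) to 323 (CONV 7 dpi replicate 3). DEGs in club-like cells numbered for FLASH/CONV 7 dpi 0 (CONV 7 dpi replicate 1) to 12 (CONV 7 dpi replicate 3). DEGs in Cd4T_Ccr7-like cells numbered for FLASH/CONV 7 dpi 1 (CONV 7 dpi replicate 1) to 85 (CONV 7 dpi replicate 3). DEGs in Cd4T_Ctla4-like cells numbered for FLASH/CONV 7 dpi 0 (FLASH 7 dpi replicate 3) to 11 (CONV 7 dpi replicate 3). DEGs in Cd4T_Cd40lg-like cells numbered for FLASH/CONV 7 dpi 1 (CONV 7 dpi replicate 1) to 24 (CONV 7 dpi replicate 3). DEGs in Cd8T_Ccr7-like cells numbered for FLASH/CONV 7 dpi 1 (CONV 7 dpi replicate 1) to 160 (CONV 7 dpi replicate 3). DEGs in Cd8T_Ccl5-like cells numbered for FLASH/CONV 7 dpi 0 (FLASH 7 dpi replicate 3) to 38 (CONV 7 dpi replicate 3). DEGs in Cd8T_Mki67-like cells numbered for FLASH/CONV 7 dpi 4 (FLASH 7 dpi replicate 1) to 62 (CONV 7 dpi replicate 3). DEGs in NKT-like cells numbered for FLASH/CONV 7 dpi 0 (CONV 7 dpi replicate 2) to 101 (CONV 7 dpi replicate 3). DEGs in MO_Mefv-like cells numbered for FLASH/CONV 7 dpi 1 (FLASH 7 dpi replicate 3) to 717 (CONV 7 dpi replicate 3). DEGs in neutrophil-like cells numbered for FLASH/CONV 7 dpi 0 (CONV 7 dpi replicate 1) to 105 (CONV 7 dpi replicate 3). The sum of DEGs over the 5 types was for CONV 1 dpi 410 (SHAM replicate 3) to 562 (SHAM replicate 2) and for FLASH 1 dpi 1464 (SHAM replicate 3) to 1970 (FLASH 1 dpi replicate 1). The sum of DEGs over the 5 types was for FLASH 7 dpi 5272 (SHAM replicate 3) to 6771 (FLASH 7 dpi replicate 3). Genes shared by at least 3 types numbered for CONV 1 dpi 9 (SHAM replicate 2) to 15 (CONV 1 dpi replicate 1) and for FLASH 1 dpi 20 (SHAM replicate 1) to 38 (FLASH 1 dpi replicate 3). Genes shared by at least 3 types numbered for CONV 7 dpi 113 (SHAM replicate 3) to 373 (CONV 7 dpi replicate 3) and for FLASH 7 dpi 50 (FLASH 7 dpi replicate 1) to 128 (FLASH 7 dpi replicate 3). Types with the p53 response list called numbered for CONV 7 dpi 1 (CONV 7 dpi replicate 1) to 2 (CONV 7 dpi replicate 3). Types with the inflammatory response list called numbered for FLASH 1 dpi 0 (FLASH 1 dpi replicate 1) to 1 (SHAM replicate 3) and for CONV 7 dpi 1 (CONV 7 dpi replicate 1) to 2 (SHAM replicate 3). Types with the inflammatory response list called numbered for FLASH 7 dpi 1 (FLASH 7 dpi replicate 3) to 2 (SHAM replicate 3). Types with the ribosomal list called numbered for FLASH 1 dpi 0 (FLASH 1 dpi replicate 1) to 1 (FLASH 1 dpi replicate 2). Types with the respiratory list called numbered for CONV 7 dpi 1 (CONV 7 dpi replicate 1) to 2 (CONV 7 dpi replicate 2) and for FLASH 7 dpi 1 (FLASH 7 dpi replicate 1) to 2 (FLASH 7 dpi replicate 3).

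For values with a test, the range over the samples left out is followed by each sample whose omission changed the call or the sign. The share of monocyte-like cells (FLASH 1 dpi) ranged from 0.82 to 1.13, and it was called without FLASH 1 dpi replicate 1. The share of monocyte-like cells (FLASH/CONV 1 dpi) ranged from -0.28 to 0.0312, and the sign turned without FLASH 1 dpi replicate 1 and FLASH 1 dpi replicate 2 (0.0113). The share of T-like cells (CONV 7 dpi) ranged from 0.48 to 1.35, and it was called without CONV 7 dpi replicate 1. The share of NK-like cells (CONV 7 dpi) ranged from -0.93 to 0.44, and the sign turned without SHAM replicate 1 (-0.0367), SHAM replicate 3 (-0.0942) and CONV 7 dpi replicate 3. The share of T-like cells (FLASH/CONV 1 dpi) ranged from -0.38 to 0.0804, and the sign turned without CONV 1 dpi replicate 3 and FLASH 1 dpi replicate 3 (0.0344). The share of B-like cells (FLASH/CONV 1 dpi) ranged from -0.82 to 0.0578, and the sign turned without FLASH 1 dpi replicate 3. The share of T-like cells (FLASH/CONV 7 dpi) ranged from -0.16 to 0.71, and the sign turned without CONV 7 dpi replicate 1. The share of fibroblast-like cells (CONV 7 dpi) ranged from -1.02 to -0.61, and it was called without SHAM replicate 2. The share of pericyte-like cells (CONV 7 dpi) ranged from -1.21 to -0.45, and it was called without SHAM replicate 2. The share of myofibroblast-like cells (FLASH 7 dpi) ranged from -1.48 to -1.10, and the call was lost without FLASH 7 dpi replicate 2. The share of smooth muscle-like cells (FLASH 7 dpi) ranged from -1.27 to -0.87, and it was called without SHAM replicate 2 (-1.24) and FLASH 7 dpi replicate 1. The share of pericyte-like cells (FLASH 7 dpi) ranged from -0.13 to 0.64, and the sign turned without SHAM replicate 2. The share of IM-like cells (CONV 7 dpi) ranged from -0.65 to 0.28, and the sign turned without SHAM replicate 1 and CONV 7 dpi replicate 1 (0.15). The share of AT2-like cells (FLASH 1 dpi) ranged from -0.39 to 1.05, and the sign turned without SHAM replicate 2 (-0.0909) and FLASH 1 dpi replicate 3. The share of AT2-like cells (FLASH/CONV 1 dpi) ranged from -0.60 to 0.44, and the sign turned without CONV 1 dpi replicate 2 (-0.0215) and FLASH 1 dpi replicate 3. The share of Neu_Peak1-like cells (CONV 7 dpi) ranged from 2.50 to 3.52, and the call was lost without SHAM replicate 1, SHAM replicate 2, SHAM replicate 3 (3.45), CONV 7 dpi replicate 1 (2.50) and CONV 7 dpi replicate 3 (3.23). The share of Neu_Ccrl2-like cells (CONV 7 dpi) ranged from 2.34 to 3.46, and the call was lost without SHAM replicate 1, SHAM replicate 2, SHAM replicate 3 (3.19), CONV 7 dpi replicate 1 (2.52) and CONV 7 dpi replicate 3 (2.98). The share of Neu_Peak1-like cells (FLASH 7 dpi) ranged from -0.52 to 0.62, and the sign turned without SHAM replicate 1, FLASH 7 dpi replicate 1 (-0.25) and FLASH 7 dpi replicate 3 (-0.44). The share of Neu_Camp-like cells (FLASH/CONV 7 dpi) ranged from -3.83 to -2.27, and the call was lost without CONV 7 dpi replicate 1. The share of Neu_Epas1-like cells (FLASH/CONV 7 dpi) ranged from -0.19 to 0.51, and the sign turned without CONV 7 dpi replicate 2 (-0.17), FLASH 7 dpi replicate 1 (-0.0130) and FLASH 7 dpi replicate 3. The share of MO_Mefv-like cells (FLASH/CONV 7 dpi) ranged from -1.28 to -0.94, and the call was lost without CONV 7 dpi replicate 2, FLASH 7 dpi replicate 1 (-1.05) and FLASH 7 dpi replicate 3 (-1.03). The share of MO_Mefv-like cells (interaction) ranged from -1.40 to -0.99, and it was called without CONV 7 dpi replicate 1 (-1.33). The share of AM_Plet1-like cells (FLASH/CONV 7 dpi) ranged from -0.0870 to 0.42, and the sign turned without FLASH 7 dpi replicate 2. Neutrophil RNA in T-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.0180 to 0.112, and the call was lost without CONV 7 dpi replicate 1 (0.0545), FLASH 7 dpi replicate 1 (0.0654), FLASH 7 dpi replicate 2 (0.0978) and FLASH 7 dpi replicate 3. Erythroid RNA in T-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.0459 to 0.283, and it was called without CONV 7 dpi replicate 3. Secretory epithelial RNA in T-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.0158 to 0.0545, and the call was lost without CONV 7 dpi replicate 1. Erythroid RNA in NK-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.0393 to 0.524, and it was called without CONV 7 dpi replicate 3 (0.0448) and FLASH 7 dpi replicate 2. Secretory epithelial RNA in NK-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.0158 to 0.0545, and the call was lost without CONV 7 dpi replicate 1. Neutrophil RNA in B-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.0158 to 0.129, and the call was lost without CONV 7 dpi replicate 1 (0.123), CONV 7 dpi replicate 3 (0.0759), FLASH 7 dpi replicate 1 (0.0859), FLASH 7 dpi replicate 2 (0.0638) and FLASH 7 dpi replicate 3. Erythroid RNA in B-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.0176 to 0.0527, and the call was lost without CONV 7 dpi replicate 1. Secretory epithelial RNA in B-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.0156 to 0.0527, and the call was lost without CONV 7 dpi replicate 1. Module 3 in AT1-like cells (FLASH 1 dpi) had an adjusted p that ranged from 0.166 to 0.982, and the direction turned without SHAM replicate 2, FLASH 1 dpi replicate 2 (0.960) and FLASH 1 dpi replicate 3 (0.743). Module 3 in AT1-like cells (FLASH/CONV 1 dpi) had an adjusted p that ranged from 0.0263 to 0.801, and it was called without FLASH 1 dpi replicate 1. EMT in AT1-like cells (FLASH/CONV 1 dpi) had an adjusted p that ranged from 0.107 to 0.960, and the direction turned without FLASH 1 dpi replicate 3 (0.801). TGF-β signaling in AT1-like cells (FLASH/CONV 1 dpi) had an adjusted p that ranged from 0.0272 to 0.770, and it was called without FLASH 1 dpi replicate 1. WNT signaling in AT1-like cells (FLASH/CONV 1 dpi) had an adjusted p that ranged from 0.0222 to 0.674, and it was called without FLASH 1 dpi replicate 1. Fibroblast, outside module 3 in AT1-like cells (FLASH/CONV 1 dpi) had an adjusted p that ranged from 0.208 to 0.972, and the direction turned without CONV 1 dpi replicate 3 and FLASH 1 dpi replicate 3 (0.801). TGF-β signaling in AT1-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.604 to 0.993, and the direction turned without CONV 7 dpi replicate 2 (0.989), CONV 7 dpi replicate 3 (0.908) and FLASH 7 dpi replicate 2. Endothelial, outside module 3 in AT1-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.651 to 0.990, and the direction turned without FLASH 7 dpi replicate 1 (0.971). Neutrophil RNA in AT1-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.0158 to 0.0528, and the call was lost without CONV 7 dpi replicate 1 (0.0527) and FLASH 7 dpi replicate 3. Erythroid RNA in AT1-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.0158 to 0.0631, and the call was lost without CONV 7 dpi replicate 1. Module 3 in AT1-like cells (interaction) had an adjusted p that ranged from 0.251 to 0.992, and the direction turned without CONV 1 dpi replicate 3 (0.930), FLASH 1 dpi replicate 2 (0.963), FLASH 1 dpi replicate 3 (0.770), CONV 7 dpi replicate 1, CONV 7 dpi replicate 3 (0.986) and FLASH 7 dpi replicate 3 (0.923). M1 in AM_Plet1-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.449 to 0.980, and the direction turned without CONV 7 dpi replicate 1, CONV 7 dpi replicate 3 (0.969) and FLASH 7 dpi replicate 3 (0.912). M2 in AM_Plet1-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.449 to 0.993, and the direction turned without CONV 7 dpi replicate 1 (0.980) and FLASH 7 dpi replicate 1. Inflammatory response in AM_Plet1-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.449 to 0.980, and the direction turned without CONV 7 dpi replicate 1 and FLASH 7 dpi replicate 1. M1 in MO_Mefv-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.713 to 0.993, and the direction turned without CONV 7 dpi replicate 2, CONV 7 dpi replicate 3 (0.922), FLASH 7 dpi replicate 1 (0.868), FLASH 7 dpi replicate 2 (0.856) and FLASH 7 dpi replicate 3. Erythroid RNA in neutrophil-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.362 to 0.857, and the direction turned without CONV 7 dpi replicate 3 (0.805) and FLASH 7 dpi replicate 3. Secretory epithelial RNA in neutrophil-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.0180 to 0.0552, and the call was lost without CONV 7 dpi replicate 1 (0.0527), FLASH 7 dpi replicate 1 and FLASH 7 dpi replicate 3 (0.0528). Neutrophil RNA in endothelial-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.0233 to 0.172, and it was called without CONV 7 dpi replicate 2. Neutrophil RNA in fibroblast-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.0197 to 0.129, and it was called without CONV 7 dpi replicate 2 and CONV 7 dpi replicate 3 (0.0432). Erythroid RNA in fibroblast-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.0158 to 0.0664, and the call was lost without CONV 7 dpi replicate 1 and FLASH 7 dpi replicate 3 (0.0528). Secretory epithelial RNA in fibroblast-like cells (FLASH/CONV 7 dpi) had an adjusted p that ranged from 0.0158 to 0.0527, and the call was lost without CONV 7 dpi replicate 1. *Ccl5* in T-like cells (CONV 1 dpi) ranged from -0.66 to 0.14, and the sign turned without SHAM replicate 2. *Ccl5* in T-like cells (FLASH 1 dpi) ranged from -0.58 to 0.23, and the sign turned without SHAM replicate 2. *Cdkn1a* in T-like cells (CONV 7 dpi) ranged from -0.38 to 0.0791, and the sign turned without SHAM replicate 1. *Cdkn1a* in T-like cells (FLASH 7 dpi) ranged from -0.11 to 0.34, and the sign turned without SHAM replicate 2, SHAM replicate 3 (-0.0721) and FLASH 7 dpi replicate 2 (-0.0452). *Itgal* in neutrophil-like cells (FLASH/CONV 7 dpi) ranged from -0.34 to 0.17, and the sign turned without CONV 7 dpi replicate 3 (0.0630) and FLASH 7 dpi replicate 2. *Lair1* in neutrophil-like cells (FLASH/CONV 7 dpi) ranged from -0.17 to 0.30, and the sign turned without CONV 7 dpi replicate 2 (-0.0144) and FLASH 7 dpi replicate 3. *Il16* in Cd4T_Cd40lg-like cells (FLASH/CONV 7 dpi) ranged from -0.0434 to 0.22, and the sign turned without FLASH 7 dpi replicate 1. *Col1a2* in AT1-like cells (FLASH/CONV 1 dpi) ranged from -0.34 to 1.28, and the sign turned without FLASH 1 dpi replicate 3. *Thbs1* in AT1-like cells (FLASH/CONV 1 dpi) ranged from -0.13 to 1.10, and the sign turned without FLASH 1 dpi replicate 3. *Thbs1* in AT1-like cells (FLASH/CONV 7 dpi) ranged from -0.20 to 0.31, and the sign turned without FLASH 7 dpi replicate 2. *Cebpd* in AT1-like cells (FLASH/CONV 7 dpi) ranged from -0.25 to 0.33, and the sign turned without CONV 7 dpi replicate 1 and FLASH 7 dpi replicate 3 (0.12). *Tal1* in AT1-like cells (FLASH/CONV 7 dpi) ranged from -0.67 to 0.00512, and the sign turned without CONV 7 dpi replicate 1.

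Over 30 pairs of samples with the same replicate number in 2 groups, the correlation of their deviations from the group means went from -0.259 to 0.134 (median 0.0116), and 3 pairs were over 0.1, as were 10 of 60 pairs with different numbers. The samples thus share only a number, and the fit with this number as a block is given here alone. With the block, the change in the share of cells was not called in Neu_Peak1-like (2.82) and Neu_Ccrl2-like (2.72) cells for CONV 7 dpi. With the block, the change in the share of cells was turned in sign in NK-like (-0.20) cells for CONV 7 dpi and Neu_Peak1-like (-0.22) cells for FLASH 7 dpi. DEGs in the blocked fit numbered 0 in B-like cells (FLASH 1 dpi), 417 in B-like cells (CONV 7 dpi), 194 in B-like cells (FLASH 7 dpi), 14 in AT2-like cells (FLASH/CONV 1 dpi) and 0 in AT2-like, 8 in Cd4T_Cd40lg-like and 22 in Cd8T_Mki67-like cells (FLASH/CONV 7 dpi), each over 1.5 times away. Genes whose difference changed between the days numbered 0 in AT1-like, 0 in T-like, 199 in AM-like, 7 in dendritic-like, 44 in endothelial-like, 8 in Cd4T_Ccr7-like, 0 in ciliated-like and 0 in Cd4T_Ctla4-like cells in it. Fry with the block called the list of p53 response genes in 2 types (CONV 7 dpi) and inflammatory response genes in 1 type (FLASH 7 dpi). Its adjusted p was 0.995 for TGF-β signaling in AT1-like cells (FLASH/CONV 7 dpi), in the other direction.

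Of 200 genes doubled by simulation in the FLASH samples at 7 dpi, 74.5% were called in T-like, 94.5% in Cd8T_Ccl5-like, 59.5% in MO_Mefv-like, 26% in AT1-like and 0.5% in neutrophil-like cells, and among those of higher expression 98.1%, 98%, 86%, 46.9% and 1.04%. A number of DEGs near 0 in neutrophil-like cells, where 1 of the 200 was called, therefore does not exclude a doubling of many genes. In AT1-like cells 55 of 200 were called at 1 dpi and 52 at 7 dpi. By this simulation the 0 DEGs of AT1-like cells at 1 dpi argue against a doubling of as many genes, but not of a few.

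No value exists for some alternatives. Without Harmony no subcluster was named MO_Mefv-like or NKT-like, so that their shares, genes and subcluster comparisons could not be tested, and Neu_Camp-like cells were compared with no other subcluster because too few samples held enough of them. With Scrublet's doublets removed, the number of DEGs in club-like cells (FLASH/CONV 7 dpi) had too few cells, and *Ngp* was filtered out in AT1-like cells. With equal numbers of cells, *Ets1*, *Inpp4b*, *Ptprb* and *Wfdc2* in MO_Mefv-like, *Ky*, *Lrat*, *Mmp8* and *Postn* in T-like, *Lair1* in neutrophil-like and *Ngp* and *Stc1* in AT1-like cells were filtered out, as was *Stc1* with only the 2 groups compared. The fit of 2 groups and the Wilcoxon test across cells do not apply to the difference between the days.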

Differences from the paper's values

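The paper's numbers of DEGs were read from its figures. Its methods name a test across single cells, for markers of clusters, and no test for DEGs between groups, while samples were tested here. Alternatives set before the data were examined were DESeq2, DESeq2's size factors, no low-count filter, the replicate block, equal numbers of cells, only the 2 groups in the fit, no Harmony, another resolution, doublets removed, no fold threshold, a Wilcoxon test across cells, and each sample of a comparison left out in turn. An alternative not named beside a number did not come within 1.5 times of the paper's, or gave no value. Comparisons are with SHAM unless given as FLASH/CONV, and numbers in parentheses are those called under the alternative. The paper has about 330 DEGs in T cells for CONV 1 dpi (Fig. 2D, read by eye), where 34 were called here, and no alternative came within 1.5 times of it. The paper has about 39 DEGs in NK cells for CONV 1 dpi (Fig. 2D, read by eye), where 24 were called here, and within 1.5 times of it came another resolution (27), only the 2 groups (37) and Wilcoxon (40). The paper has about 79 DEGs in B cells for CONV 1 dpi (Fig. 2D, read by eye), where edgeR called 0 here (403 below an unadjusted p of 0.05, and 11 called by DESeq2), and within 1.5 times of it came Wilcoxon (80). The paper has about 180 DEGs in AM cells for CONV 1 dpi (Fig. 2D, read by eye), where 392 were called here, and within 1.5 times of it came Wilcoxon (183) and each of the 6 samples left out in turn (166 to 237). The paper has about 250 DEGs in dendritic cells for CONV 1 dpi (Fig. 2D, read by eye), where 417 were called here, and within 1.5 times of it came another resolution (297), no Harmony (290), the replicate block, Wilcoxon (207) and each of the 6 samples left out in turn (197 to 321). The paper has about 250 DEGs in B cells for FLASH 1 dpi (Fig. 2D, read by eye), where 57 were called here, and within 1.5 times of it came Wilcoxon (248). The paper has about 290 DEGs in AM cells for FLASH 1 dpi (Fig. 2D, read by eye), where 1786 were called here, and within 1.5 times of it came equal numbers of cells (424) and Wilcoxon (302). The paper has about 330 DEGs in dendritic cells for FLASH 1 dpi (Fig. 2D, read by eye), where 690 were called here, and within 1.5 times of it came Wilcoxon (369), SHAM replicate 1 left out (310), SHAM replicate 3 left out (322), FLASH 1 dpi replicate 1 left out (380) and FLASH 1 dpi replicate 2 left out (380).

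The paper has about 1400 DEGs in T cells for CONV 7 dpi (Fig. 2D, read by eye), where 5740 were called here, and within 1.5 times of it came Wilcoxon (1257). The paper has about 390 DEGs in NK cells for CONV 7 dpi (Fig. 2D, read by eye), where 681 were called here, and within 1.5 times of it came only the 2 groups (454), the replicate block, Wilcoxon (381), SHAM replicate 3 left out (281) and CONV 7 dpi replicate 2 left out (268). The paper has about 360 DEGs in B cells for CONV 7 dpi (Fig. 2D, read by eye), where 881 were called here, and within 1.5 times of it came the replicate block and Wilcoxon (425). The paper has about 530 DEGs in AM cells for CONV 7 dpi (Fig. 2D, read by eye), where 1524 were called here, and within 1.5 times of it came equal numbers of cells (620), only the 2 groups (707) and Wilcoxon (523). The paper has about 1300 DEGs in T cells for FLASH 7 dpi (Fig. 2D, read by eye), where 5029 were called here, and within 1.5 times of it came Wilcoxon (1247). The paper has about 400 DEGs in NK cells for FLASH 7 dpi (Fig. 2D, read by eye), where 752 were called here, and within 1.5 times of it came equal numbers of cells (278), no Harmony (574), Wilcoxon (399) and each of the 6 samples left out in turn (306 to 599). The paper has about 260 DEGs in B cells for FLASH 7 dpi (Fig. 2D, read by eye), where 477 were called here, and within 1.5 times of it came only the 2 groups (226), the replicate block, doublets removed (214) and Wilcoxon (330). The paper has about 300 DEGs in AM cells for FLASH 7 dpi (Fig. 2D, read by eye), where 661 were called here, and within 1.5 times of it came Wilcoxon (302) and each of the 6 samples left out in turn (239 to 375).

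The paper has about 650 DEGs in AT1 cells for FLASH/CONV 1 dpi (Fig. 7D, read by eye), where edgeR called 0 here (963 below an unadjusted p of 0.05, and 0 called by DESeq2), and within 1.5 times of it came Wilcoxon (478). The paper has about 340 DEGs in AT2 cells for FLASH/CONV 1 dpi (Fig. S10A, read by eye), where 41 were called here, and within 1.5 times of it came DESeq2 (328), Wilcoxon (418) and FLASH 1 dpi replicate 1 left out (389). The paper has about 64 DEGs in ciliated cells for FLASH/CONV 1 dpi (Fig. S10A, read by eye), where 17 were called here, and within 1.5 times of it came Wilcoxon (58) and FLASH 1 dpi replicate 2 left out (48). The paper has about 76 DEGs in club cells for FLASH/CONV 1 dpi (Fig. S10A, read by eye), where edgeR called 0 here (430 below an unadjusted p of 0.05, and 3 called by DESeq2), and no alternative came within 1.5 times of it. The paper has about 3 DEGs in mesothelial cells for FLASH/CONV 1 dpi (Fig. S10A, read by eye), where edgeR called 0 here (703 below an unadjusted p of 0.05, and 17 called by DESeq2), and no alternative came within 1.5 times of it.

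The paper has about 750 DEGs in AT1 cells for FLASH/CONV 7 dpi (Fig. 7D, read by eye), where 52 were called here, and within 1.5 times of it came Wilcoxon (676). The paper has about 330 DEGs in AT2 cells for FLASH/CONV 7 dpi (Fig. S10A, read by eye), where 43 were called here, and within 1.5 times of it came DESeq2 (347) and Wilcoxon (369). The paper has about 19 DEGs in ciliated cells for FLASH/CONV 7 dpi (Fig. S10A, read by eye), where 2 were called here, and within 1.5 times of it came DESeq2 (24), Wilcoxon (20) and CONV 7 dpi replicate 3 left out (26). The paper has about 4 DEGs in club cells for FLASH/CONV 7 dpi (Fig. S10A, read by eye), where edgeR called 0 here (658 below an unadjusted p of 0.05, and 22 called by DESeq2), and within 1.5 times of it came Wilcoxon (5). The paper has about 32 DEGs in mesothelial cells for FLASH/CONV 7 dpi (Fig. S10A, read by eye), where edgeR called 0 here (399 below an unadjusted p of 0.05, and 13 called by DESeq2), and within 1.5 times of it came Wilcoxon (33).

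The paper has about 18 DEGs in Cd4T_Ccr7 cells for FLASH/CONV 7 dpi (Fig. 5D, read by eye), where 10 were called here, and within 1.5 times of it came another resolution (14), DESeq2 (20), doublets removed (12), Wilcoxon (21) and FLASH 7 dpi replicate 1 left out (19). The paper has about 3 DEGs in Cd4T_Ctla4 cells for FLASH/CONV 7 dpi (Fig. 5D, read by eye), where 5 were called here, and within 1.5 times of it came DESeq2 (2), no Harmony (2), CONV 7 dpi replicate 2 left out (3) and FLASH 7 dpi replicate 2 left out (3). The paper has about 51 DEGs in Cd4T_Cd40lg cells for FLASH/CONV 7 dpi (Fig. 5D, read by eye), where 5 were called here, and within 1.5 times of it came Wilcoxon (45). The paper has about 65 DEGs in Cd8T_Ccr7 cells for FLASH/CONV 7 dpi (Fig. 5D, read by eye), where 18 were called here, and within 1.5 times of it came Wilcoxon (59). The paper has about 150 DEGs in Cd8T_Ccl5 cells for FLASH/CONV 7 dpi (Fig. 5D, read by eye), where 8 were called here, and within 1.5 times of it came no low-count filter (140) and Wilcoxon (133). The paper has about 110 DEGs in Cd8T_Mki67 cells for FLASH/CONV 7 dpi (Fig. 5D, read by eye), where 5 were called here, and within 1.5 times of it came Wilcoxon (119). The paper has about 4 DEGs in GDT_Trdc cells for FLASH/CONV 7 dpi (Fig. 5D, read by eye), where edgeR called 0 here (179 below an unadjusted p of 0.05, and 0 called by DESeq2), and within 1.5 times of it came Wilcoxon (4). The paper has about 4 DEGs in NKT_Klre1 cells for FLASH/CONV 7 dpi (Fig. 5D, read by eye), where edgeR called 0 here (398 below an unadjusted p of 0.05, and 0 called by DESeq2), and no alternative came within 1.5 times of it.

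Under the Wilcoxon test across cells several numbers equaled those printed in Fig. 2D, namely 164 higher and 235 lower genes in NK-like cells after FLASH irradiation at 7 dpi, 82 higher in NK-like and 127 lower in B-like cells after FLASH irradiation at 1 dpi and 10 lower in NK-like cells after CONV irradiation at 1 dpi. In Fig. 5D the printed 2 and 2 in GDT_Trdc cells equaled those of the same test.

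The tally of DEGs between FLASH and CONV irradiation at 7 dpi over the 8 T-like subclusters was 18 in Cd8T_Ccr7-like, 10 in Cd4T_Ccr7-like, 8 in Cd8T_Ccl5-like, 5 in Cd4T_Ctla4-like, 5 in Cd4T_Cd40lg-like and 5 in Cd8T_Mki67-like cells, and by edgeR 0 in GDT_Trdc-like and NKT_Klre1-like cells, with 179 and 398 genes below an unadjusted p of 0.05, while the paper puts the Cd8T_Ccl5 cluster at the top and has DEGs in every cluster. The Wilcoxon test across cells puts Cd8T_Ccl5-like cells at the top (133), as does no Harmony (19). For epithelial types at 1 dpi the tally was 41 in AT2-like and 17 in ciliated-like cells and by edgeR 0 in AT1-like, club-like and mesothelial-like cells, with 963, 430 and 703 genes below an unadjusted p of 0.05 and 0, 3 and 17 called by DESeq2, while the paper puts AT1 cells first among epithelial cells. At 7 dpi AT1-like cells were first, with 52, and under the Wilcoxon test across cells they were first at 1 dpi too (478). The paper names *Scgb1a1*, *Sftpc* and hemoglobin genes as DEGs common to T cell clusters. Of the 8 subclusters, *Scgb1a1* was called in 0 and *Sftpc* in 1, and each hemoglobin gene in Cd8T_Mki67-like cells alone. Over all T-like cells no low-count filter called *Scgb1a1* (adjusted p = 0.0243), and *Sftpc* was called with no low-count filter (adjusted p = 0.000946), no Harmony (0.0438), DESeq2 (0.0440) and without CONV 7 dpi replicate 3 (0.0491), within a range over the alternatives of 0.0243 to 0.345 and 0.000946 to 0.140.

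The paper reports significantly lower shares of lymphoid cells after CONV irradiation at 1 dpi. Here T-, NK- and B-like cells changed by log2 fold changes of -0.93 (adjusted p = 0.221), -0.66 (adjusted p = 0.607) and -0.997 (adjusted p = 0.481), called neither here nor under any alternative. It has lymphoid cells rising by 7 dpi in both groups. Of 3 types and 2 groups, T-like cells rose in both and NK-like cells in 1 (0.48), while NK-like cells after CONV irradiation stood at 0.000626 and B-like cells at -1.23 after CONV and -1.06 after FLASH irradiation, the B-like values below 0 under every alternative run. These are values against SHAM. Taken from 1 to 7 dpi, which was not tested, the mean per 10000 cells of NK-like cells rose from 276 to 437 after CONV and from 188 to 607 after FLASH irradiation, and that of B-like cells from 374 to 473 after FLASH irradiation, while after CONV irradiation it went from 494 to 422. It has myeloid cells rising by 7 dpi after CONV and not in a similar way after FLASH irradiation. Monocyte-like cells rose by 2.27 (adjusted p = 9.78e-05) and 1.77 (adjusted p = 0.000611), called in both groups. It has endothelial and mesenchymal shares lower at 7 dpi in both groups. Of 5 types, endothelial-, myofibroblast- and smooth muscle-like cells were lower after FLASH irradiation, but fibroblast-like cells had 0.22 and pericyte-like cells 0.17. With TMM factors both were below 0 (-0.11 and -0.13), as were pericyte-like cells at another resolution (-0.11) and without SHAM replicate 2 (-0.13). It has every neutrophil subtype rising more after CONV than after FLASH irradiation. Of 4 subclusters 3 were lower after FLASH than after CONV irradiation at 7 dpi, and Neu_Epas1-like cells had 0.09 (adjusted p = 0.908). Below 0 were these cells with neutrophil-like cells out of the total (-0.35), without Harmony (-0.20), and without CONV 7 dpi replicate 2 (-0.17), FLASH 7 dpi replicate 1 (-0.01) or replicate 3 (-0.19). Without Harmony, Neu_Peak1-like and Neu_Ccrl2-like cells stood above 0. Only 42 CONV and 69 FLASH cells of 7 dpi were named Neu_Ccrl2-like there, while an unnamed cluster held 1826 and 544. The tally of lower subclusters was therefore not tested without Harmony.

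The paper scores Neu_Camp cells as nearest to bone marrow, where the list of immature genes was lower in them than in Neu_Epas1-like cells by a difference of -0.94 (exact p = 0.0117). The prior count puts genes of few counts higher in the smaller Neu_Epas1-like subcluster, so this value does not show a disagreement. The paper reports *Maff* and *Rela* as activated in Ccrl2+ neutrophils, where their RNA differed from that in Neu_Epas1-like cells by -0.82 (exact p = 0.0166) and -0.30 (exact p = 0.0869), with 0.09 for *Maff* and 0.03 for *Rela* without doublets and 0.23 for *Rela* without Harmony, of the other sign. The same shift of few counts may enter these differences. It has more ICAM signaling after CONV than after FLASH irradiation at 7 dpi, where *Icam1* RNA stood at 0.95 (adjusted p = 0.361) in neutrophil-like and 0.41 (adjusted p = 0.158) in endothelial-like cells for FLASH over CONV, above 0 and not called. For inflammatory genes in MO_Mefv cells it has a higher level than in other monocytes, where MO_Cd74-like cells lay above MO_Mefv-like cells by a difference of -0.33 (exact p = 0.00360). It has the same genes higher after CONV than after FLASH irradiation, where the mean log2 fold change of FLASH over CONV was 0.09 (adjusted p = 0.756), called by no alternative, and -0.09 without FLASH 7 dpi replicate 3. It gives AM_Plet1 cells a higher M1 score after CONV irradiation, where fry's direction was up after FLASH irradiation at a mean of -0.18 (adjusted p = 0.922), called by no alternative. Activities and scores of the paper are other measures than the RNA given here.

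At 1 dpi the paper links the response to DNA damage with FLASH and the inflammatory response with CONV irradiation, where the p53 response list was called in 5 of 5 types after CONV and 5 after FLASH irradiation, and the inflammatory list by fry in 0 and 1. Camera called the inflammatory list in 2 types after CONV irradiation. At 7 dpi it links the electron transport chain with FLASH irradiation, where the respiratory list was called in T-like cells in both groups, with a mean of 0.53 after CONV and 0.46 after FLASH irradiation. In AT1 cells it has EMT, TGF-β and WNT signaling higher after FLASH irradiation above all at 7 dpi. Of these 3 lists EMT had a higher mean at 7 dpi (0.97) than at 1 dpi (0.62), while TGF-β had -0.05 (0.11 without CONV 7 dpi replicate 1) against 0.27 and WNT 0.08 against 0.52. Differences between the days of the TGF-β and WNT lists had adjusted p of 0.529 and 0.923. *Col1a2*, *Zeb1* and *Thbs1*, which it has higher after FLASH irradiation than in SHAM and CONV mice, were above 0 in both comparisons here but not called in either, nor under any alternative, with FLASH over CONV at 1.36 (adjusted p = 0.305), 0.49 (adjusted p = 0.607) and 0.12 (adjusted p = 0.936).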

Other observations

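Tests chosen only after the results were seen were that of doublets in Neu_Epas1-like cells, those that limited AT1-like cells to the largest cluster or to cells with few endothelial and fibroblast UMIs, and the regroupings of 3 samples against 3, other than those of FLASH against CONV in T-like cells at 7 dpi, in AT1-like cells at both days and in MO_Mefv-like cells at 7 dpi and those of the sums over 5 types.

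Neutrophil genes were lower in T-like cells after FLASH than after CONV irradiation at 7 dpi, by a mean log2 fold change of -2.57 (adjusted p = 0.0423 by fry) over 5 genes, with 5 lower. Free RNA from lysed neutrophils is a candidate explanation. If it were the cause, types that should not express these genes would change alike, and over B-, NK-, endothelial-, fibroblast- and AT1-like cells the mean was -2.85, lower in 5 of 5. *S100a8*, *S100a9* and *Retnlg*, the most abundant, together held 683 ± 601 CPM in T-like and 4983 ± 3518 in AT1-like cells after CONV irradiation against 152 ± 85.7 and 786 ± 569 after FLASH irradiation (SD, n = 3 each). Of the list's 7 genes, 7 exceeded 1 CPM in SHAM lung and the paper names 6 from these samples. The level of the 3 genes in T-like cells followed that in all cells over 15 samples (r = 0.858), but within groups the correlation was 0.432 (adjusted p = 0.377). Expression by T cells themselves, as the paper has it, stays open, since no test separated the sources within a cell, and so do doublets, since without them the list was not called in T-like cells (adjusted p = 0.0539, within 9.85e-08 to 0.0539 over its alternatives).

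Secretory epithelial and hemoglobin genes were higher in T-like cells after FLASH than after CONV irradiation at 7 dpi, by mean log2 fold changes of 1.22 (adjusted p = 0.0151) and 2.23 (adjusted p = 0.0987, not called). Free RNA from epithelial and red blood cells is a candidate explanation. Over B-, NK-, endothelial-, fibroblast- and neutrophil-like cells and both lists the median was 1.19, with all 10 means above 0. *Scgb1a1* and *Sftpc* together held 565 ± 198 CPM in T-like and 763 ± 304 in B-like cells after FLASH against 245 ± 78.9 and 317 ± 95.2 after CONV irradiation. In SHAM mice they stood at 694 ± 264 in T-like cells. Of 5 secretory and 4 hemoglobin genes, 5 and 4 exceeded 1 CPM in SHAM lung and 2 and 2 are named by the paper from these samples. The hemoglobin genes together held 861 ± 437 CPM in T-like cells after FLASH and 178 ± 282 after CONV irradiation, but 3873 ± 5290.2 in SHAM mice. Within groups the level of *Scgb1a1* and *Sftpc* in T-like cells followed that in all cells (r = 0.745, adjusted p = 0.0205), while for the hemoglobin genes it was 0.628 (adjusted p = 0.108). *Scgb1a1* and *Sftpc* also held 647 ± 173 CPM in endothelial-like and 581 ± 217 in fibroblast-like cells after FLASH irradiation. After CONV irradiation they held 320 ± 62.5 and 290 ± 53.9. Levels near those of T-like cells in types that should not express these genes argue against a rise confined to T cells, for these 2 genes. For the other genes an effect of irradiation on the T cells stays open, untested within cells.

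Listed genes of module 3 were higher in AT1-like cells after FLASH than after CONV irradiation at 7 dpi, by a mean log2 fold change of 0.56 (adjusted p = 0.410 by fry, not called). RNA or doublets of endothelial cells and fibroblasts may be the source. In that case markers of these cells outside the list would rise as well, and in AT1-like cells 15 endothelial markers changed by a mean of 0.0728 and 14 fibroblast markers by 0.63, the first near 0 with 10 higher and 5 lower, so that the test does not decide. Among AT1-like cells with few endothelial and fibroblast UMIs the list's mean was 0.30, in the largest cluster alone 1.34 (adjusted p = 0.0206, within 7.03e-08 to 0.933 over its alternatives) and without doublets 0.45. The 63 genes tested, a part of the module, were all picked by the paper, 8 are in another list, and 15 of 15 endothelial and 15 of 15 fibroblast markers exceeded 1 CPM in SHAM lung. RNA from other cells and a change in AT1 cells cannot be told apart here, because the listed genes were chosen on these samples and the markers outside the list go both ways.

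Endothelial and mesenchymal shares were lower at 7 dpi than in SHAM in 8 of 10 tests over 5 types and 2 groups, 4 of them called, with a median log2 fold change of -0.96. Dilution by infiltrating cells may account for this. Among cells other than neutrophil-, monocyte- and T-like cells 6 of 10 were lower and 0 called by edgeR, with a median of -0.30 and a range from -0.90 to 0.58. Dilution and loss of these cells cannot be told apart, since the values go both ways and shares give no absolute numbers. All 7 dpi libraries form a set of their own and 0 conditions have libraries in both sets, so that this and every other difference between 7 dpi and SHAM cannot be told apart from a difference between library sets. Irradiation itself, which the design names, stays open.

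Endothelial genes lead the Neu_Epas1-like subcluster. Doublets of neutrophils and endothelial cells are a candidate explanation, and 62 of 637 Neu_Epas1-like cells (9.73%) were marked as doublets against 257 of 16634 other neutrophil-like cells (1.55%). The share is higher, yet most of the subcluster was not marked, so that doublets and a state of neutrophils cannot be told apart by this test.

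Where 3 samples were compared with 3, the samples can be split in 10 ways, so that chance cannot be excluded for any of the following numbers of DEGs by this test. For CONV 1 dpi against SHAM, 1 of 10 splits gave as many as the 392 in AM-like, 417 in dendritic-like, 24 in NK-like and 34 in T-like cells. For CONV 7 dpi against SHAM, 1 of 10 splits gave as many as the 1524 in AM-like, 881 in B-like, 1588 in dendritic-like, 681 in NK-like and 5740 in T-like cells. For FLASH/CONV 1 dpi, 1 of 10 splits gave as many as the 41 in AT2-like and 17 in ciliated-like cells. For FLASH 1 dpi against SHAM, 1 of 10 splits gave as many as the 1786 in AM-like, 57 in B-like, 690 in dendritic-like, 148 in NK-like and 427 in T-like cells. For FLASH/CONV 7 dpi, 1 of 10 splits gave as many as the 52 in AT1-like, 43 in AT2-like, 10 in Cd4T_Ccr7-like, 5 in Cd4T_Cd40lg-like, 18 in Cd8T_Ccr7-like, 5 in Cd8T_Mki67-like, 2 in ciliated-like, 118 in MO_Mefv-like and 60 in T-like cells. For FLASH 7 dpi against SHAM, 1 of 10 splits gave as many as the 661 in AM-like, 477 in B-like, 1015 in dendritic-like, 752 in NK-like and 5029 in T-like cells. The same held for the sums over T-, NK-, B-, AM- and dendritic-like cells, 867 (CONV 1 dpi), 10414 (CONV 7 dpi), 3108 (FLASH 1 dpi) and 7934 (FLASH 7 dpi). For these sums the other splits gave at most 0, 1, 2 and 0 in the same order. For FLASH/CONV 7 dpi other splits reached 48 in MO_Mefv-like, 12 in Cd8T_Ccr7-like and 7 in Cd4T_Ccr7-like cells. As many as the 5 in Cd4T_Ctla4-like cells (FLASH/CONV 7 dpi) and 8 in Cd8T_Ccl5-like cells (FLASH/CONV 7 dpi) came from 2 of 10 splits. Where edgeR called 0, in B-like cells (CONV 1 dpi), AT1-like, club-like and mesothelial-like cells (FLASH/CONV 1 dpi) and club-like, GDT_Trdc-like, mesothelial-like, neutrophil-like and NKT_Klre1-like cells (FLASH/CONV 7 dpi), all 10 of 10 splits gave as many by construction, which tests nothing. Other splits there gave up to 754 in neutrophil-like (FLASH/CONV 7 dpi), 74 in AT1-like (FLASH/CONV 1 dpi) and 11 in the other cells. In the real groups 179 to 1541 genes had an unadjusted p below 0.05, and DESeq2 called 0 to 149.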
